# The histone methyltransferase SDG8 mediates the epigenetic modification of light and carbon responsive genes in plants

**DOI:** 10.1186/s13059-015-0640-2

**Published:** 2015-04-19

**Authors:** Ying Li, Indrani Mukherjee, Karen E Thum, Milos Tanurdzic, Manpreet S Katari, Mariana Obertello, Molly B Edwards, W Richard McCombie, Robert A Martienssen, Gloria M Coruzzi

## Abstract

**Background:**

Histone methylation modifies the epigenetic state of target genes to regulate gene expression in the context of developmental and environmental changes. Previously, we used a positive genetic screen to identify an *Arabidopsis* mutant, *cli186*, which was impaired in carbon and light signaling. Here, we report a deletion of the *Arabidopsis* histone methyltransferase *SDG8* in this mutant (renamed *sdg8-5*), which provides a unique opportunity to study the global function of a specific histone methyltransferase within a multicellular organism.

**Results:**

To assess the specific role of SDG8, we examine how the global histone methylation patterns and transcriptome were altered in the *sdg8-5* deletion mutant compared to wild type, within the context of transient light and carbon treatments. Our results reveal that the *sdg8* deletion is associated with a significant reduction of H3K36me3, preferentially towards the 3′ end of the gene body, accompanied by a reduction in gene expression. We uncover 728 direct targets of SDG8 that have altered methylation in the *sdg8-5* mutant and are also bound by SDG8. As a group, this set of SDG8 targets is enriched in specific biological processes including defense, photosynthesis, nutrient metabolism and energy metabolism. Importantly, 64% of these SDG8 targets are responsive to light and/or carbon signals.

**Conclusions:**

The histone methyltransferase SDG8 functions to regulate the H3K36 methylation of histones associated with gene bodies in *Arabidopsis*. The H3K36me3 mark in turn is associated with high-level expression of a specific set of light and/or carbon responsive genes involved in photosynthesis, metabolism and energy production.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-015-0640-2) contains supplementary material, which is available to authorized users.

## Background

Epigenomic control modulates gene expression in response to environmental stimuli and developmental cues [1-6]. An important mechanism of this epigenomic control is covalent modification of histone proteins, such as histone methylation [7,8]. Histone modifications can be associated with activation or repression of gene expression depending on the specific amino acid substrate. For example, di- and tri-methylation of lysine (K) residues in the histone H3 tail at position K4 (H3K4me2 and H3K4me3) and tri-methylation of K36 (H3K36me3) are associated with actively expressed genes, while methylation at residues H3K9 and H3K27 (in particular H3K9me2 and H3K27me3) are associated with silenced genomic regions [8-10]. Interestingly, permissive histone modification (for example, H3K36me3) and repressive histone modification (for example, H3K27me3) were shown to have antagonistic roles in regulating gene activity [11]. This combinatorial nature of gene regulation via various histone modifications is collectively known as the ‘histone code’ [12].

The SET domain-containing group (SDG) histone methyltransferases (HMTs) are responsible for histone methylation and are conserved in yeast, animals and plants [13,14]. In single cell organisms like yeast, the global function of a specific HMT can be characterized by profiling the genome-wide histone methylation pattern in HMT loss-of-function mutants [15]. Such mutant studies greatly increased our understanding of specific HMTs, particularly their target preference. In mammals, global histone methylation profiling of SDG knockout/knockdown lines has been largely limited to animal cell lines, due to embryonic lethality of such mutants in transgenic animals [16,17]. In plants, mutations in specific SDG proteins result in detectable but non-lethal phenotypes, providing a unique opportunity to study the function of specific SDG proteins in the context of a multicellular organism. To date, *Arabidopsis* mutants in SDG HMTs have been probed at the level of transcriptome [18] and DNA replication patterns [18]. However, to our knowledge, the primary function of an SDG HMT - histone methylation - has not been studied at a genomic level in an *Arabidopsis sdg* mutant. Such a study should greatly improve our understanding of whether and how individual members of the SDG HMT family mediate methylation of histones associated with specific subsets of genes in the genome.

Here, we present an in-depth epigenomic analysis of *sdg8-5* (also known as *cli186*), an *Arabidopsis* mutant harboring a complete deletion of the HMT *SET domain-containing group 8* (*SDG8*). The *Arabidopsis* SDG8 is most similar to the H3K36 methyltransferase SET2 in yeast [13]. Despite the existence of 32 SDG HMT genes annotated in the *Arabidopsis* genome [13], loss-of-function mutations in *SDG8* show pleiotropic phenotypes, including early flowering [19-22], impaired pigment synthesis [23-25], enhanced branching [23-25], defective pathogen defense [7,26,27], altered hormone response [28], and altered touch response [29], suggesting a non-redundant role for SDG8 in *Arabidopsis*. The complete deletion mutant- *sdg8-5* characterized in this study - thus provides a great opportunity to characterize the global impact of *SDG8* deletion on histone methylation and gene expression in a multicellular eukaryote.

Previous analyses of the histone methylation role of SDG8 focused on single gene or gene family targets [7,20,22,24,26,30]. However, global histone methylation profiling of any *sdg8* allele, or any *sdg* mutant in *Arabidopsis* is still lacking. Furthermore, most of the *sdg8* mutant phenotypes were reported to be associated with H3K36 di- or tri-methylation [7,20,22,24,26,30], but some studies reported reduced histone H3K4 tri-methylation in *sdg8* alleles [21,29]. In this current study, we profiled the global histone methylation pattern of H3K4 and H3K36 in a *sdg8-5* mutant (a.k.a. cli186 [31]) compared with wild type. We discovered that SDG8 targets a subset of genes in the genome, preferentially the 3′ of the gene body, for H3K36 methylation. Moreover, this H3K36 methylation is associated with high-level gene expression in wild type, which is abrogated in the *sdg8-5* mutant. As a group, the SDG8 targets are enriched in carbon and/or light responsive genes and involved in specific biological processes such as defense response, primary metabolism, photosynthesis and energy metabolism. We also proposed a possible molecular mechanism involved in SDG8 target specificity.

## Results

### *sdg8-5* harbors a complete deletion of SDG8, a non-redundant member of the histone methyltransferase gene family in *Arabidopsis*

To isolate molecular components involved in integrating carbon (C) and light (L) signaling in plants, we previously designed a positive genetic screen using the carbon and light responsive *ASN1* promoter to identify a carbon and light insensitive mutant, *cli186* [31]. The *cli186* mutation was shown to be in a master regulatory hub essential for carbon and light regulation of a connected network of genes in energy, metabolism and photosynthesis in studies of etiolated *Arabidopsis* seedlings [31]. In this current study, we mapped the *cli186* mutation (a fast-neutron induced deletion) using Affymetrix ATH1 chips hybridized with genomic DNA [32] isolated from the *cli186* mutant versus wild type. Wild type here refers to the unmutagenized line containing pASN1-HPT2 transgene for the positive genetic screen described in [31], hereafter referred to as WT. This comparison revealed a deletion on chromosome 1, with a drastically reduced signal at the AT1G77300 locus in *cli186* compared with WT (Figure S1A in Additional file 1). The exact location of the deletion was then refined by PCRs with primers spanning the region surrounding AT1G77300. The deletion in *sdg8-5* spanned a 13.8 kb genomic sequence (Chr1:29,040,007-29,053,807), which contains AT1G77300 including its promoter, and a portion of the neighboring gene AT1G77310 (Figure S1B in Additional file 1). This initial analysis thus suggested AT1G77300, previously known as *SDG8* - a SET domain containing histone lysine methyltransferase, as a causal gene for the mutant phenotype.

To confirm that the deletion of *SDG8* is the causative mutation, we complemented the *cli186* mutant by transgenic introduction of *SDG8* with its native promoter (approximately 2 kb) and introns (Supplemental results in Additional file 1). Specifically, the carbon and light transcriptional repression of target gene *ASN1* in etiolated seedlings, which is significantly impaired in the *cli186* mutation compared with WT [31], is restored to wild-type level in the transgenic *cli186* plants complemented with the *SDG8* gene (Supplemental results, Figure S2 and Table S1 in Additional file 1). It is noteworthy that *SDG8* was also previously identified as the causal gene for early flowering in short days (*efs*) phenotype [19-21]. Similar to the *efs* allele (*fn210*), the *cli186* deletion allele also showed early flowering (Supplemental results, Figure S3 and Table S2 in Additional file 1). Additionally, both *cli186* and *fn210* (*efs*) alleles were abrogated in carbon and light repression of *ASN1* gene expression, as shown previously in etiolated seedlings [31] (Supplemental results and Table S3 in Additional file 1).

In summary, AT1G77300, which encodes a SET domain containing histone lysine methyltransferase called *SDG8*, is the causal gene of the C- and L-insensitive mutant phenotype of the *cli186* deletion mutant of *Arabidopsis* [31]. For the interest of clarity, we have renamed the *cli186* deletion mutant of *SDG8* as *sdg8-5*.

### SDG8 is associated with H3K36me3 marks on genes involved in specific metabolic and cellular processes

#### Identification of H3K36me3 hypomethylated genes in sdg8-5

The pleiotropic mutant phenotype of *sdg8* indicates that the encoded HMT performs a non-redundant function, even though the *Arabidopsis* SDG family contains 32 members [13]. *sdg8-5* therefore afforded us the opportunity to investigate the genome-wide histone methylation function of SDG8 [31]. Previous work has implicated SDG8 to be associated with H3K4 and H3K36 methylation marks based on analysis of single genes [7,20-22,24,26,30]. To probe the impact of *sdg8* deletion on the histone methylation pattern genome-wide, we performed chromatin immunoprecipitation sequencing (ChIP-Seq) using antibody against H3K36me3 or H3K4me3. The experiments were performed on 3-week-old light-grown plants, comparing *sdg8-5* and WT with a transient 2 h exposure to carbon and light treatments (see Materials and methods for details; Figure S4 and Table S4 in Additional file 1). Two independent biological replicates were analyzed with SICER [33] to identify genomic regions with differential histone marks between *sdg8-5* and WT.

First, we observed a specific decrease of H3K36me3 marks in 4,060 genes in the *sdg8-5* mutant compared with WT, hereafter referred to as ‘hypomethylated genes’ ( false discovery rate (FDR) <0.05, fold change >2-fold; Figure 1A; for the gene list see Additional file 2). By contrast, few genes show different H3K4me3 marks between the *sdg8-5* mutant and WT (Figure S5A in Additional file 1). The hypomethylation of H3K36 residues was confirmed by independent ChIP-PCR assays of six exemplary genes, including the previously reported SDG8 target genes *MAF1* [22,34] for flowering control and *LAZ5* [26] for defense response (Figure 2A,B). Our genome-wide studies thus indicate SDG8 is a histone H3K36 methyltransferase of major influence. The H3K36me3 specificity of SDG8 is consistent with previous reports on *Arabidopsis sdg8* mutants based on single gene analysis [11,20,22,24,26,30,35], and with the role of its yeast ortholog [36].

**Figure 1:**
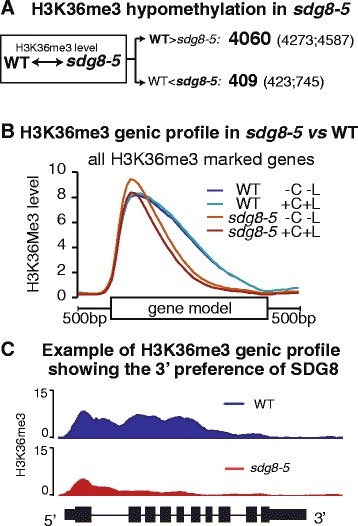
Altered global H3K36me3 profiles in *sdg8-5*, a complete deletion mutant of the histone methyltransferase SDG8. **(A)** The number of genes with differential H3K36me3 levels between the *sdg8-5* mutant and WT is listed. The major effect of the SDG8 deletion is the loss of H3K36me3 in 4,060 genes in the *sdg8-5* mutant. The numbers in parenthesis represent the number of differentially marked genes without or with a transient 2 h carbon and light treatment, while the number in bold is the common set between the two conditions. **(B)** The positional distribution of H3K36me3 on genic features was plotted and compared between *sdg8-5* and WT: for each gene with a significant H3K36me3 level, the gene model (based on phytozome annotation V7 of *Arabidopsis* genome TAIR10 (October 2011)) was divided into 40 bins, and 500 bp upstream and 500 bp downstream sequences were split into 10 bins each. The H3K36me3 level of each bin was calculated as the mean single nucleotide coverage from the ChIP library (calculated using BEDTools and RPM (Reads Per Million) normalized). The median H3K36me3 across all significantly marked genes is plotted (Enrichment level ChIP/Input >2, FDR <0.01, approximately 12,000 genes in WT and approximately 9,000 genes in *sdg8-5*). Since the deletion of SDG8 in *sdg8-5* causes a dramatic drop in the number of genes with H3K36me3 marks, the H3K36me3 level was further normalized to correct for the difference in genome coverage between WT and the *sdg8-5* mutant for the plot. Upon the deletion of SDG8, we observed a loss of H3K36me3 marks preferentially towards the 3′ of the gene model (B). **(C)** A gene example AT4G11960 where the H3K36me3 mark located towards the 3′ of the gene-coding region is lost in the *sdg8-5* mutant. Y-axis is the RPM normalized ChIP read counts of H3K36me3.

**Figure 2:**
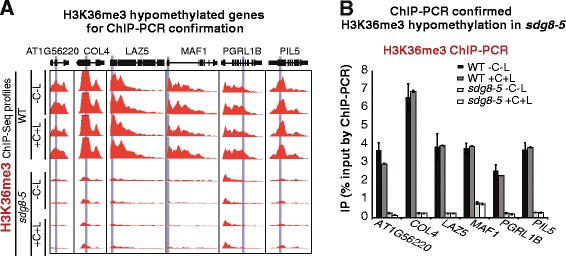
ChIP-PCR validation of H3K36me3 hypomethylation in *sdg8-5* compared with WT. ChIP-PCR was performed to validate the ChIP-Seq results of genes hypomethylated with H3K36me3 in *sdg8-5* compared with WT. **(A)** ChIP-PCR primers (blue columns) and H3K36me3 ChIP-Seq profiles (red plot) of these genes. **(B)** ChIP-PCR results confirmed the ChIP-Seq results. C, carbon; IP, immunoprecipitation; L, light. The error bars represent the standard error of the mean.

#### Positional preference of H3K36 methylation by SDG8 within a gene

Next, we tested whether the deletion of SDG8 affects the positional profile of H3K36me3 on genic regions genome-wide. To determine this, we plotted the histone methylation level along gene models in *sdg8-5* and WT for all genes with a significant H3K36me3 level (Enrichment level ChIP/Input >2 and FDR <0.01; approximately 12,000 genes in WT and approximately 9,000 genes in *sdg8-5*; Figure 1B). We note that this cutoff eliminates genes that lose all detectable H3K36me3 in the *sdg8-5* mutant (since genes that completely lose H3K36me3 are not informative for determining positional preference). In WT, the H3K36me3 mark is most abundant at the 5′ of gene models and extends to the 3′ region (Figure 1B). A similar pattern of H3K36me3 distribution has been reported for plants including *Arabidopsis* [11,37] and maize [38,39], and this distribution is different from the H3K36me3 pattern in mammalian cells [9]. Interestingly, when *SDG8* is deleted, the genome-wide H3K36me3 pattern in the *sdg8-5* mutant is noticeably shifted towards the 5′ end, indicating a reduction in this mark in the 3′ portion of gene models (Figure 1B,C). By contrast, the positional distribution of H3K4me3 is unchanged between *sdg8-5* and WT (Figure S5B in Additional file 1). We also note that for some genes the H3K36me3 mark from the 5′ to 3′ is completely lost in the *sdg8-5* mutant (Figure 2A). Our data thus indicate that SDG8 is required to place the H3K36me3 mark along the gene body, with a bias towards the 3′ portion of the gene. This suggests a role for SDG8 in transcription elongation, rather than transcription initiation, similar to its yeast homolog [36]. The H3K36me3 mark towards the 3′ of genes could also be associated with mRNA processing (for example, exon/intron splicing), as indicated by its mammalian and yeast homologs [15,36,40]. The residual H3K36me3 in the 5′ end of the gene-coding regions in the *sdg8-5* mutant (Figure 1B,C) suggests that at least one or more other HMTs are responsible for depositing H3K36me3 to histones at the 5′ end of the gene-coding region, possibly involved in the initiation of the transcription process.

#### Functional analysis of the hypomethylated genes in the sdg8-5 mutant

We next examined whether SDG8 affects H3K36me3 associated with genes in specific biological pathways. Gene Ontology (GO) enrichment analysis [41] revealed that specific biological processes are significantly over-represented (FDR adjusted *P*-value <1E-6) in the 4,060 hypomethylated genes, including defense response, apoptosis, hormone signaling pathway, and pigment metabolic process, confirming previous single gene studies [25-28,35] (Table S5 in Additional file 1). We also identified several new biological processes as under the control of SDG8, including signaling cascade, phosphate/nitrogen/sulfate metabolism, primary metabolism and secondary metabolism, and responses to stimulus (including response to carbohydrate and response to light; Table S5 in Additional file 1). The latter result further validates our study as we identified the original *sdg8-5* mutant (formerly known as *cli186*) by screening for mis-regulation of carbon and light responses in *Arabidopsis* [31].

SDG8 was first identified as a regulator of flowering time [19]. In agreement with this, known flowering regulators *AGL22* and *MAF1* [42] are hypomethylated in H3K36me3 in the *sdg8-5* mutant compared with WT (Figure 2; Additional file 2). However, GO terms related to flowering control were not detected as significantly over-represented among the 4,060 hypomethylated genes in our study of the *sdg8-5* mutant, nor in previous transcriptome studies of other *sdg8* mutant alleles (*sdg8-1*, *sdg8-2* [22], *ccr1* [24] and *ashh2* [34]). This may possibly be due to the tissues and developmental stage assayed. Indeed, the flowering regulator *FLC*, previously reported to be down-regulated in some *sdg8* alleles (*sdg8-1* [20] and *sdg8-2* [22]), is not detected as differentially marked by H3K36me3 when *sdg8-5* is compared with WT in our ChIP-Seq, or when assayed by ChIP-PCR in plants at an earlier developmental stage (2-weeks) (Figure S6 in Additional file 1). This may be due to the dynamic nature of epigenetic control of *FLC* [11], as the H3K36me3 level of two other flowering time genes, *AGL22* and *MAF1* [42], are reduced in the *sdg8-5* mutant.

#### Genome clustering of the hypomethylated genes

In previous studies, genes under common epigenomic control are clustered in the genome [43,44]. Here, we tested whether the 4,060 hypomethylated genes form any chromosomal clusters using CROC (window size = 20 genes, *P*-value <0.05) [43]. Indeed, we found that 1,179 out of the 4,060 hypomethylated genes form 125 gene clusters in the genome. One such gene cluster on chromosome 4 containing 16 genes enriched with protein phosphorylation/phosphorus metabolic pathway (FDR <0.1) is shown for example (Figure S7 in Additional file 1).

#### SDG8 binding to the hypomethylated genes

Finally, if these 4,060 hypomethylated genes in the *sdg8-5* mutant are true direct targets of SDG8, we expect to detect the binding of SDG8 to at least some of these targets. We thus monitored SDG8-bound targets using an epitope tagged version of SDG8. To do this, SDG8 was fused to a hemagglutinin (HA) epitope and placed under the control of the native promoter of SDG8. This pSDG8::SDG8-HA construct was then transformed into the *sdg8-5* deletion mutant (see Materials and methods for details) to create an HA-tagged SDG8 transgenic line (*h*SDG8). This transgene was able to complement the *sdg8-5* mutant phenotype in early flowering (Table S6 in Additional file 1). We next tested whether the transgene could rescue the H3K36me3 hypomethylation in the *sdg8-5* mutant. To do this, we performed an H3K36me3 ChIP-Seq experiment to compare the H3K36me3 profile of *h*SDG8, WT and *sdg8-5*. In this assay, of the 4,567 genes that show H3K36me3 hypo*-*methylation in *sdg8-5* compared with WT, 93% (3,818 genes) show hyper*-*methylation of H3K36me3 in the *h*SDG8 plants compared with the *sdg8-5* mutant (with a cutoff FDR <0.05, fold change >2-fold for hypo/hyper-methylation). This suggests that HA-tagged SDG8 restores the wild-type level of H3K36me3 in *sdg8-5*. Indeed, only a few genes show significant differences in H3K36me3 levels between WT and *h*SDG8 (FDR <0.05, fold change >2-fold). Thus, the HA-tagged SDG8 transgene complements the H3K36me3 hypomethylation mutant phenotype in *sdg8-5*.

Next, we used the *h*SDG8 transgenic plants to identify genes directly bound by SDG8 using anti-HA ChIP-Seq in light-grown 2.5-week-old plants. This uncovered 2,557 genomic regions bound by SDG8 (FDR <0.01 by SICER [33]), out of which 93% (2,381/2,557) co-localize with genic regions. This led to the identification of 2,267 genes that are bound to SDG8. A set of six representative SDG8-bound genes are shown in Figure 3A, which reveals preferential binding to the genic region. Of these SDG8-bound genes, 728 also show H3K36 hypomethylation in the *sdg8-5* mutant (Figure 3B; Additional file 2). These 728 SDG8 target genes represent a substantial (32%) and significant overlap (*P* < 4E-106 by hypergeometric distribution) between the genes bound by SDG8 (2,267) and genes whose associated H3K36 methylation is abrogated in the *sdg8-5* mutant (4,060) (Figure 3B). This confirms that the 4,060 hypomethylated genes are indeed enriched with direct targets of SDG8. We will focus our downstream analysis on these 728 SDG8-bound and hypomethylated genes, referred to as ‘SDG8 direct targets’ hereafter (Figure 3B).

**Figure 3:**
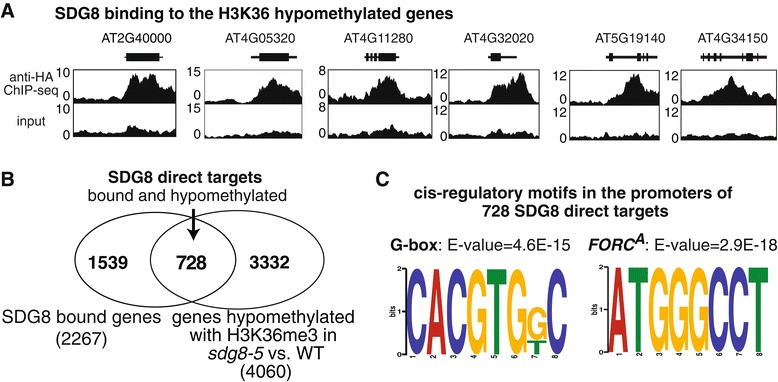
SDG8-binding of hypomethylated genes. **(A)** HA-tagged wild-type SDG8 was transformed into *sdg8-5* mutant background to allow detection of direct binding of SDG8 to the H3K36 hypomethylated genes by anti-HA ChIP-Seq. Examples of anti-HA ChIP-Seq profiles on H3K36 hypomethylated genes are shown, supporting that SDG8 directly binds to its functional targets. All genes are visualized with 5′ on the left, and 2 kb flanking intergenic regions or until the neighboring gene are also shown. **(B)** Intersection of 2,267 SDG8-bound genes and the 4,060 hypo-methylated genes in *sdg8-5* versus WT identified 728 SDG8-bound and hypomethylated targets (a.k.a. ‘SDG8 direct targets’). **(C)** Significantly over-represented *cis*-regulatory motifs G-box (bZIP binding motif) and *FORC* ^*A*^ are identified in the promoters of the 728 direct targets of SDG8 (bound by SDG8 and hypomethylated in *sdg8-5*).

### Transcriptome profiling of *sdg8-5* uncovers altered gene expression accompanied by altered epigenetic states

In a previous study, we showed that *sdg8-5* (formerly known as *cli186*) is impaired in carbon and light regulation of global gene expression, when assayed in etiolated seedlings [31]. 

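Gene expression was measured on ATH1 arrays in shoots of 3-week-old, hydroponically grown WT and *sdg8-5* plants. After 24 h without sucrose in darkness, plants were treated for 2 h with or without 1% sucrose (carbon, C) and with or without light of 70 µE (L). Each of the 8 combinations of genotype, carbon and light was measured on 3 arrays, from 3 sets of biological replicates, which gives 24 arrays. The authors computed the deposited values with MAS5. They are signal intensities on a linear scale for 22,810 probe sets, with the same trimmed mean of 500 on every array. The median intensity per array was 186.8 to 221.7 (median 212.8) in the 12 WT arrays and 180.5 to 223.3 (median 208.8) in the 12 *sdg8-5* arrays. An intensity of 40 was reached by 77.3% to 81.3% of the probe sets of an array. Probe sets that reached 40 on at least 1 array were kept, which left 21,552. Their values were log2-transformed and fitted with limma, with a mean for each of the 8 conditions. The genotype, carbon and light effects were contrasts of these means, each averaged over the other factors, and p-values were adjusted by the Benjamini-Hochberg method over the 21,552 probe sets. The threshold was an FDR of 0.05, and 0.15 for the interactions of genotype with light and with carbon. Genes were counted over the probe sets that the probe annotation assigns to 1 gene, taking the brightest probe set of each, which gives 12,431 genes. The annotation lists no gene for 8,794 of the 22,810 probe sets, so that many Arabidopsis genes, SDG8 itself among them, are not named here. Intensities are given as mean ± SD over the arrays of a group, so that their SD includes differences between treatments. The number of arrays limits the precision of each value.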

Since SDG8 is an HMT involved in regulating multiple developmental processes in adult plants [22,23], we conducted a new transcriptome study to compare global gene expression in 3-week-old, light-grown *sdg8-5* plants and WT, with a 2 h transient treatment of light and/or carbon (see Materials and methods for details; Figure S4 in Additional file 1). A three-way ANOVA identified effects of carbon (C), light (L), genotype (G), and their interactions on global gene expression. This analysis shows that 2,158 genes and 1,923 genes, respectively, are expressed at significantly lower or higher levels in *sdg8-5* compared with WT (FDR <0.05 for factor G in three-way ANOVA; Figure S8 in Additional file 1; Additional file 3). 

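Several transcripts were far lower in *sdg8-5* under all 4 treatments. NRPB6B, a subunit of RNA polymerases, had an intensity of 1146 ± 242 (SD, n = 12 arrays) in WT and 125.4 ± 31 (SD, n = 12) in *sdg8-5*, a log2 change of -3.20 (standard error 0.14, FDR = 8.98e-11 from limma). PDF1.2, a plant defensin gene, fell from 1054 ± 727 to 97.22 ± 23.6, a log2 change of -3.19 (standard error 0.32, FDR = 1.35e-06), and the largest fall was in AT3G62220, from 270.1 ± 50.3 to 14.42 ± 8.39 (log2 change -4.44, standard error 0.25, FDR = 1.36e-09). AT5G60030 (log2 change -4.16), AT1G67620 (-3.80), AT2G04230 (-3.07), AT4G13160 (-2.97), AT4G11900 (-2.95), AT3G46490 (-2.83) and AT4G11550 (-2.67) make up the 10 largest falls. Among the genes higher in *sdg8-5*, AT2G44240 rose from 11.35 ± 5.57 to 85.96 ± 36.6 (log2 change 2.97, standard error 0.27, FDR = 3.15e-07) and AT2G19970 from 161.4 ± 117 to 494.4 ± 274 (log2 change 1.99, standard error 0.31, FDR = 0.000146). The other 8 of the 10 largest rises were AT3G27473 (2.59), AT2G15880 (2.21), AT1G17310, AT1G73860 (2.16), AT5G08110 (2.15), AT1G57650 (2.11), AT2G32050 (2.03) and AT1G52560 (1.98). For NRPB6B, PDF1.2, AT3G62220, AT2G44240 and AT2G19970, every *sdg8-5* array lay beyond every WT array in all 4 treatments. In a single treatment, chance gives such an order in 10% of comparisons of 3 arrays against 3. These genes were picked for large changes in the same direction in every treatment, so no chance level is given for all 4 together. Levels under 40 are near background, which limits the fold changes of such genes.
At an FDR under 0.05, 2,260 probe sets were lower and 1,988 higher in *sdg8-5*. Of the 12,431 named genes, which cover a part of these probe sets, 1,252 were lower and 1,056 higher. The bioC hybridization controls divide the arrays into 12 of lower signal (8 WT, 4 *sdg8-5*) and 12 of higher signal (4 WT, 8 *sdg8-5*). With these groups as a block the counts were 1,126 lower and 945 higher, within the lower-signal arrays 240 and 43, and within the higher-signal arrays 185 and 145. The 25S rRNA control probe set was 2.95-fold higher in *sdg8-5* (log2 difference 1.56, p = 1.25e-05, the smallest that the 160000 relabellings of a two-sided exact permutation test can give). With its signal as a covariate, 469 genes were lower and 279 higher, and without the 8 arrays of replicate 2, 523 were lower and 309 higher. AT1G17310, AT5G08110, AT2G32050, AT2G19970 and AT1G52560 were not past the threshold with the 25S covariate: their log2 changes were 1.67 to 2.34 with it, but their standard errors grew from between 0.31 and 0.62 to between 0.50 and 1.03.

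**Figure D1:**
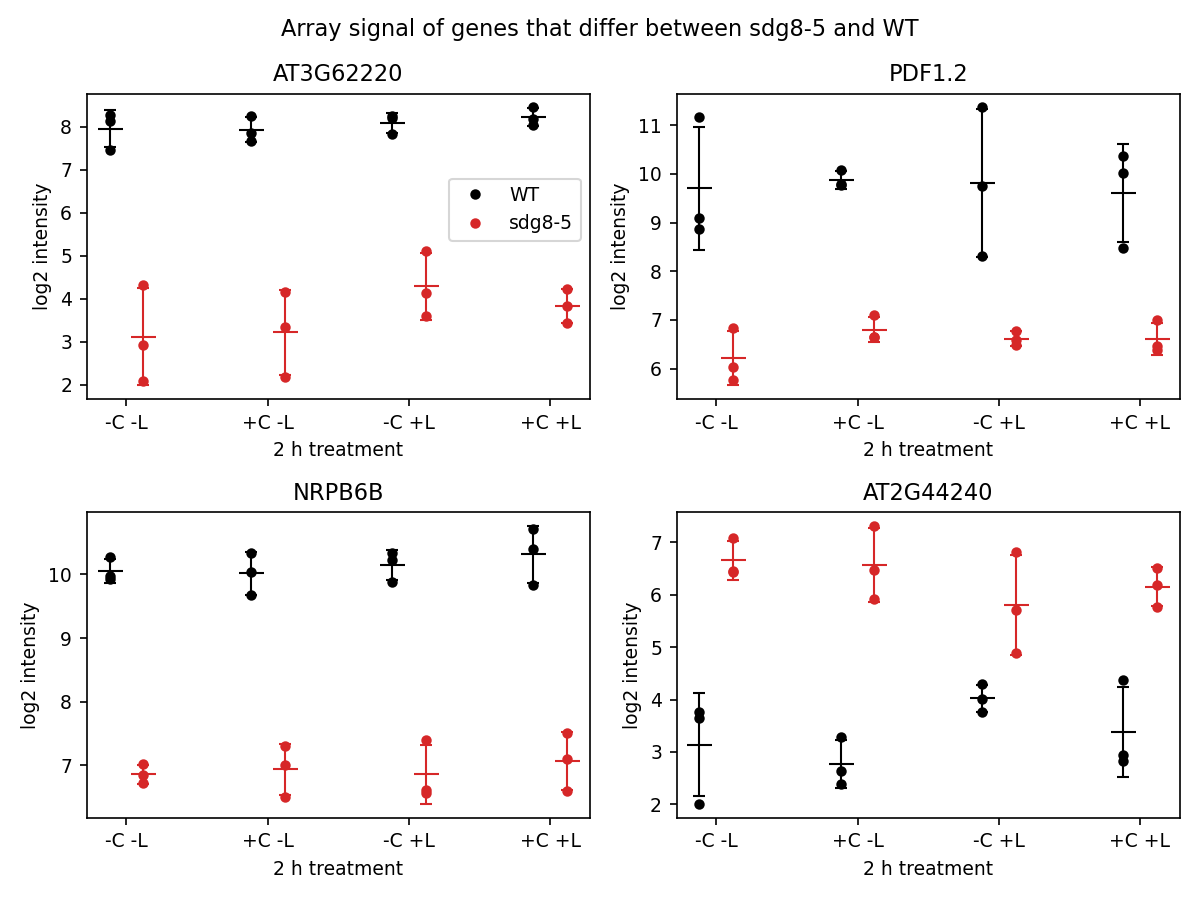
Log2 intensity on each array for AT3G62220, PDF1.2, NRPB6B and AT2G44240 in WT and *sdg8-5* under each of the 4 treatments; points are arrays, and bars are the mean and SD of 3 arrays. The first 3 genes are lower and AT2G44240 is higher in *sdg8-5* in each treatment.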

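Genes of sulfur metabolism were among the lower transcripts in *sdg8-5*. The ATP sulfurylase genes APS4 and APS3 fell in *sdg8-5*, APS4 from 2353 ± 378 (SD, n = 12) to 968.1 ± 202 (SD, n = 12; log2 change -1.29, standard error 0.10, FDR = 8.91e-08 from limma) and APS3 from 412.4 ± 76.9 to 219.3 ± 40.1 (log2 change -0.91, standard error 0.08, FDR = 1.74e-07). They are 2 of the 3 measured genes of a list for sulfate assimilation, whose other member, the sulfite reductase gene SIR, did not pass the test (log2 change -0.03). In glucosinolate synthesis, 2 of 3 measured genes fell: BCAT4, from 1461 ± 339 to 653.6 ± 185 (log2 change -1.17, standard error 0.14, FDR = 7.77e-06), and AT2G31790 (log2 change -0.75, standard error 0.15, FDR = 0.00121). Of 7 measured genes of the photosystems and light harvesting, 3 were lower (LHCB4.3, LHCB4.2 and PSAN) and none was higher, while the shift of this list in camera had an adjusted p of 0.236 (adjusted p = 0.369 with an estimated correlation), and of 3 Calvin cycle genes, 1 was lower (SBPASE, sedoheptulose-bisphosphatase, log2 change -0.54, FDR = 0.00026). In a list for dark and carbon starvation, 2 of 5 genes were higher, ETFQO (log2 change 0.56, standard error 0.10, FDR = 0.000494) and MCCA (0.53, FDR = 0.0341), both of amino acid breakdown; 3 were higher when adjusted over the list alone. This list shifted upward in camera with the preset correlation (adjusted p = 0.00929), but not with an estimated correlation (adjusted p = 0.311). Of 2 flowering-time genes, GI was higher (0.58, FDR = 5.57e-05) and AGL24 was lower (-0.75, FDR = 0.00132). In the list of sugar-induced storage metabolism, 1 of 3 genes was lower (APL4, FDR = 0.0238), and no member passed the test among 2 heat shock, 3 reference, 2 flower marker (AMS and AT5G07230) and 2 root marker genes (PYK10 and EXPA7), of which the reference gene AT2G28390 alone had an unadjusted p under 0.05 (log2 change 0.18, FDR = 0.0979). When adjusted over the list alone, the counts were the same for sulfate assimilation, glucosinolate synthesis, the photosystems and the Calvin cycle. PSAN did not pass with the spike-in groups as a block (log2 change -0.38, standard error 0.11, and -0.33, standard error 0.12, with the block; FDR = 0.0626) or with the 25S covariate (-0.53, standard error 0.18, FDR = 0.0984), and MCCA not with the 25S covariate (0.34, standard error 0.27 against 0.17 without it, FDR = 0.532).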

Over-represented GO terms (FDR <0.01) were identified among these down- or up-regulated genes (mis-expressed genes) in *sdg8-5* (Figure S8 and Table S8 in Additional file 1). This GO term analysis is consistent with known functions of SDG8 in the defense response [26,27,35] and in pigment synthesis [24,25]. 

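The genes of pigment synthesis that passed the test in *sdg8-5* changed by small amounts. Of 7 genes of chlorophyll synthesis, 3 were lower and 1 was higher: GSA1, which makes the precursor 5-aminolevulinate, fell from 1448 to 1088 in mean intensity (log2 change -0.42, standard error 0.11, FDR = 0.00977), CHLM, Mg-protoporphyrin IX methyltransferase, from 2204 to 1835 (log2 change -0.30, standard error 0.07, FDR = 0.00368), PORB had a log2 change of -0.33 (FDR = 0.0339), and HEMB1 rose by 0.20 (FDR = 0.0488). Neither of the 2 measured carotenoid genes, Z-ISO and LYC, passed the test (log2 changes 0.00 and -0.11), nor did the flavonoid gene DFR (0.50, FDR = 0.181). The 3 measured genes of defense signaling and receptors did not pass either: log2 changes were -0.62 for EFR (FDR = 0.0777, unadjusted p under 0.05), -0.08 for SAG101 and 0.08 for BIK1. HYH, a transcription factor of light signaling, had a log2 change of -0.13 (FDR = 0.797). Over the chlorophyll list alone 4 genes were lower and 1 was higher, and the list's shift in camera had an adjusted p of 0.072 (adjusted p = 0.311 with an estimated correlation). PORB (log2 change -0.32, standard error 0.11 with and without the block, FDR = 0.0637) and HEMB1 (0.14, standard error 0.06 against 0.07 without it, FDR = 0.118) did not pass with the spike-in groups as a block. With the 25S covariate none of the 4 passed, at log2 changes of -0.35 for GSA1 (FDR = 0.289), -0.32 for CHLM (FDR = 0.113), -0.30 for PORB (FDR = 0.361) and 0.21 for HEMB1 (FDR = 0.315) and standard errors of 0.11 to 0.18. Most genes of these pathways have no named probe set, so the counts cover 7 of 21 chlorophyll, 2 of 15 carotenoid and 3 of 34 defense genes.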

Interestingly, genes related to nitrogen metabolism are significantly enriched in these mis-expressed genes in *sdg8-5*. Specifically, the asparagine synthetase gene *ASN3* is more highly expressed in the *sdg8-5* mutant, while the glutamine synthesis genes *GLN1;3*, *GLN2*, and *GLN1;1* are down-regulated in *sdg8-5* mature plants*.* This suggests that alterations in H3K36me3 patterns shift nitrogen metabolism towards a ‘dark-adapted’ metabolic phenotype. Specifically, *sdg8-5* mutant plants convert glutamine into the more C-efficient nitrogen transport amino acid asparagine, used to transport N when C-skeletons are limiting [45].

In addition to the changes in gene expression caused by *SDG8* deletion, we also detected specific changes in the light regulation of gene expression in the *sdg8-5* mutant. Specifically, 127 genes are regulated by a G × L interaction (FDR <0.15 of G × L interaction in three-way ANOVA; Table S9 in Additional file 1), suggesting that their light responses are altered by the deletion of SDG8.

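The light responses of 2 named genes differed between the genotypes at an FDR under 0.15. ATIM, annotated as TIMELESS, fell with light in WT (log2 change -1.25, FDR = 2.08e-05 from limma) and not in *sdg8-5* (0.04, FDR = 0.916), a difference of 1.29 (standard error 0.24, FDR = 0.14). Its intensity in WT was 319.2 ± 61.4 and 372.6 ± 63.4 in darkness without and with carbon (SD, n = 3 arrays each) and 149.7 ± 30.9 and 144.7 ± 47.6 in light (SD, n = 3), while the 4 means in *sdg8-5* lay between 132 and 148.7. AT4G11900 had a log2 light response of 0.20 in WT and 3.01 in *sdg8-5* (FDR = 3.08e-06), a difference of 2.81 (standard error 0.49, FDR = 0.0659); its *sdg8-5* means in darkness, 11.34 ± 9.28 and 8.039 ± 2.02 (SD, n = 3), are under the value of 40 used as the filter. Next in order were AT2G28200 (difference 1.05, FDR = 0.152), AT3G05150 (2.39, FDR = 0.173), AT4G03950 (0.93), AT2G15960 (0.98), AT1G20880 (0.59), AT5G51440 (-1.53), the SnRK1 subunit gene AKINBETA1 (0.95, FDR = 0.223) and AT5G48900 (0.70, FDR = 0.235). With unnamed probe sets included, 8 probe sets passed, and 783 named genes had an unadjusted p under 0.05.
The test responds to the scale and to single arrays. On untransformed intensities with the model of the paper's methods, 80 genes passed, ATIM among them (FDR = 0.0146) and AT4G11900 not (FDR = 0.895). These 80 include all 79 measured genes of Table S9, and 130 probe sets passed, named or not. On log2 values ATIM did not pass after median centring (difference 1.24, FDR = 0.179) or with the 25S covariate (1.29, FDR = 0.186). Leaving out 1 of the 24 arrays gave 0 to 19 genes on log2 values, over 1.5 times away from 2 for 17 of the arrays. The count was 0 without replicate 1 of WT under +C-L and 19 without replicate 1 of *sdg8-5* under +C-L. In simulated data of the same size, 48% of log2 differences of 1 in light response were recovered, and 16 unchanged probe sets were called, 22.2% of the calls. The simulated noise was independent between arrays and few probe sets were changed, so these rates need not hold for the real arrays. From the genes with this interaction, the paper proposes that the deletion of SDG8 alters their responses to light.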

### Integration of epigenome and transcriptome data reveals that SDG8-dependent H3K36me3 correlates with level of gene expression

To test whether H3K36me3 hypomethylation in the *sdg8-5* mutant affects gene expression levels, we integrated the epigenome and transcriptome data assayed in the same experimental conditions (Figure S4 in Additional file 1).

In WT plants, we observed a positive correlation between the levels of H3K36me3 methylation and gene expression (Figure S9A in Additional file 1), which agrees with previous studies [4,38]. H3K36me3 has been reported to elevate gene expression levels by affecting other histone modification - for example, H3K4 acetylation through MRG domain protein [46]. Surprisingly, in the *sdg8-5* mutant, the correlation between level of gene expression and H3K36me3 methylation is disrupted (Figure S9A in Additional file 1). This reflects a reduction in the H3K36me3 level of the two bins of highest expressed genes. This disruption is specific to H3K36me3, as the positive correlation between levels of H3K4me3 and gene expression observed in WT is unaffected in the *sdg8-5* mutant (Figure S9B in Additional file 1).

To further study the relationship between H3K36 hypomethylation and gene expression, we compared the magnitude of H3K36me3 hypomethylation with the change of gene expression in *sdg8-5* versus WT (Figure S10A in Additional file 1). Indeed, the loss of H3K36me3 in *sdg8-5* is accompanied by a reduction of gene expression. 

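Of the genes that the paper tests by ChIP-PCR, 2 have a named probe set. PGRL1B was lower in *sdg8-5*, with an intensity of 570.2 ± 88.6 (SD, n = 12) in WT and 446.1 ± 54 (SD, n = 12) in *sdg8-5* (log2 change -0.35, standard error 0.09, FDR = 0.0125). AT1G56220 did not pass the test, at 5108 ± 3250 and 4347 ± 3260 (SD, n = 12 each; standard error 0.11 on the log2 scale, FDR = 0.0577). Table S17 lists direct targets of energy metabolism. Of its 38 genes 7 were measured, and SBPASE (3143 in WT, 2132 in *sdg8-5*) and PSAN (6463 and 4973) were lower. The other 5, PRK, PSBY, PSBW, PSAE-1 and AT3G52730, had log2 changes between -0.04 and 0.13 that did not pass. With the 25S covariate PGRL1B did not pass (log2 change -0.23, standard error 0.15, FDR = 0.425). PSAN did not pass with the spike-in groups as a block (log2 change -0.33, FDR = 0.0626) or with the 25S covariate. AT1G56220 passed with quantile normalization (FDR = 0.0336).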

In a binning analysis, the genes that exhibit the highest level of hypomethylation show the highest reduction in gene expression (Figure S10A in Additional file 1). In support of this, the 4,060 H3K36me3 hypomethylated genes (Additional file 2) have a highly significant overlap of 1,084 genes (*P* <1e-239) with the 2,158 down-regulated genes in *sdg8-5* (Additional file 3). Moreover, the 2,158 down-regulated genes in *sdg8-5* show a dramatic and specific drop in H3K36me3 levels compared with WT (Figure S10B in Additional file 1). By contrast, levels of H3K4me3 are unchanged for either the up-regulated genes or down-regulated genes in the *sdg8-5* mutant (Figure S10C,D in Additional file 1). In summary, the deletion of *SDG8* results in a specific loss of H3K36me3 marks and reduced gene expression.

### The direct targets of SDG8 are enriched with energy metabolism and photosynthesis genes

To investigate the functional enrichment of the 728 direct targets of SDG8, a GO term analysis was performed, which revealed a significant enrichment (FDR adjusted *P*-value <1E-6) of biological process categories, including (1) response to abiotic/biotic stimulus; (2) defense response; (3) nutrient metabolism processes such as nitrogen and sulfur metabolism; (4) pigment metabolic processes and photosynthesis; (5) signal transduction such as protein phosphorylation; and (6) generation of precursor metabolites and energy and so on (for a complete list see Table S7 in Additional file 1). Interestingly, some of these biological processes are interlinked because defense response and nutrient metabolism are both sensitive to energy status [47,48], which is largely dependent on photosynthesis that requires pigment synthesis. Thus, SDG8 regulates genes involved in biologically related processes, possibly coordinating a system-wide reprogramming in cellular metabolic processes to balance energy demand and energy production. Indeed, analysis of the 728 SDG8 direct targets for significantly enriched KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways [49] performed using the VirtualPlant platform [50] uncovered 38 ‘energy metabolism’ pathway genes as significantly enriched (FDR adjusted *P*-value <0.00646; Table S16 in Additional file 1). These 38 SDG8 target genes cover metabolic pathways in energy production (oxidative phosphorylation, photosynthesis, photosynthesis (antenna proteins) and carbon fixation in photosynthetic organisms) and energy use (nitrogen metabolism and sulfur metabolism) (Table S17 in Additional file 1). Overall, the GO term and KEGG pathway analysis of the SDG8 direct targets, is similar to that performed on the larger set of hypomethylated and down-regulated genes (Additional file 4; 1,084 genes; referred to as ‘functional targets’), which may also include indirect targets (Tables S10, S11 and S12 in Additional file 1). We validated these functional predictions of the SDG8 targets by showing that the deletion of *SDG8* in the *sdg8-5* mutant indeed causes a reduction in chlorophyll content in plants (Figure 4).

**Figure 4:**
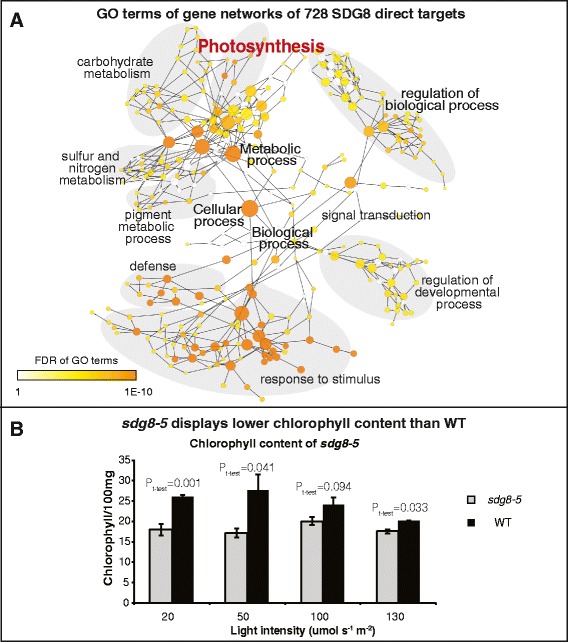
Biological processes enriched among the SDG8 direct targets and functional validation. **(A)** A network view of enriched biological processes among the 728 direct targets of SDG8 (bound by SDG8 and hypomethylated in *sdg8-5*). To generate this graph, gene regulatory network was first generated for the 728 SDG8 direct targets using Gene Network tool in VirtualPlant [50] with the *Arabidopsis* multinetwork interaction database. The regulatory edges were required to have one transcription factor binding site and gene expression correlation >0.7 calculated from the transcriptome in this study. The resulting gene network was then analyzed to generate the enriched biological process network shown in (A) (see Materials and methods). **(B)** Chlorophyll content in *sdg8-5* is significantly lower than that in WT, supporting the ‘photosynthesis’ pathway being regulated by SDG8. The error bars represent standard error of the mean.

### The direct targets of SDG8 histone methyltransferase share a G-box binding site for bZIP transcription factors

In eukaryotes, gene regulation involves a complex interplay between transcription factors (TFs) and epigenetic regulators, which set the chromatin stage for TFs to activate or repress target genes. We thus investigated whether the direct targets of the HMT SDG8 share any common TF binding sites. To address this, we used MEME motif analysis [51] to first analyze the 500 bp upstream of the 728 SDG8 direct targets. Two *cis*-regulatory motifs were uncovered as significantly overrepresented in these SDG8 direct targets: the bZIP family binding motif G-box CACGTG (E-value = 4.6E-15) [52] and *FORC*^A^ motif TGGGC (E-value = 2.9E-18) [53] (Figure 3C). These two motifs are also significantly over-represented in the 500 bp upstream of the 1,084 functional targets of SDG8 (Figure S11 in Additional file 1).

The finding that the bZIP family binding motif G-box is enriched among the SDG8 targets suggests a functional connection between bZIP family TFs with the HMT SDG8. One speculative mechanism could be that a bZIP family TF binds to its targets through the G-box motifs, and then recruits SDG8 to these targets. Such a mechanism has been reported for bZIP11 and histone acetylation machinery [54]. Another possibility is that SDG8 modifies the chromatin states of targets of the bZIP family of proteins, which allows the binding of bZIP family protein to these targets to activate transcription. In either scenario, our result suggests an interplay between bZIP family TFs and SDG8 in gene regulation.

The transcription factor(s) associated with the other recovered *cis*-motif, the *FORC*^A^ motif (TGGGC; Figure 3C) is currently unknown [53]. The *FORC*^A^ motif (TGGGC) was reported as a *cis*-regulatory motif to integrate light and pathogen responses [53]. Both these GO terms were identified as over-represented functional groups among the SDG8 targets in our study, thus confirming these previous reports, and now connecting the *FORC*^A^ motif to histone modification by SDG8.

### The role of SDG8 in carbon and light response

In a previous study, the *sdg8-5* deletion mutant (previously named *cli186*) was impaired in the carbon and light transcriptional regulation of a connected network of genes in etiolated seedlings [31]. We thus investigated the relationship between SDG8 and carbon/light responses in this current study, where light-grown adult plants were treated with a transient 2 h carbon/light treatment, and profiled at both the transcriptome and H3K36me3 modification levels.

Here, we found that SDG8 direct targets are enriched in genes responsive to light and carbon signals. 

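Sucrose for 2 h lowered several abundant transcripts. AT3G15450 fell with carbon from 14840 ± 3740 (SD, n = 12) to 4041 ± 4270 (SD, n = 12), a log2 change of -2.72 (standard error 0.12, FDR = 9.69e-11), and AKINBETA1 from 2276 to 701 (log2 change -1.73, standard error 0.10, FDR = 3.7e-09). The largest fall was that of AT3G62950, from 308.6 ± 234 to 13.23 ± 24.8 (log2 change -5.81, standard error 0.37, FDR = 6.82e-09), followed by the glutamine amidotransferase gene GAT1_2.1 (-3.77) and AT2G20670 (-3.08). AT3G15440, AT3G15630, AT4G16000, AT4G15680, AT4G15690 and AT2G32150 had log2 falls from -2.75 to -2.03. Carbon raised PGM, a phosphoglycerate mutase family gene, from 160.1 ± 81.8 to 568.2 ± 301 (log2 change 1.85, standard error 0.23, FDR = 9.82e-06), APL3, a large subunit of ADP-glucose pyrophosphorylase in starch synthesis, from 225.9 to 580.9 (1.43, FDR = 1.13e-05), and SIR from 1622 to 2256 (0.49, FDR = 0.00115). The other genes with the largest rises were AT1G61930 (2.75), WSD1 (2.30), AT3G15130 (2.12), AT3G61810 (1.97), AT1G65920 (1.97), AGO7 (1.96), AT3G44050, AT4G00670 and AT4G33130. All of these but WSD1 had mean intensities under 40 without carbon (7.674 to 34.46), near background, which limits their fold changes. AT3G15130 was also under 40 with carbon (26.39). All 5 measured genes of the list for dark and carbon starvation fell with carbon (camera adjusted p = 3.4e-08; adjusted p = 0.0223 with an estimated correlation). So did 5 of 7 genes of the photosystems and light harvesting (camera adjusted p = 0.00095; adjusted p = 0.0223 with an estimated correlation), of which 1, LHCB4.2, passed with quantile normalization. Among the other lists, carbon raised 2 of 3 genes of sulfate assimilation, 1 of 3 of glucosinolate synthesis, 2 of 3 of storage metabolism, HYH and the DNAJ heat shock gene AT2G20560, and lowered 2 of 3 Calvin cycle genes, the carotenoid gene LYC and the chlorophyll gene CHLM (log2 change -0.65, FDR = 1.84e-06). In defense signaling EFR rose and BIK1 fell (log2 changes 0.72 and -0.30). After median centring APS3 (log2 change 0.29, then 0.20), UGT74B1 (0.44, then 0.35) and EFR (then 0.63) did not pass for carbon. Over all probe sets, named or not, 4,842 changed with carbon, 2,906 upward and 1,936 downward. Of the 12,431 named genes, 1,533 rose and 1,018 fell with carbon. The direction of this balance rests on the scaling of the arrays, since 1,270 rose and 1,172 fell with quantile normalization and 1,030 rose and 1,407 fell after centring each array on its median. The 25S control fell by 0.99 with carbon on the log2 scale (exact permutation test, p = 0.000288), and with it as a covariate 1,360 genes changed, not including WSD1 (2.15, FDR = 0.053), APS3 (0.31, FDR = 0.0532), AT4G00670 (1.39, FDR = 0.185), UGT74B1 (FDR = 0.148), EFR (0.30, FDR = 0.568) and HYH (0.91, FDR = 0.123); without the arrays of replicate 2, 1,065 did.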

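Light for 2 h raised genes of carbon fixation. All 3 measured Calvin cycle genes rose, SBPASE from 1225 ± 279 (SD, n = 12) to 4050 ± 1040 (SD, n = 12; log2 change 1.72, standard error 0.09, FDR = 3.74e-11), phosphoribulokinase PRK from 2232 ± 603 to 7205 ± 1320 (1.72, FDR = 2.53e-10) and rubisco activase RCA from 5286 ± 451 to 12240 ± 2320 (1.20, FDR = 1.04e-10). HYH rose from 121.1 to 797.6 (log2 change 3.09, standard error 0.27, FDR = 4.72e-08), the sucrose-phosphate synthase gene ATSPS4F from 103.8 to 741.4 (2.87, FDR = 4.54e-10), and the chalcone isomerase-like gene CHIL from 10.33 to 158.7 (3.88, FDR = 1.41e-10). The other largest rises were those of AT4G16880 (4.25), AT3G56290 (4.17), AT3G52740 (4.13), AT1G70820 (3.98), AT3G21670 (3.87, a member of the NRT1/PTR transporter family), AT2G36145 (3.82), AT1G06000 (3.71), AT5G62140 (3.61) and AT2G23840 (3.54). CHIL, AT4G16880, AT3G52740, AT1G70820, AT2G36145 and AT2G23840 had mean intensities under 40 in darkness (7.094 to 35.39), which limits their fold changes. The largest falls were those of AT1G33055, from 3819 ± 1140 to 102.8 ± 89.8 (log2 change -5.65, standard error 0.30, FDR = 6.73e-11), AT5G66985 (-5.48) and AT4G10270, from 5744 ± 2730 to 135.9 ± 40.3 (-5.27, FDR = 3.05e-12). AT3G10040 (-4.87), AT5G10040 (-4.17), AT4G39675 (-4.01), AT4G24110 (-3.97), AT4G33560 (-3.73), AT5G26200 (-3.54) and AT4G14980 (-3.27) followed. The list for dark and carbon starvation fell in all 5 measured genes (camera adjusted p = 5.79e-07; adjusted p = 0.034 with an estimated correlation), among them the leucine catabolism genes IVD (log2 change -1.77), MCCA (-1.76) and MCCB (-1.43; -0.90 with the 25S covariate, standard error 0.41, FDR = 0.234). Of 7 genes of the photosystems and light harvesting 4 rose (camera adjusted p = 0.0202; adjusted p = 0.1 with an estimated correlation; 2 after median centring), as did both carotenoid genes, 2 of 3 glucosinolate genes (1 after median centring), 2 of 3 of storage metabolism, AT2G20560 and GI (log2 change 1.32, FDR = 3.4e-10). In chlorophyll synthesis 2 of 7 rose (CHLI2 and HEME2) and PORB fell by 0.52 on the log2 scale. APS3 was higher in light, by 0.27 on the log2 scale (standard error 0.08), a call lost with quantile normalization (0.18, FDR = 0.0812) and with median centring (0.17, FDR = 0.0987). The defense gene SAG101 and the reference gene AT2G28390 were lower in light (log2 changes -0.43 and -0.26). Over all probe sets, named or not, 7,916 changed with light, 4,261 upward and 3,655 downward. Of the 12,431 named genes, 2,156 rose and 2,032 fell with light. With quantile normalization 1,857 rose and 2,346 fell, and after median centring, which moves the median change of all genes from 0.01 to -0.09, 1,630 rose and 2,751 fell. The 25S control was 7.92-fold lower in light (log2 difference -2.99, p = 1.25e-05, the smallest that its exact permutation test can give), and with it as a covariate 845 genes changed. AT5G10040 (-3.67, FDR = 0.158), AT5G26200 (-2.51, FDR = 0.163), MCCA (-1.42, FDR = 0.064), PORB (-0.58, FDR = 0.274), SAG101 (-0.85, FDR = 0.0509), APS3 (0.35, FDR = 0.377), HEME2 (0.16, FDR = 0.771), AT2G20560 (0.54, FDR = 0.393) and AT2G28390 (-0.23, FDR = 0.588) then did not pass, with larger standard errors.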

In this study, we detected 4,735 genes that are transcriptionally regulated by the 2 h carbon (C) treatment (FDR <0.05 for C factor in three-way ANOVA), and 7,475 genes regulated by the 2 h light (L) treatment (FDR <0.05 for L factor in three-way ANOVA). Impressively, 64% of the 728 direct targets of SDG8 (463/728) are responsive to either carbon, light, or both signals (Figure 5). For light signaling, 53% of the 728 direct targets of SDG8 (*P*-value <4.2E-17 by hypergeometric distribution) are regulated by the 2 h light treatment (Figure 5). For carbon signaling, 39% of the 728 direct targets of SDG8 (*P*-value <1.2E-21 by hypergeometric distribution) are regulated by the 2 h carbon treatment (Figure 5). 

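Of the 7 measured direct targets of energy metabolism in Table S17, 4 were lower with carbon and higher with light. They are the thylakoid genes PSBY (log2 change -0.24 with carbon, 0.39 with light), PSBW (-0.25 and 0.26) and PSAN (-0.35 and 0.38) and the Calvin cycle gene PRK (-0.46 with carbon, FDR = 0.00282). AT3G52730, of oxidative phosphorylation, rose with carbon (FDR = 0.0425) and did not pass for light. In all, 5 rose and none fell with light, and 1 rose and 4 fell with carbon; adjusted over the list alone, 6 rose with light. Carbon, light or both changed 6 of the 7, against 41.6% of other genes (Fisher's exact test, which treats genes as independent, adjusted p = 0.0373). The camera test gave adjusted p = 0.000374 for light (adjusted p = 0.034 with an estimated correlation) and adjusted p = 0.0137 for carbon (adjusted p = 0.0938 with an estimated correlation). With quantile normalization 1 gene rose and 1 fell with carbon (camera adjusted p = 0.082). With the 25S covariate PRK alone of the 4 passed for light, and none of them passed for carbon (log2 changes -0.22 to -0.38). The 25S signal itself differed with carbon and light, so a call lost with this covariate does not show that a response is absent. The list was chosen by pathway, as genes of energy metabolism, so a comparison with all other genes cannot separate SDG8 binding from the pathway. It stands for a small part of the direct targets.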

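The functional targets of energy metabolism named in Table S12 include genes that fell with carbon. AT3G49160, a pyruvate kinase family gene, fell with carbon (log2 change -0.85, standard error 0.13, FDR = 9.94e-05) and rose with light (1.26, FDR = 3.13e-07). The O-acetylserine thiol-lyase gene OASA2 fell from 452.6 ± 194 (SD, n = 12) to 270.5 ± 120 (SD, n = 12) with carbon (log2 change -0.76, FDR = 0.000637), and PPDK, pyruvate orthophosphate dikinase, from 4396 to 2740 (-0.64, FDR = 4.03e-05). Of the 11 measured genes, 1 rose and 6 fell with carbon (camera adjusted p = 0.000141; adjusted p = 0.0114 with an estimated correlation), and 5 rose and 4 fell with light (camera adjusted p = 0.46). Carbon, light or both changed 10 of the 11. The study chose these genes for lower expression on the same arrays, so no p is given for this share, and the camera values are not independent evidence. These counts were the same when adjusted over the list alone.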

Similar results were found for the larger group of 1,084 functional targets of SDG8 (Figure S12A in Additional file 1). These results support that SDG8 plays a role in boosting H3K36me3 and expression levels of carbon/light responsive genes.

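Genes lower in *sdg8-5* and genes that responded to the treatments shared more members than random draws give. Of the 1,252 lower genes, 791 (63.2%) also changed with carbon, light or both, where 520.9 would be shared by chance, and of the 1,056 higher genes 622 (58.9%) did, with 439.4 by chance. Lower genes shared 672 with the light-regulated genes (421.8 by chance) and 389 with the carbon-regulated genes (256.9 by chance). Carbon and light mostly moved their shared genes in the same direction: 718 rose and 557 fell with both, against 265.9 and 166.4 by chance, while 116 rose with carbon and fell with light (250.6 by chance) and 176 did the reverse (176.6 by chance). AT1G56220, which falls with carbon from 7036 ± 2790 (SD, n = 12) to 2419 ± 1450 (SD, n = 12; log2 change -1.64, FDR = 1.1e-08), also falls with light (-1.16, FDR = 1.03e-07; -0.91, FDR = 0.0643 with the 25S covariate). PGRL1B did not respond past the threshold to carbon (log2 change 0.06, FDR = 0.732; between -0.03 and 0.16 over the alternative settings) or to light (-0.10, FDR = 0.476; 525.4 in darkness and 490.8 in light). The 3 comparisons are orthogonal but share each gene's estimate of spread, so part of such an overlap can come from genes measured more precisely, and no p is given for that reason.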

**Figure 5:**
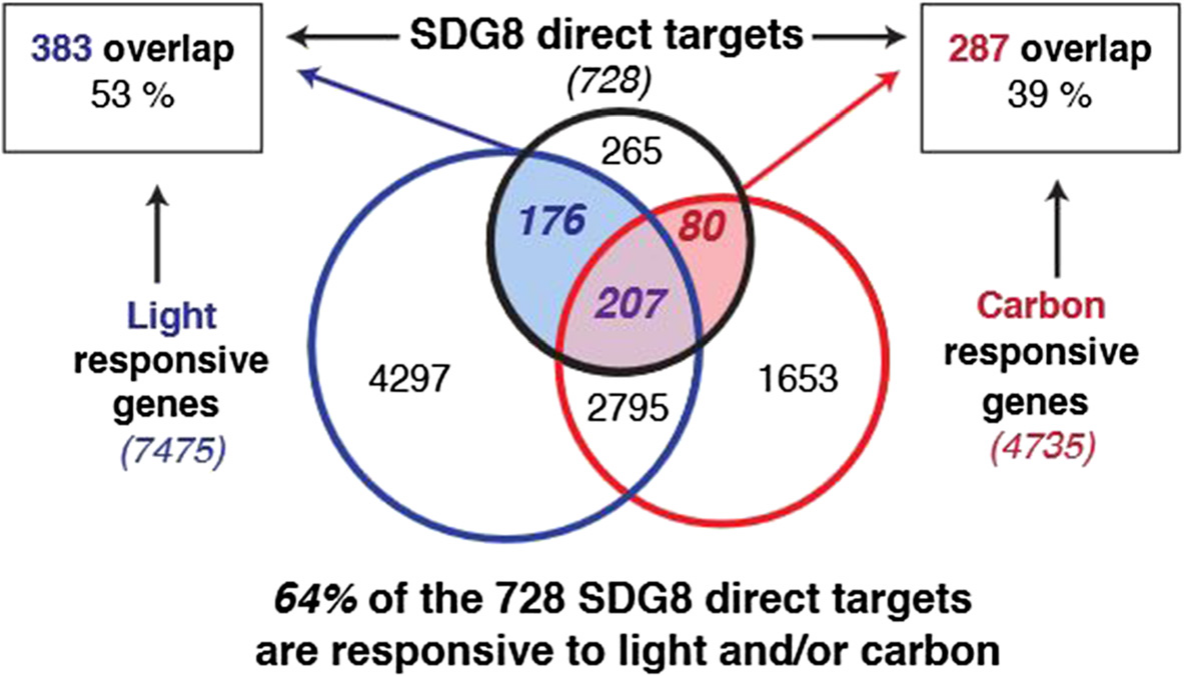
SDG8 targets are enriched in carbon and light responsive genes. The majority (64%) of the 728 direct targets of SDG8 (bound by SDG8 and hypomethylated in *sdg8-5*) are responsive to carbon, or light, or both.

The *sdg8-5* mutant was previous reported to display impaired carbon and light gene regulation in etiolated seedlings [31]. In accordance with this, in our study of light-adapted plants with transient carbon and light treatment, 127 genes are significantly regulated by a Genotype (for example, *sdg8-5* versus WT) × Light interaction (FDR <15% of G × L interaction in ANOVA) (Table S9 in Additional file 1). Among these 127 G × L regulated genes, 57 genes (45%, *P*-value <4E-38 by hypergeometric test) belong to the 1,084 functional targets of SDG8 (Figure S12B in Additional file 1; Additional file 4). Additionally, 8 out of the 127 G × L regulated genes also belong to the 728 direct targets of SDG8 (Figure S13 in Additional file 1). This smaller but significant overlap (*P*-value <0.049 by hypergeometric test) indicates that the SDG8-dependent light response involves direct targets of SDG8. This is likely an underestimate due to false negative rates of SDG8 binding ChIP-Seq.

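Most genes with a genotype by light interaction in Table S9 that could be measured were lower in *sdg8-5* when averaged over the treatments. The F-box family gene AT5G56380 fell from a mean intensity of 263.2 to 48.94 (log2 change -2.60, standard error 0.29, FDR = 5.41e-06), CYP71B36, a cytochrome P450, had a log2 change of -2.26 (standard error 0.20, FDR = 3.53e-07), AT1G65370, a TRAF-like family gene, fell from 1209 to 274.6 (-2.17, FDR = 2.3e-07), and AT1G66080 from 299 to 78.61 (-1.94, FDR = 6.03e-08). Of 79 measured genes of the 127, 58 were lower and 4 were higher (64 and 4 adjusted over the list alone; camera adjusted p = 4.45e-34, and adjusted p = 3.82e-07 with an estimated correlation). The study chose this table on the same arrays, so these counts are not independent evidence. In the same genes carbon raised 18 and lowered 21, UPB1 (log2 change -1.55), AT4G37220 (-1.40; -1.18, FDR = 0.174 with the 25S covariate) and SIS (-1.32) among the lowered and AT1G66080 (1.24) among the raised (camera adjusted p = 0.011; adjusted p = 0.0806 with an estimated correlation).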

To follow up on this result, we tested whether SDG8 mediates any epigenetic response to light and carbon signals. We found that a group of 54 genes in WT gained higher H3K36me3 methylation levels in response to the 2 h carbon and light treatments (fold change >1.3, FDR <0.05; Table S13 in Additional file 1). These genes are significantly enriched (FDR <0.01) with biological processes ‘response to light stimulus’ and ‘carbon fixation’ (Table S14 in Additional file 1), suggesting that carbon and light indeed activate functionally relevant genes through an increase in permissive histone marks. Importantly, these 54 genes are significantly enriched (28/54, *P* < 2E-10 based on hypergeometric distribution with complete gene set as background) with genes dependent on SDG8 for H3K36me3 marks (that is, the 4,060 hypomethylated genes). Such a significant enrichment suggests that SDG8 plays a major role in mediating epigenomic responses to carbon and light signals. Indeed, in the *sdg8-5* mutant, a much smaller and different set of genes (only nine genes) show increased H3K36me3 level in response to the carbon and light treatment (fold change >1.3, FDR <0.05) (Table S13 in Additional file 1), with no over-represented biological processes. This result supports that the normal level of H3K36me3 accumulation in response to carbon and light treatment requires a functional SDG8 protein. Indeed, among the 54 genes that gain H3K36me3 in response to carbon/light in WT, but not in *sdg8-5*, 20.4% (11/54, *P*-value <1E-04 by hypergeometric test) belongs to the 1,084 functional targets of SDG8 (Figure S12B in Additional file 1). The overlap between the 54 genes and the 728 direct targets of SDG8 is much smaller (Figure S13 in Additional file 1), possibly caused by false negatives of SDG8 binding ChIP-Seq, or an indirect role of SDG8 in mediating the light response.

In summary, our analysis of the *sdg8-5* mutant reveals a specific role for SDG8 in maintaining the elevated H3K36me3 levels and gene expression levels of genes responsive to carbon and light signals. In addition, we showed that plants respond to the carbon and light signals at both the epigenetic and transcriptional levels, in part through SDG8.

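Genes that gain H3K36me3 in WT after carbon and light treatment (Table S13) mostly rose in transcript level in both genotypes. AT3G44450 rose from -C-L to +C+L by 3.59 in log2 value in WT (standard error 0.19, FDR = 9.1e-10) and by 4.14 in *sdg8-5* (FDR = 2.79e-10), AT3G56290 by 4.16 and 3.87, and AT5G59050 by 1.88 and 3.38. AT2G04039 rose by 2.37 in WT (FDR = 0.000358) and also rose in *sdg8-5* (FDR = 1.17e-06; difference between genotypes, FDR = 0.917). AT5G02180, an amino acid transporter family gene, rose by 1.68 in WT (FDR = 0.00134) and had a change of 0.07 in *sdg8-5* (FDR = 0.919), but the difference between genotypes did not pass (FDR = 0.843). Of the 22 measured genes among the 54, 19 rose and none fell in WT (camera adjusted p = 2.95e-13; adjusted p = 0.00129 with an estimated correlation), and 18 rose and none fell in *sdg8-5* (2.49e-14; adjusted p = 0.000857 with an estimated correlation). No gene of the 22, and none of all 12,431, had a combined response that differed between genotypes at an FDR under 0.05 in limma, while 1 unnamed probe set did. At an FDR under 0.15, 3 of all genes did. An unadjusted p under 0.05 was found for 592 of the 12,431, where a share of 0.05 is given with no difference at all. With the model of the paper's methods on untransformed values 15 genes passed, and 1 with trend and robust estimation. Each condition has 3 arrays, so differences can be missed, and the lack of calls does not show equal responses. Taken singly, light raised 17 of the 22 and lowered 1, which is 81.8% against 33.6% of other genes (Fisher's exact test, which treats genes as independent, adjusted p = 1.66e-05), and carbon raised 11 and lowered none, AT5G53420 (log2 change 1.59, FDR = 4.41e-08) and AT4G17670 (1.44, FDR = 1.56e-06) by the most. The study chose these genes for their H3K36me3 response, not for transcript levels.

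**Figure D2:**
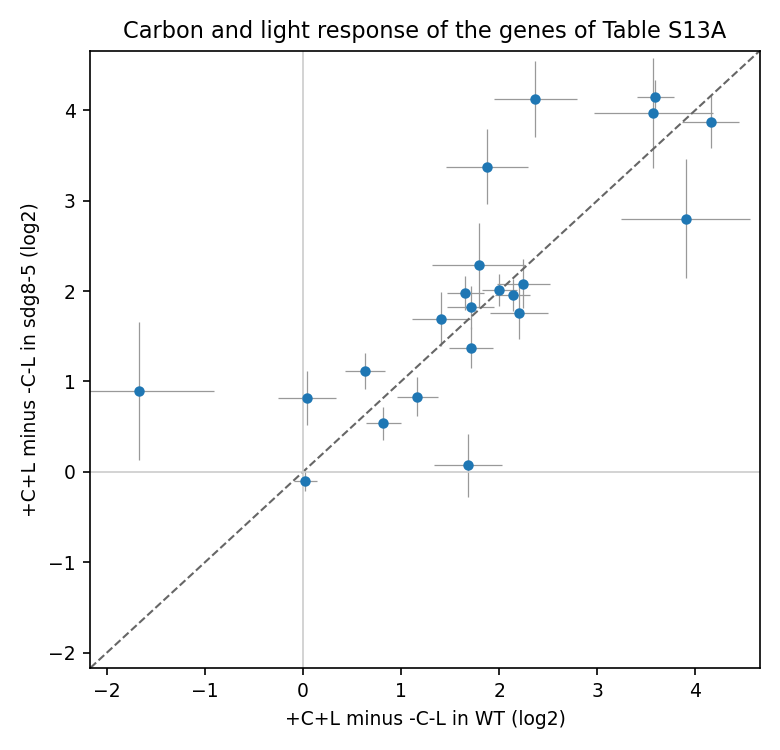
Log2 change from -C-L to +C+L in WT (x axis) and in *sdg8-5* (y axis) for the 22 measured genes of Table S13 that gain H3K36me3 in WT; bars are standard errors and the dashed line marks equal changes. The 18 genes that rose in *sdg8-5* lie at positive values on the y axis.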

## Discussion

Here, we showed that an *Arabidopsis* mutant impaired in carbon and light signal transduction from a prior genetic selection [31] was the result of a complete deletion of SDG8, an H3K36 methyltransferase*.* Thus, the *sdg8-5* mutant offered us the unique opportunity to study the genome-wide effect of one specific HMT in plants, and to address its global role in histone modification, gene expression and carbon and light signaling.

We discovered that 4,060 genes are specifically dependent on SDG8 to sustain normal levels of H3K36me3 marks on their associated histones. Therefore, *in vivo* global studies reported previously [22] and now enhanced by our ChIP-Seq data support SDG8 as a major H3K36 HMT in plants.

Our SDG8-binding data show that the H3K36me3 hypomethylated genes are significantly enriched in direct targets of SDG8. Specifically, we identified 728 direct SDG8 targets, which are bound by SDG8 and are also H3K36me3 hypomethylated in the *sdg8-5* deletion mutant. We focused on these 728 direct targets of SDG8 in our analysis. However, since dynamic interactions of SDG8 and its target genes could be missed [55], we also considered a larger set of ‘functional targets’ (1,084 genes that are hypomethylated and down-regulated). All functional analyses of these two sets of SDG8 targets were similar.

Our global analysis suggests that SDG8 affects the H3K36me3 histone mark associated with a specific set of genes involved in interrelated biological processes. These biological processes include primary metabolism (photosynthesis), nutrient metabolism (nitrogen and sulfur), and defense response. These specific biological processes are interlinked through energy metabolism. In fact, energy sources such as light and carbon are in high demand in these specific biological processes associated with SDG8 - for example, nitrogen metabolism (which is highly sensitive to the energy status in the cell [56,57]) and defense response [47]. Interestingly, we identified the two most significant *cis*-regulatory motifs in the promoters of the SDG8 targets as bZIP-binding motif and *FORC*^*A*^ motif. bZIPs are reported to integrate energy [57], light/carbon signaling and nitrogen metabolism [52,56,58,59], while the *FORC*^*A*^ motif is reported to integrate light and defense responses [53]. Thus, we posit that SDG8 is likely an important cog/integrator to deploy H3K36me3 to coordinate the transcription of genes involved in energy-sensitive processes genome-wide. As further proof, we show that the direct targets of SDG8 are largely carbon and light responsive, and that deletion of *SDG8* in the *sdg8-5* mutant impairs plant responses to carbon and light signals at both the epigenomic level and the gene expression level.

Finally, it is interesting to ask how SDG8 recognizes its specific target genes for epigenomic control. One possible mechanism is that SDG8 gets to its target genes through an interacting TF partner. It has been reported that SET domain proteins form protein complexes with TFs [60]. By analyzing the promoters of direct targets of SDG8, we identified bZIP family binding motif G-box and *FORC*^*A*^ motifs as over-represented among the SDG8 targets. This uncovers an interesting possibility that SDG8 may work with bZIP family TFs to regulate its targets. A similar mechanism was reported for bZIP11 recruitment of histone acetylation machinery to target genes [54]. Thus, SDG8 might regulate and work in concert with TFs, such as bZIP family TFs, to recognize its specific target genes (Figure 6).

**Figure 6:**
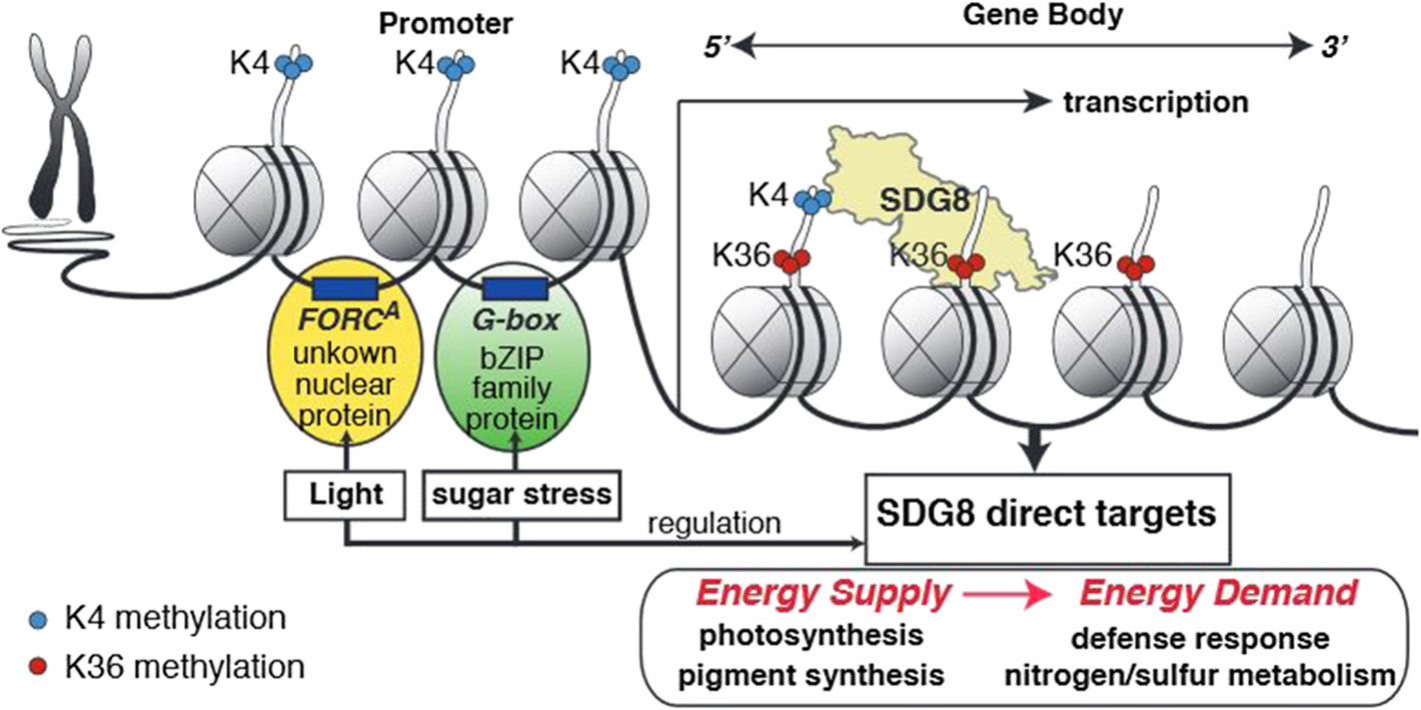
A model of H3K36me3 histone methylation and regulation by SDG8. SDG8 targets genes involved in cellular primary metabolism, nutrient metabolism and defense response by depositing permissive H3K36 methylation mark in the gene-coding region. Furthermore, SDG8 likely works in concert with transcription factors, such as the bZIP family, to poise and regulate genes responsive to light and energy levels genome-wide.

## Conclusions

Our results support the notion that the H3K36 methyltransferase SDG8 is a central integrator of cellular energy metabolism in plants. They suggest that SDG8 boosts the permissive histone mark H3K36me3 and transcriptional levels of genes regulated by light and/or carbon. Collectively the SDG8 target genes are involved in cellular primary metabolism, photosynthesis, nutrient metabolism, and defense responses. Our model suggests the epigenetic marks by SDG8 possibly function to coordinate a broad genome-wide regulation of genes involved in energy supply and energy demand (Figure 6).

## Materials and methods

### Mapping of *cli186* (*sdg8-5*) deletion using ATH1 chips

To localize the site of the deletion in *cli186* (*sdg8-5*), Affymetrix ATH1 chips were hybridized with genomic DNA isolated from the *cli186* (*sdg8-5*) mutant and compared with WT (the unmutagenized line containing the ASN1-HPT2 transgene as described in [31]) following the protocol of [32] with two biological replicates.

### Construction of cli186-gSDG8 transgenic line

A T14N5 BAC clone containing the entire genomic sequence of At1g77300 (SDG8) was obtained from the Ohio State University Arabidopsis Biological Resource Center (ABRC). The full-length (12 kb) genomic region of At1g77300 was amplified with LA Taq using gD2_EFS (5′ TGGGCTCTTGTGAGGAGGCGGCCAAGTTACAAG 3′) and gU2_EFS primers (5′ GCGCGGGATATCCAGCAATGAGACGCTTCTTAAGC 3′). The full-length genomic-SDG8 fragment, which includes a 2 kb promoter (until the next gene), exons and introns, was cloned into pCR8/GW/TOPO vector. After verifying the insertion in the vectors, the insertions were cloned into a pMDC123 vector. The gSDG8-pMDC123 construct was used to transform *Agrobacterium tumefaciens* (strain GV3101). *A. tumefaciens*-mediated transformation of *cli186* (*sdg8-5*) was accomplished according to the floral dip protocol [61]. T1 seeds were surface sterilized and plated on MS medium supplemented with Kanamycin (50 μg/ml). The kanamycin-resistant plants were transferred to soil and allowed to set seed (T2). Transgenic lines that displayed a 3:1 ratio for kanamycin resistance in the T2 generation and that displayed 100% kanamycin resistance in the T3 generation were selected for further analysis. All experiments were performed using plants from the T4 to T6 generations.

### Plant growth for transcriptome assay, histone ChIP-Seq and ChIP-PCR validation

Plant tissues for transcriptome, histone ChIP-Seq and ChIP-PCR validation were grown independently following the same experimental process. WT and *sdg8-5* (previously named *cli186*) seeds were surface sterilized and imbibed in darkness for 2 days. Plants were then grown hydroponically inside a sterile Phytatray (Sigma-Aldrich, St Louis, MO, USA) on liquid Basal MS medium (GIBCO/Life Technologies, Grand Island, NY, USA; Formula 97-5068EC) supplemented with 1% sucrose and 2 mM KNO_3_ at a pH of 5.7. The phytatrays were kept under white light (50 μE m^−2^ s^−1^) in long-day cycle (16 h light/8 h dark) at 22°C for 3 weeks. After 3 weeks, the plants were transferred to liquid basal MS medium (GIBCO Formula 97-5068EC) supplemented with 0% sucrose and 2 mM KNO_3_ at a pH of 5.7 and the phytatrays were covered with aluminum foil (for light starvation) for 24 h. Plants were then treated with ±1% sucrose and ± light (70 μEin m^−2^ s^-1^) for 2 h. Shoots were flash-frozen in liquid nitrogen for RNA extraction. Shoots were also harvested and fixed with 1% formaldehyde for ChIP. Specifically for ChIP-PCR of flowering control genes, *sdg8-5* and WT were also sampled at 2-week-old stages, in addition to the 3-week-old stage, under the same growth conditions but without the carbon and light starvation and treatment.

### Histone ChIP-Seq of *sdg8-5* and WT

ChIP was performed according to [62] with two major modifications: chromatin was sonicated for 12 cycles (30 s high; 1 minute stop) using a Bioruptor sonicator (Diagenode, Seraing, Liege, Belgium) as described in [63] and then ChIP was performed using Dynabeads® Protein A (Life Technology, CA, USA) according to the manufacturer’s protocol. Anti-H3K4trimethylation antibody (Upstate,/Millipore, Billerica, MA, USA) and anti-H3K36me3 antibody (Abcam, Cambridge, MA, USA) were used. ChIP DNA (10 ng) and the input DNA (which was not immunoprecipitated and served as a background control) were used to construct Illumina paired-end sequencing library as described in [64] with adaptors P5 (5′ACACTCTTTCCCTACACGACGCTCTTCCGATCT) and P7-P (5′ phosphate-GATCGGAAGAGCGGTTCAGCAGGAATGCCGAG) and the following enrichment primers for 18 cycles of library enrichment: (1) forward primer, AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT; and (2) reverse primer, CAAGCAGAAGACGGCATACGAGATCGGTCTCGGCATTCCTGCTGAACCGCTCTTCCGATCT. The libraries were sequenced on an Illumina Genome Analyzer IIX sequencer for 76 bp paired-end sequencing. Two independent biological replicates of ChIP-Seq were performed.

### Histone ChIP-seq data analysis of *sdg8-5* and WT

A minimum of 12 million 76 bp paired-end reads were generated for each library (Table S4 in Additional file 1). The raw sequencing reads were trimmed for quality and adaptor using an in-house Perl script and mapped to the *Arabidopsis* genome TAIR10 (Table S4 in Additional file 1) using Bowtie [65]. The lower percentage of chromosome mapped reads from the input DNA libraries, compared with the ChIP DNA libraries, was caused by a higher percentage of plastid genome mapping, while the ChIP DNA was depleted of plastid DNA due to a lack of histone in the plastid genomes. The chromosome mapped read pairs were then filtered to remove clonal fragments likely caused by PCR amplification in the library preparation. After this step, there are 10 million to 32 million fragments from each library remaining for the analysis of histone modification profiles using SICER according to the manual [33]. The genomic regions enriched with either H3K4me3 or H3K36me3 (referred to as ‘islands’) were determined by comparing the ChIP library with the input DNA library with SICER (SICER.sh) with the following parameters: fragment size was the median fragment size from Table S4 in Additional file 1; effective genome factor of 0.9; gap size of 200 bp; window size of 200 bp; redundancy threshold of 1. The ‘islands’ with an FDR <0.01 and enrichment level (ChIP/InputDNA) >2 are considered to be marked with H3K4me3 or H3K36me3, separately. The identified islands were then annotated with BEDTools [66] to highlight the genes associated with the islands. The differential analysis between mutant *sdg8-5* and WT, and between treated and untreated samples was also performed with SICER (SICER-df.sh). Window size and gap size were again set at 200 bp. For the pair-wise comparison between *sdg8-5* mutant and WT, differential islands were identified with a FDR cutoff <0.05 and a fold change of enrichment level (WT/*sdg8-5* or *sdg8-5*/WT) >2. For the pair-wise comparison between carbon and light treated samples and untreated samples, a FDR cutoff <0.05 and fold change of enrichment level (C and L treated/Untreated or Untreated/C and L treated) >1.3 was used, because a similar threshold was used for mild and transient treatment [4]. The resulting differential islands were then annotated with BEDTools [66] to identify the genes that are associated with significantly different H3K4me3 level or H3K36me3 level due to genotype/treatment difference.

To measure the correlation between two biological replicates, we applied three quality controls: (1) two biological replicates share at least 80% of the top 40% peaks ranked by FDR (Beta Cell Biology Consortium ChIP standards); (2) the Spearman correlation coefficiency of sequencing coverage is greater than 0.9 between the two biological replicates, calculated with three random selections of 300 kbp genomic regions [67]; (3) greater than 80% of the islands are shared between two biological replicates. Based on the three criteria, the two biological replicates were proven to be consistent. To enhance the confidence in true positives, we reported results only when they are true for both biological replicates - for example, a differentially methylated gene is reported only when it satisfies the statistical cutoff in both biological replicates.

### Affymetrix gene chip assays and data analysis

RNA (three sets of biological replicates) was isolated using RNeasy plant mini-kit (catalog number 74904) from Qiagen (Venlo, Limburg, Netherlands). The Affymetrix one-cycle cDNA synthesis kit was used to synthesize double stranded cDNA from 1 μg of total RNA. The cDNA was cleaned using the GeneChip Sample Cleanup Module (Affymetrix, 900371) and followed by biotin-labeling of the cRNA using the 3′ amplification reagent for IVT labeling (Affymetrix). The concentration and quality of cRNA was checked at A260/280 nm using the nanodrop. Finally, 8 μg of cRNA was used to hybridize the GeneChip *Arabidopsis* ATH1 genome array (from Affymetrix) at 42°C for 16 hours. Following the hybridization, the chips were washed and stained following the Affymetrix protocol. Finally the chips were scanned for further analysis.

The raw CEL files were normalized using the MAS5 package in the R environment [68]. A low expression level cutoff of 40 was applied to remove probes with extremely low expression level across all conditions, while most (21,552/22,810) probes were kept for the following statistical tests. A three-way ANOVA was performed to dissect the gene expression variation as caused by genotype, light, carbon, genotype × light, genotype × carbon, light × carbon, and three way interaction genotype × light × carbon in R. The raw *P*-value from the ANOVA was then adjusted for multi-testing error with FDR correction in R [69]. The FDR adjusted *P*-value was then used to select probes that are significantly affected by single factors, a binary interaction of two factors, or an interaction of all three factors. Only unambiguous probes mapped to a single gene were used. The clustering of gene expression patterns was performed with hierarchical clustering using MeV [70]. The over-represented GO term analyses presented in this study were performed with the BioMaps software in the VirtualPlant software platform [50] or AgriGO [71]. The significance test of overlaps between two gene sets was performed by hypergeometric distribution.

### *Cis*-regulatory motif analysis

The 500 bp upstream sequence from the ATG of the genes of interest was retrieved from the TAIR10 BLAST database (version 2010_10_28). MEME [51] was run on a local Unix machine to process the large input sequences with the following parameters: nmotifs = 15, minw = 5, maxw = 15, dna = TRUE, revcomp = TRUE.

### ChIP-PCR validation of H3K36me3 hypomethylation

The quantitative PCR primers were designed using IDT DNA tool kit for nine genes (Table S15 in Additional file 1): i) six genes (AT1G56220, COL4, LAZ5, MAF1, PGRL1B, and PIL5) from the 4,060 hypomethylated gene list (Additional file 2); ii) FLC; iii) two reference genes (RNA helicase [72], actin [35,73]). Four primers spanning the genic region of FLC were designed (Figure S6 in Additional file 1). For the other genes, one pair of primers was designed to the peak of the H3K36me3 in the gene body (Figure 2A; for the sequences of primers see Table S15 in Additional file 1). The amplification efficiency of all primers was determined using standard curve (Efficiency = 90% to 110%). The ChIP was performed as described in the ‘Histone ChIP-seq of *sdg8-5* and WT’ section. The ChIP-PCR was performed with LightCycler® FastStart DNA MasterPLUS SYBR Green I system (Roche, Basel, Switzerland) in Light Cycler 480 II (Roche). The percentage input was calculated by first normalizing ChIP to the input DNA as 2^(input Ct-ChIP Ct)^ × Input dilution factor as described in [73], and then normalized to reference genes. For quality control, fold enrichment was also calculated as 2^(no antibody Ct-ChIP Ct)^ to make sure that the fold enrichment over no antibody control is at least greater than 3 (while majority fold enrichments over no antibody control are greater than 10). Three biological replicates were assayed for all genes with the 3-week-old samples. Two biological replicates were assayed for FLC with the 2-week-old samples.

### Global binding profile of *h*SDG8

#### Transgenic plants

Genomic DNA of SDG8 was cloned from *Arabidopsis* BAC clone T14N5 using primers (ACTGTTGAGCTTCTTCTCTAAAGTTAGATT) and (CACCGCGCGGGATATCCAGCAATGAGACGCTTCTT), which amplifies the 2 kb upstream promoter, 5′ UTR, exons and introns until the stop codon, into pENTR/D-TOPO vector (Life Technologies). This insert was then introduced into pEARLEY301 binary vector [74] by Gateway cloning to produce a carboxy-terminal HA-tagged SDG8 (*h*SDG8), with its native promoter and exon-intron structure. The pEARLEY301 binary vector was then transformed into *sdg8-5* using the floral dip method [61]. The *h*SDG8 T1 transgenic plants were selected by BASTA resistance and confirmed by PCR genotyping.

#### ChIP-Seq

Positive transgenic *h*SDG8 plants were used for the HA-tagged SDG8 binding profiling by ChIP-Seq, where an anti-HA antibody (Abcam) was used to pull down the HA-tagged SDG8 in chromatin samples prepared from the T2 generation, which is segregating with a 3:1 ratio of transgenic versus non-transgenic plants. The plants were grown in 1% agar plates with 1× Basal MS medium (GIBCO Formula 97-5068EC) supplemented with 1% sucrose, 2 mM KNO_3_ and 0.5 g/L NaMES at a pH of 5.7 for 2.5 weeks under 16 h 130 uE m^−2^ s^−1^ light/8 h dark cycle at 22°C. ChIP-Seq was performed using shoots as described in the ‘Histone ChIP-seq of sdg8-5 and WT’ section, except for the following modifications: 1) anti-HA antibody (Abcam) was used; 2) barcoded adaptors and enrichment primers (BiOO Scientific, Austin, TX, USA) were used for preparing Illumina Hi-Seq compatible ChIP-Seq libraries. In addition, *sdg8-5* and WT were also grown together with *h*SDG8, and the global H3K36me3 profiling of *h*SDG8, *sdg8-5* and WT were performed by anti-H3K36me3 ChIP-Seq, using Illumina Hi-Seq compatible barcoded adaptors and enrichment primers (BiOO Scientific), to validate if *h*SDG8 could complement the *sdg8-5* mutant phenotype of H3K36me3 hypomethylation. Pooled barcoded libraries were sequenced on an Illumina HiSeq platform for 100 cycles in paired-end configuration (Cold Spring Harbor Lab, NY, USA). ChIP-Seq data analysis was performed as described in the ‘Histone ChIP-seq data analysis of sdg8-5 and WT’ section.

### Chlorophyll measurements

For chlorophyll measurements, *sdg8-5* and WT plants were surface sterilized and planted in 1% agar plates with 1× Basal MS medium (GIBCO Formula 97-5068EC) supplemented with 1% sucrose, 2 mM KNO_3_ and 0.5 g/L NaMES at a pH of 5.7. The plants were first vernalized at 4°C for four days, and then grown at 22°C under 16 h light/8 h dark cycle with light intensity of 20 μE m^−2^ s^−1^, 50 μE m^−2^ s^−1^, 100 μE m^−2^ s^−1^ and 130 μE m^−2^ s^−1^ separately for two weeks. Generally, four biological replicates were assayed, while nine plants were pooled for each replicate, except for light intensity of 130 μE m^−2^ s^−1^. For 130 μE m^−2^ s^−1^ , two biological replicates of *sdg8-5* and three biological replicates of WT were sampled, while each biological replicate is a pool of six seedlings. Only the shoots were collected for measuring chlorophyll fluorescence and biomass. The chlorophyll fluorescence was measured as described in [75]. Briefly, 500 μl of N,N-dimethyl-formamide was used to extract chlorophyll at 4°C in dark overnight, and then A_666_, A_647_, and A_603_ was measured using Nanodrop (Thermo Scientific) to calculate chlorophyll content, normalized to biomass as described in [75].

### Enriched GO term network

To generate Figure 4A, gene regulatory network was first generated for the 728 SDG8 direct targets using Gene Network tool in VirtualPlant [50] with the *Arabidopsis* multinetwork interaction database. The regulatory edges were required to have one transcription factor binding site and gene expression correlation >0.7 calculated from the transcriptome in this study. The resulting gene network was then analyzed using BiNGO [76] to generate the enriched biological process network.

### Data access

The ChIP-Seq data generated in this study have been deposited in the NCBI Sequence Read Archive (SRA) with accession number PRJNA265379. The transcriptome data generated in this study was deposited in the NCBI Gene Expression Omnibus (GEO) with accession GSE62435.

## Additional files

Additional file 1:
**A pdf file that contains the Supplemental methods, Supplemental results, Supplemental figures S1 to S13, and Supplemental tables S1 to S17.**
Additional file 2:
**A table listing the 4,060 hypomethylated genes in** ***sdg8-5*** **compared with WT and 728 direct targets.**
Additional file 3:
**A table listing the genes up-regulated or down-regulated in** ***sdg8-5*** **compared to WT.**
Additional file 4:
**A table listing the functional targets of SDG8.**

## Abbreviations

ANOVA: analysis of variance
C: carbon
ChIP-Seq: chromatin immune-precipitation sequencing
Cli: carbon and light insensitive
FDR: false discovery rate
GO: Gene Ontology
H3K36me3: histone H3 lysine 36 tri-methylation
H3K4me3: histone H3 lysine 4 tri-methylation
HA: hemagglutinin
HMT: histone methyltransferase
KEGG: Kyoto Encyclopedia of Genes and Genomes
L: light
SDG: SET domain-containing group
TF: transcription factor
UTR: untranslated region
WT: wild type

# Supplementary material for: The histone methyltransferase SDG8 mediates the epigenetic modification of light and carbon responsive genes in plants
**Source:** Genome Biol. 2015 Apr 19;16(1):79. doi: 10.1186/s13059-015-0640-2
**Supplement:** Additional file 1: — A pdf file that contains the Supplemental methods, Supplemental results, Supplemental figures S1 to S13, and Supplemental tables S1 to S17.

**Additional File 1. Supplemental Results, supplemental methods, supplemental figures and supplemental tables.**

**Supplemental Results**

*Complementation of cli186 mutant (now renamed sdg8-5) phenotype with SDG8/ AT1G77300*

To confirm that the deletion of the *SDG8/AT1G77300* gene is indeed the cause of misregulation of *ASN1* in *cli186*, a full-length genomic SDG8 fragment (gSDG8) including the promoter and the 3’-UTR was introduced into the *cli186* mutant, and the molecular and growth phenotypes of the transgenic *cli186* plants containing the full-length SDG8 gene (cli186-gSDG8) were compared to WT (the unmutagenized line containing the pASN1::HPT2 transgene as described in [1], hereafter referred to as WT). In our previous studies [1], it was shown that the WT with pASN1::HPT2 reporter is hygromycin-sensitive in the presence of C and L, as the *ASN1* promoter is repressed by C and L (Fig. S2A). By contrast, the *cli186* mutant is hygromycin-resistant due to de-repression of the *ASN1* promoter (Fig. S2A) [1]. Several single-insertion homozygous lines of the cli186-gSDG8 transgenic plants were tested for the growth-phenotype on the Hygromycin plates. The complementation studies show that the gSDG8 transgene was able to restore the hygromycin-sensitive phenotype in the *cli186* mutant, similar to the hygromycin sensitivity observed in WT (Fig. S2A), further supporting our finding that SDG8 mediates the repression of *ASN1*. A similar hygromycin growth phenotype was observed when plants were grown in the darkness (Fig. S2B&C).

*Comparison of the mutant phenotype between cli186 (now renamed as sdg8-5) and another sdg8 allele fn210*

We next examined whether C and L repression of *ASN1* observed in *cli186* [1] is also abrogated in a previously identified fast neutron allele of SDG8 named *fn210* [2]. Indeed, the derepression of *ASN1* in *fn210* is comparable to that observed in *cli186* (Table S3). Thus, the C and L repression of *ASN1* mRNA is abrogated in both the *cli186* mutant and the *fn210* allele of *SDG8*. To further confirm that *cli186* is indeed a new allele of *fn210*, we tested whether *cli186* exhibits a similar early-flowering phenotype in short-days and long-days, as does the *fn210* mutant [2, 3]. Both *cli186* and *fn210* mutants flowered earlier than their respective WT when grown in short-days (Fig. S3). In short days, the number of leaves prior to flowering in both mutants (*cli186* and *fn210*) was about 7 leaves (~32 days), compared to 11 leaves in the respective wild-types (~43 days) (Table S2). In long-days, both *cli186* and *fn210* also exhibited a similar early flowering phenotype (Table S2).

**Supplemental Methods**

*Quantitative-PCR*

Total RNA was extracted from frozen samples using Trizol according to the manufacturer’s protocol (Invitrogen). Total RNA was treated with RNase-free DNase I to remove residual genomic DNA present in the samples. cDNA was prepared from total RNA according to the manufacturer’s instructions (Invitrogen). cDNA was diluted 1:5 for real time RT-PCR. Primer sets corresponding to the Arabidopsis ASN1 gene and to the Arabidopsis CLAT, the house-keeping gene were designed using Primer3 software. BLASTN searches were performed with the individual primer sets to confirm that had amplified only the specific gene of interest. Primers were designed so that they amplify ~150 bp region in length and were of same melting temperature.

*Hygromycin resistance test*

Seeds were sterilized and sown in plates with Basal MS media supplemented with 0.5% Sucrose, 2 mM KNO_3_ and 15 ug/ul Hygromycin; pH 5.7. Plates were positioned upright in growth chambers illuminated with 50 uE in m^-2^s^-1^ white light. Photos were taken after 3 weeks of growth in Long-day (16h Light /8h Dark) growth condition. For etiolated experiments, plates were kept in dark and photos were taken after 10 days of growth.

**Supplemental Reference**

1. Thum KE, Shin MJ, Gutiérrez RA, Mukherjee I, Katari MS, Nero D, Shasha D, Coruzzi GM: **An integrated genetic, genomic and systems approach defines gene networks regulated by the interaction of light and carbon signaling pathways in Arabidopsis**. *BMC Syst Biol* 2008, **2**:31.

2. Kim SY: **Establishment of the Vernalization-Responsive, Winter-Annual Habit in Arabidopsis Requires a Putative Histone H3 Methyl Transferase**. *PLANT CELL ONLINE* 2005, **17**:3301–3310.

3. Zhao Z, Yu Y, Meyer D, Wu C, Shen W-H: **Prevention of early flowering by expression of FLOWERING LOCUS C requires methylation of histone H3 K36**. *Nat Cell Biol* 2005, **7**:1156–1160.

4. Bailey TL, Boden M, Buske FA, Frith M, Grant CE, Clementi L, Ren J, Li WW, Noble WS: **MEME SUITE: tools for motif discovery and searching**. *Nucleic Acids Res* 2009, **37**(Web Server issue):W202–208.

5. Du Z, Zhou X, Ling Y, Zhang Z, Su Z: **agriGO: a GO analysis toolkit for the agricultural community**. *Nucleic Acids Res* 2010, **38**(Web Server issue):W64–70.

6. Katari MS, Nowicki SD, Aceituno FF, Nero D, Kelfer J, Thompson LP, Cabello JM, Davidson RS, Goldberg AP, Shasha DE, Coruzzi GM, Gutiérrez RA: **VirtualPlant: A Software Platform to Support Systems Biology Research**. *Plant Physiol* 2010, **152**:500–515.

7. Ogata H, Goto S, Sato K, Fujibuchi W, Bono H, Kanehisa M: **KEGG: Kyoto Encyclopedia of Genes and Genomes**. *Nucleic Acids Res* 1999, **27**:29–34.

**Supplemental Figures**

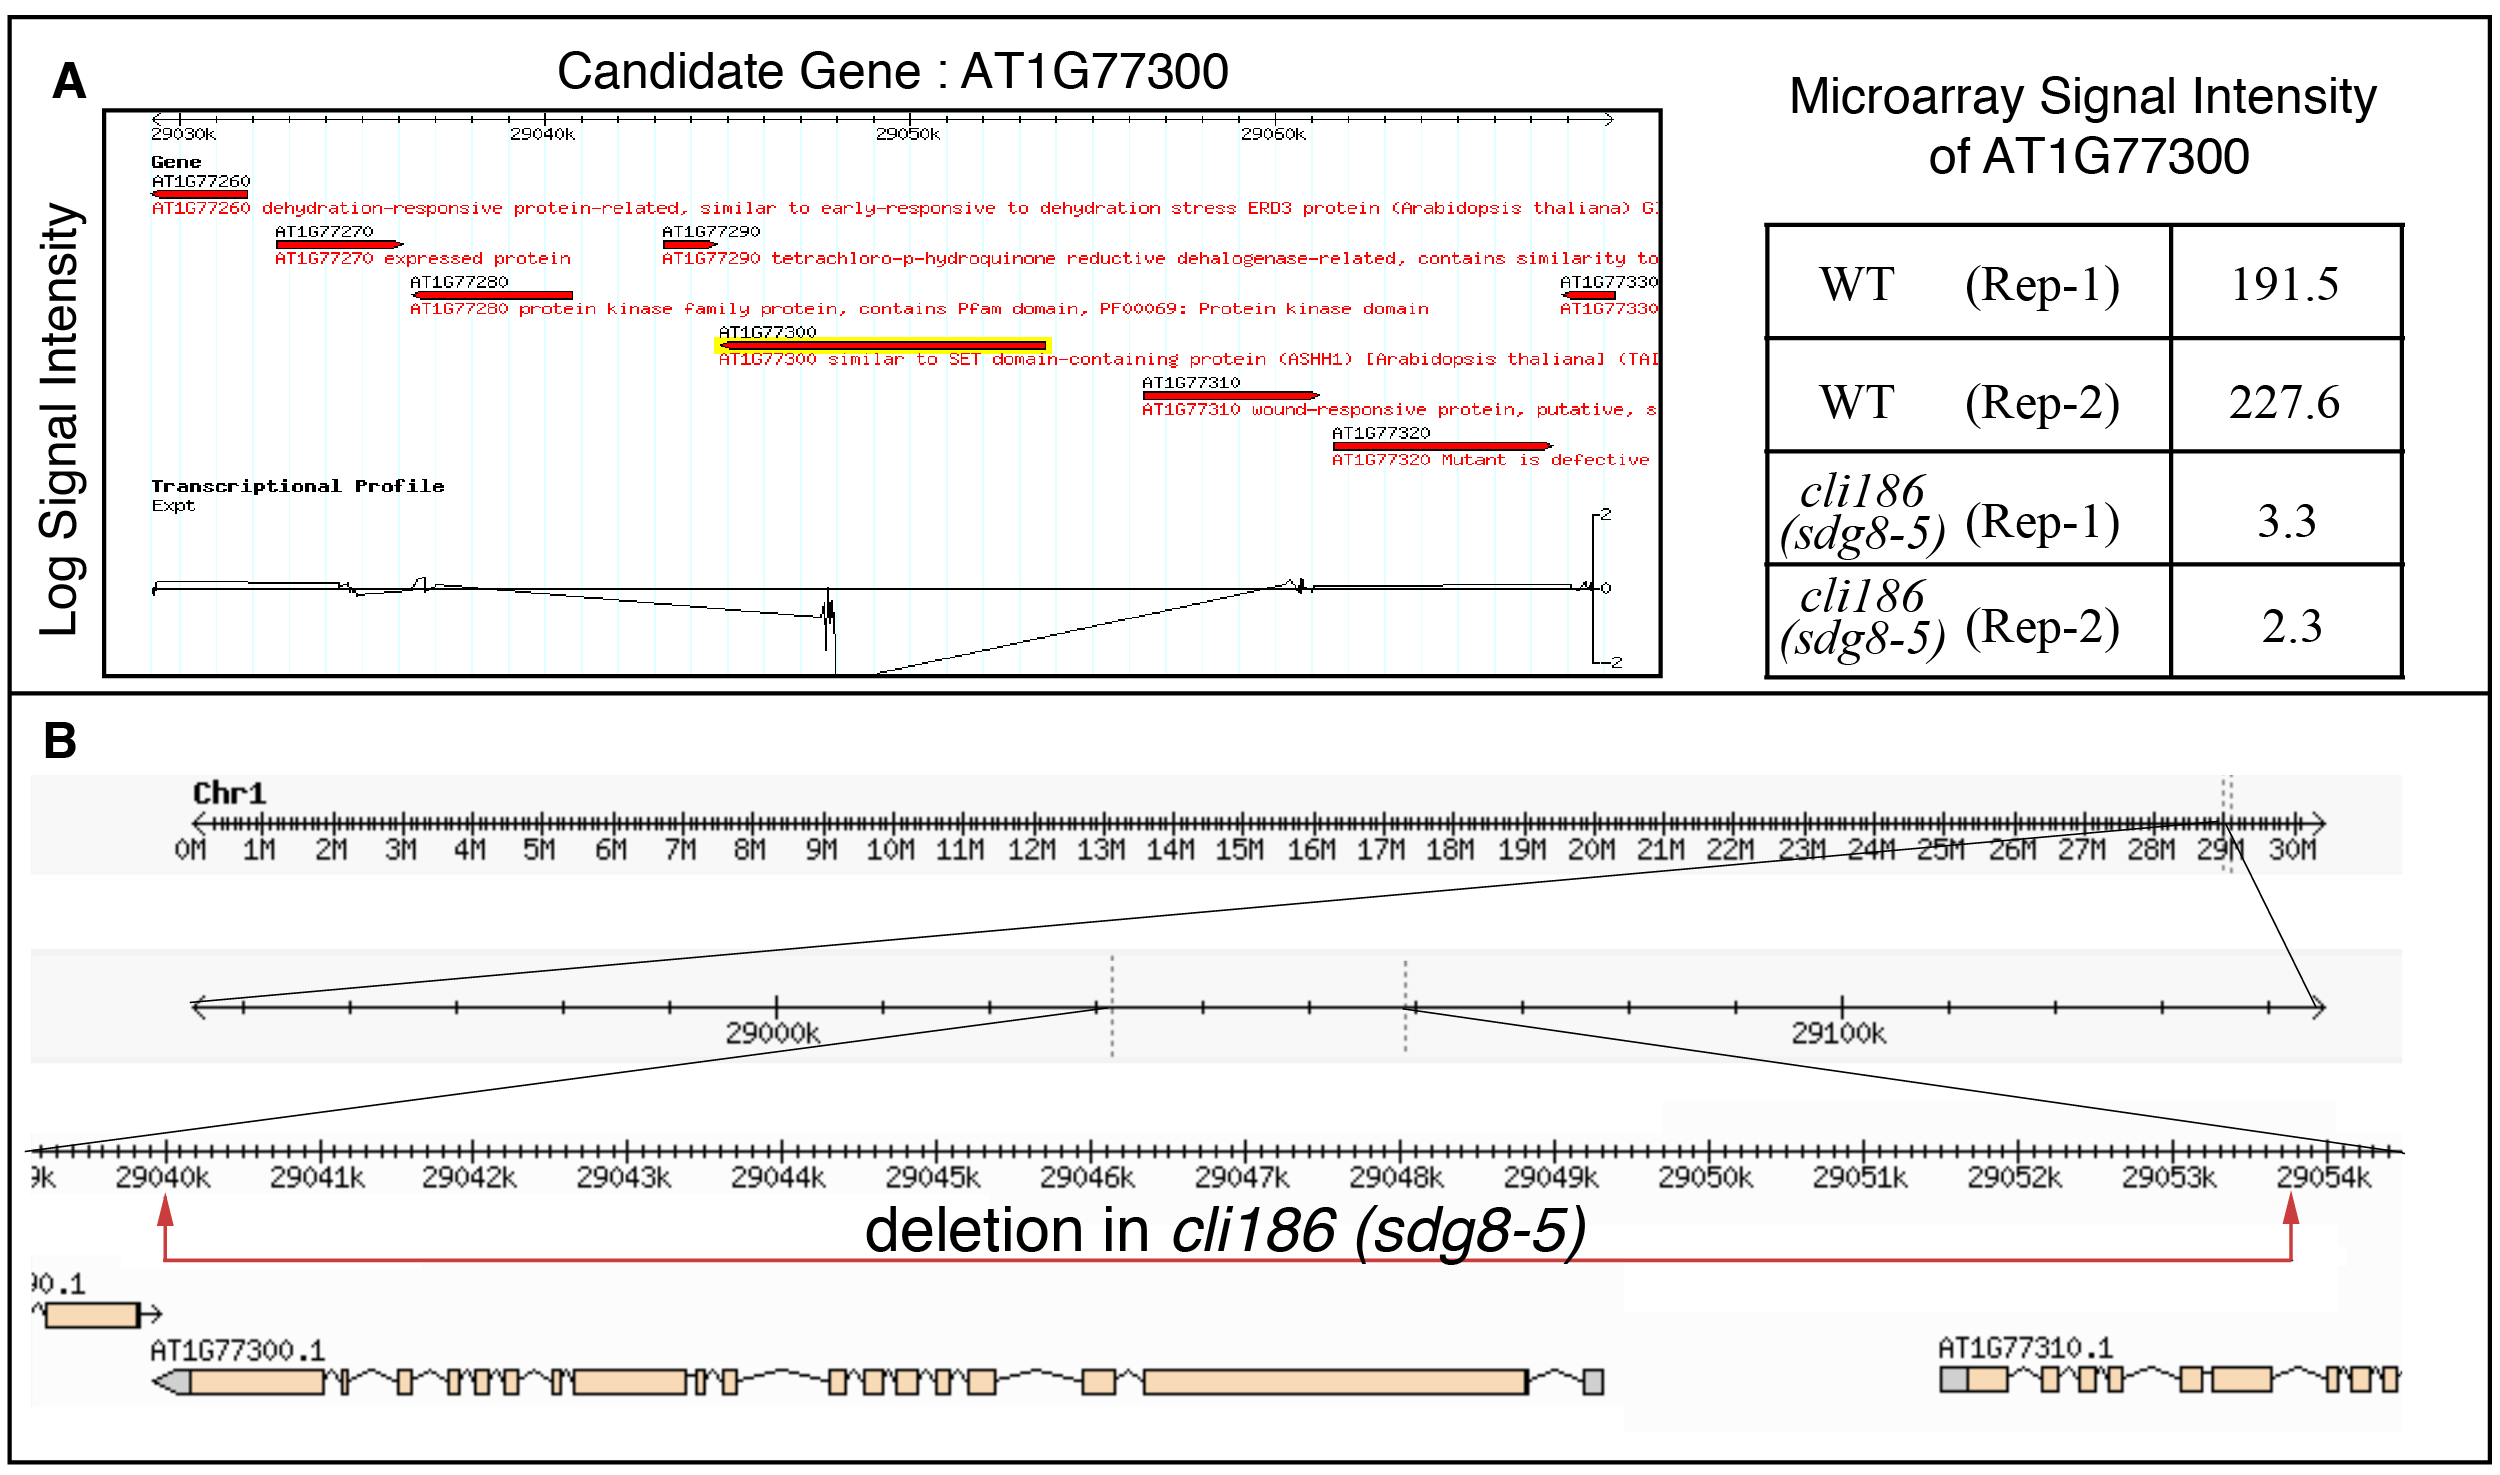

**Fig. S1 Mapping of deletion in *cli186 (*now renamed *sdg8-5).*** (A) The deletion in *cli186* was mapped to the genomic region around AT1G77300 using the ATH1 microarray. (B) Fine mapping with PCR primers spanning the AT1G77300 locus suggests that the deletion in *cli186* contains the whole genic region of AT1G77300 plus its promoter, as well as the first 6 exons of the neighboring gene AT1G77310.

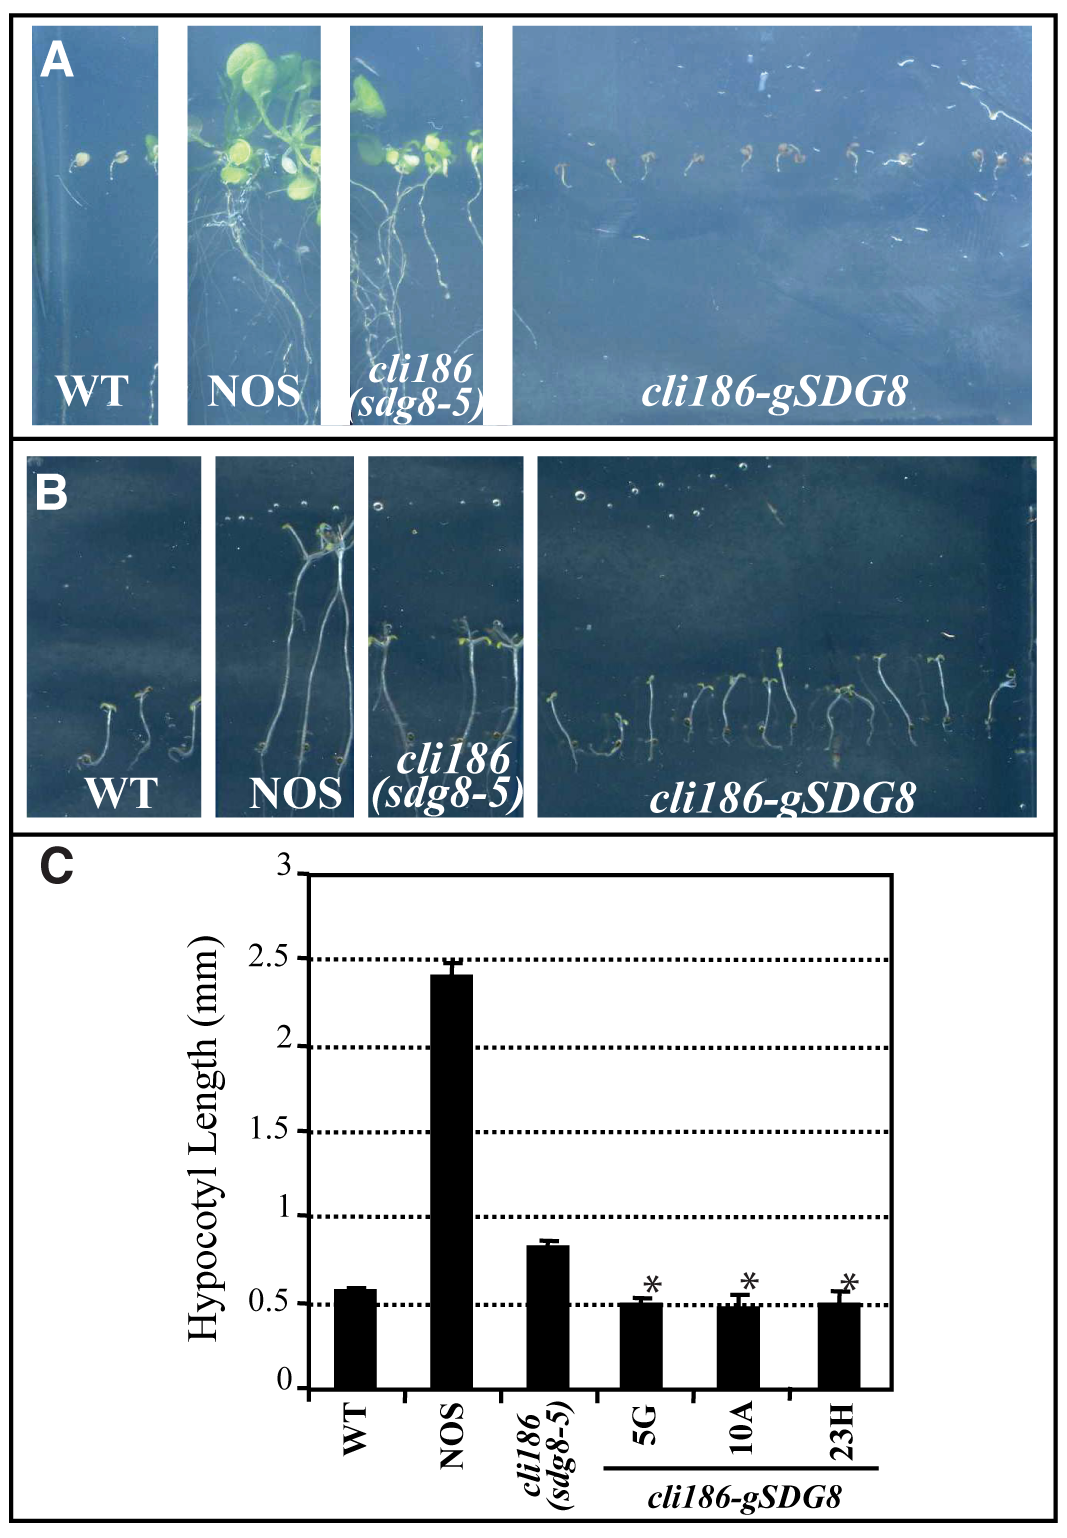

**Fig. S2. Complementation of *cli186* mutant (now renamed *sdg8-5*) phenotype by SDG8 transgene.** The misregulation of reporter pASN1::HPT in *cli186* mutant is rescued by SDG8 transgene in both light grown (A) and etiolated (B) growth condition, assayed as described in [1] and in supplemental method. The hypocotyl length of the seedlings in the etiolated conditions is shown (C). Controls consist of a 'wild-type' (WT) unmutagenized line containing the pASN1::HPT2 transgene and a transgenic line (NOS) containing the HPT2 transgene driven by a NOS promoter, allowing for constitutive expression of the HPT2 gene.

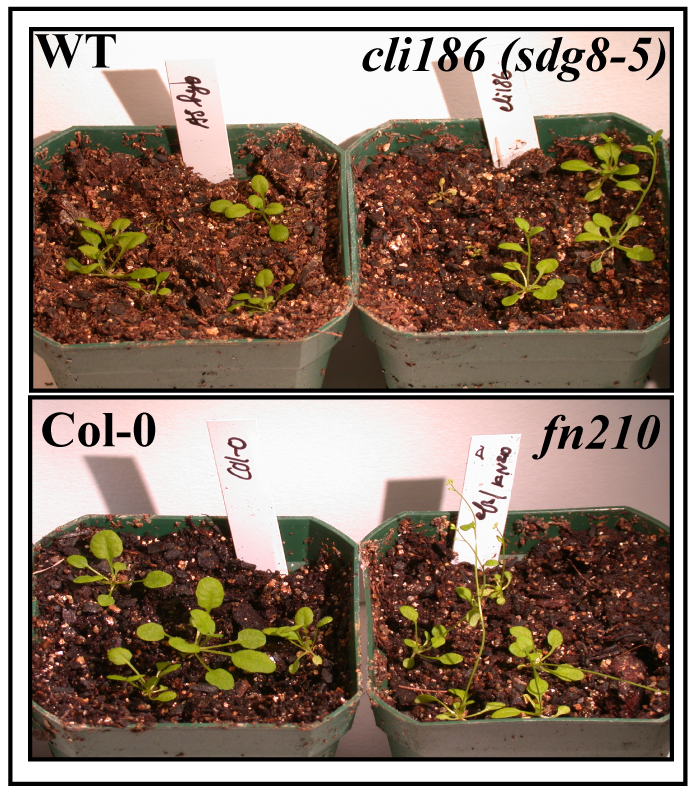

**Fig. S3** Early flowering phenotype of *cli186* mutant (now renamed *sdg8-5*) is comparable to the previously reported SDG8 mutant *fn210*.

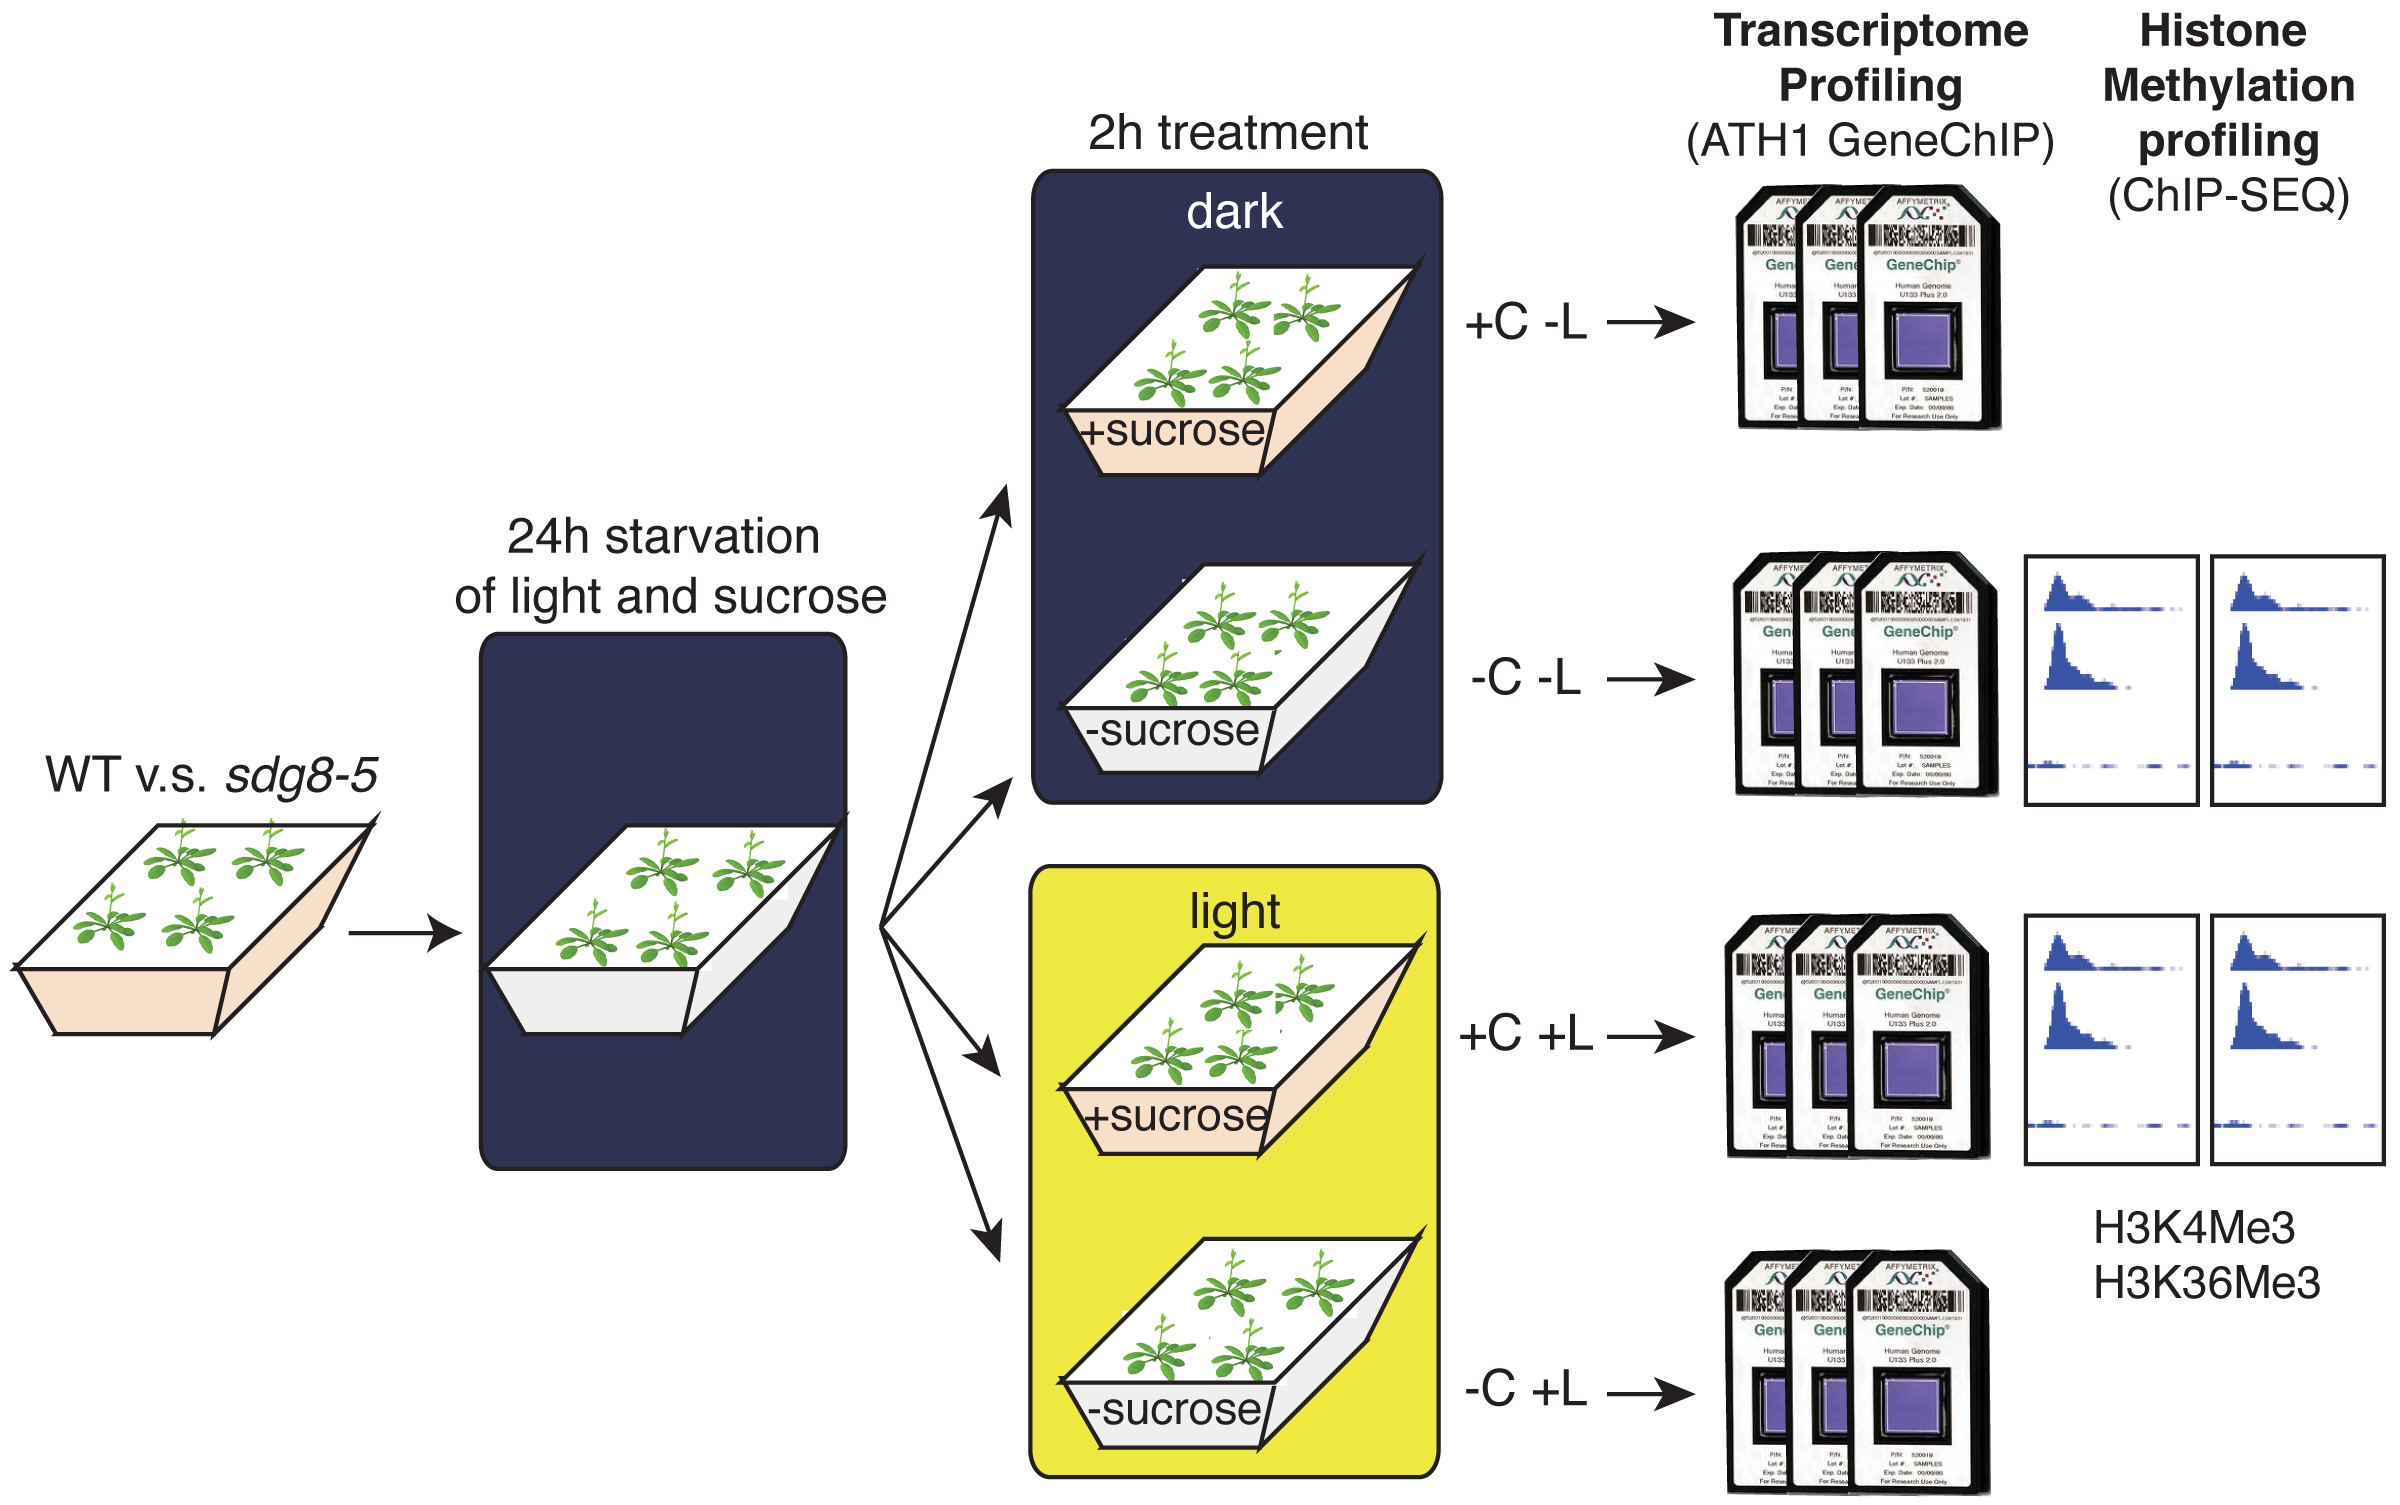

**Fig. S4** Experimental Scheme of the histone methylation ChIP-Seq and transcriptome profiling of *sdg8-5* and WT, in carbon (C) and/or light (L) treated samples and untreated controls.

**
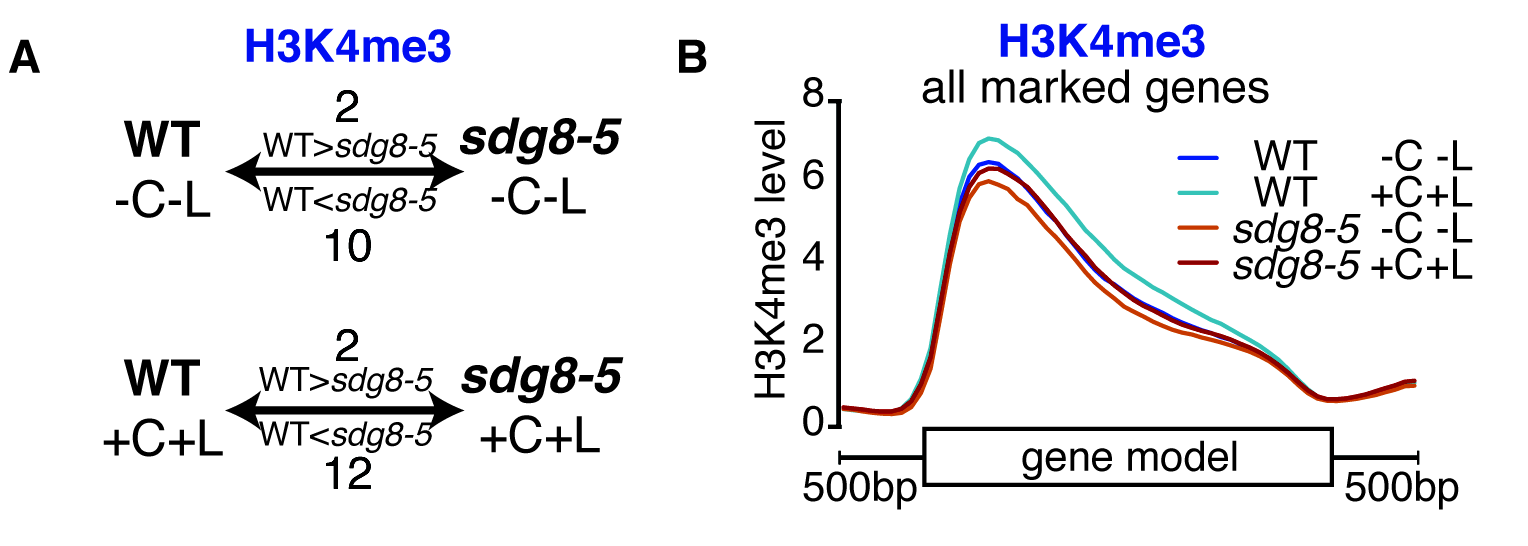
**

**Fig. S5 H3K4me3 profile is comparable between *sdg8-5* and WT.** (A) Number of genes with differential histone mark H3K4me3 between the *sdg8-5* mutant and WT is listed. (B) The positional distribution of H3K4me3 on genic features was plotted: First, for each gene, the gene model (based on phytozome (www.phytozome.net/) annotation V7 of Arabidopsis genome TAIR10, accessed Oct 2011) was divided into 40 bins, and 500bp upstream and 500bp downstream sequences were split into 10 bins each. H3K4me3 level of each bin was then calculated as the mean RPM-normalized single nucleotide coverage in the ChIP library within the bin. The median H3K4me3 level across all significantly marked genes (Enrichment level ChIP/Input >2, FDR<0.01, ~9,000 genes) is plotted.

**
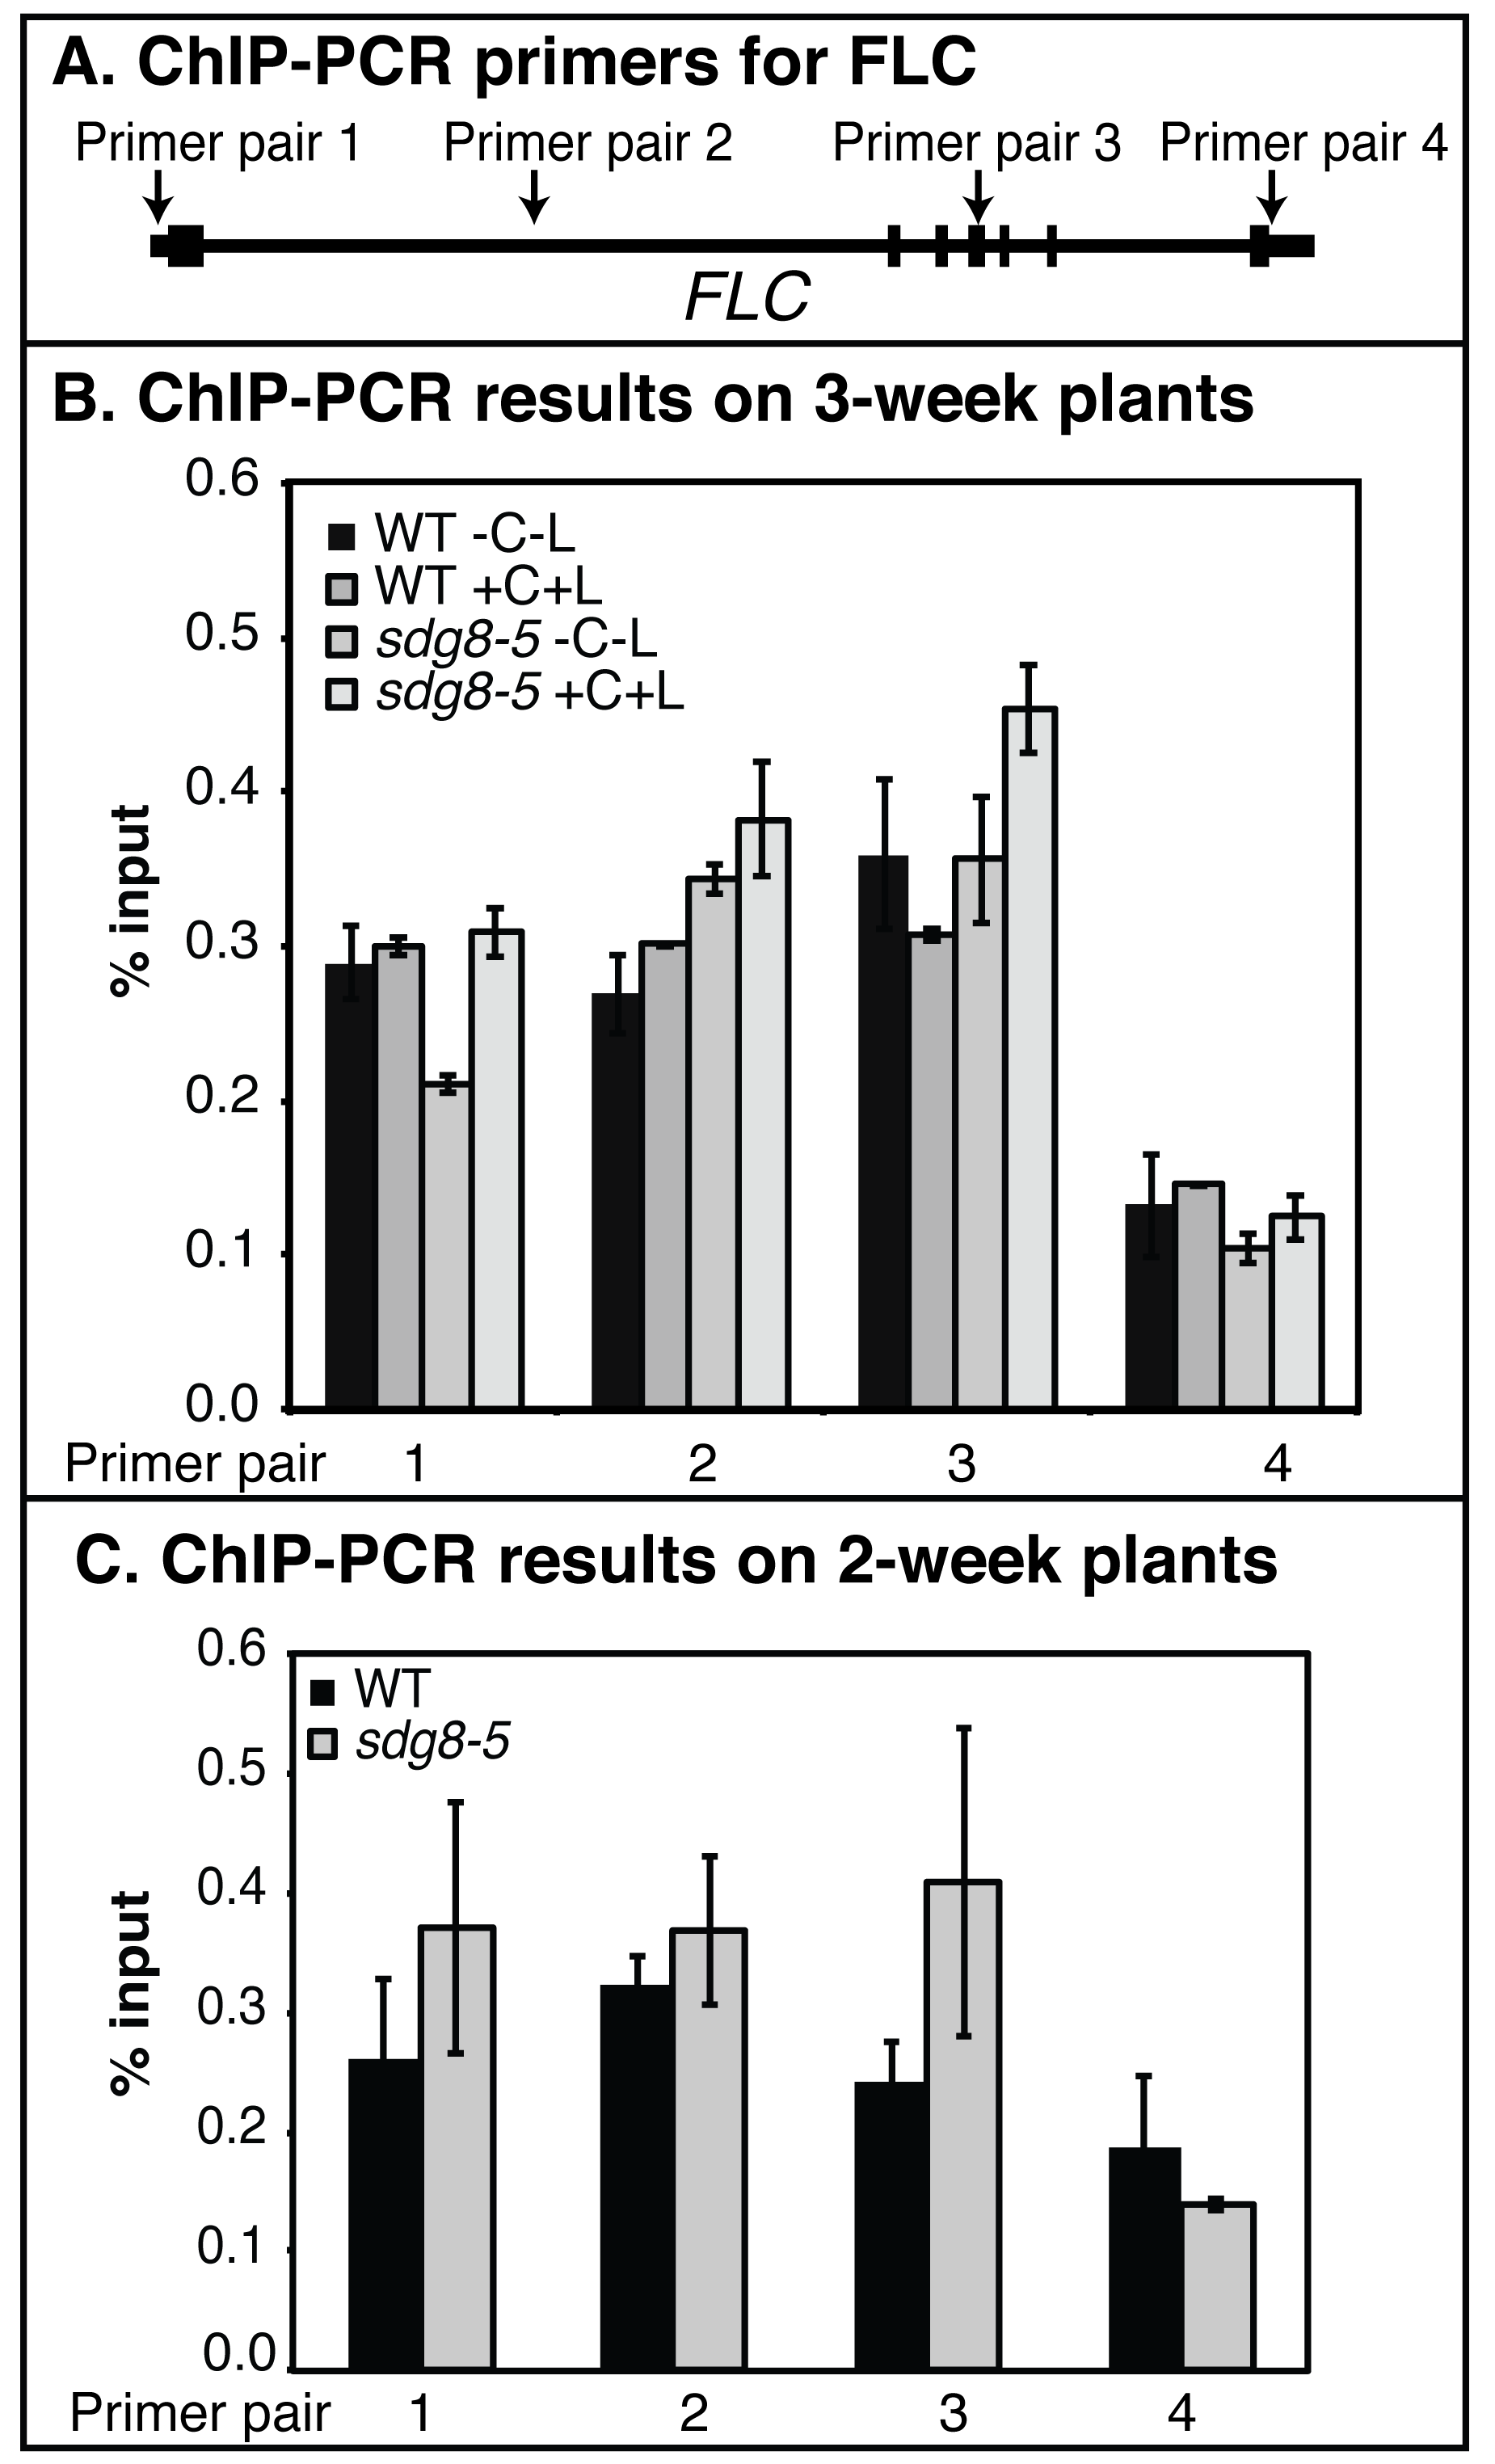
**

**Fig. S6 ChIP-PCR validation of H3K36me3 level of FLC.** ChIP-PCR was performed to validate the H3K36me3 ChIP-Seq results of *FLC* in *sdg8-5* compared to WT. (A) The ChIP-PCR primers were designed to span the genic region of *FLC*. ChIP-PCR results from 3-week-old plants (B) and 2-week-old plants (C) were shown. C: carbon; L: light.

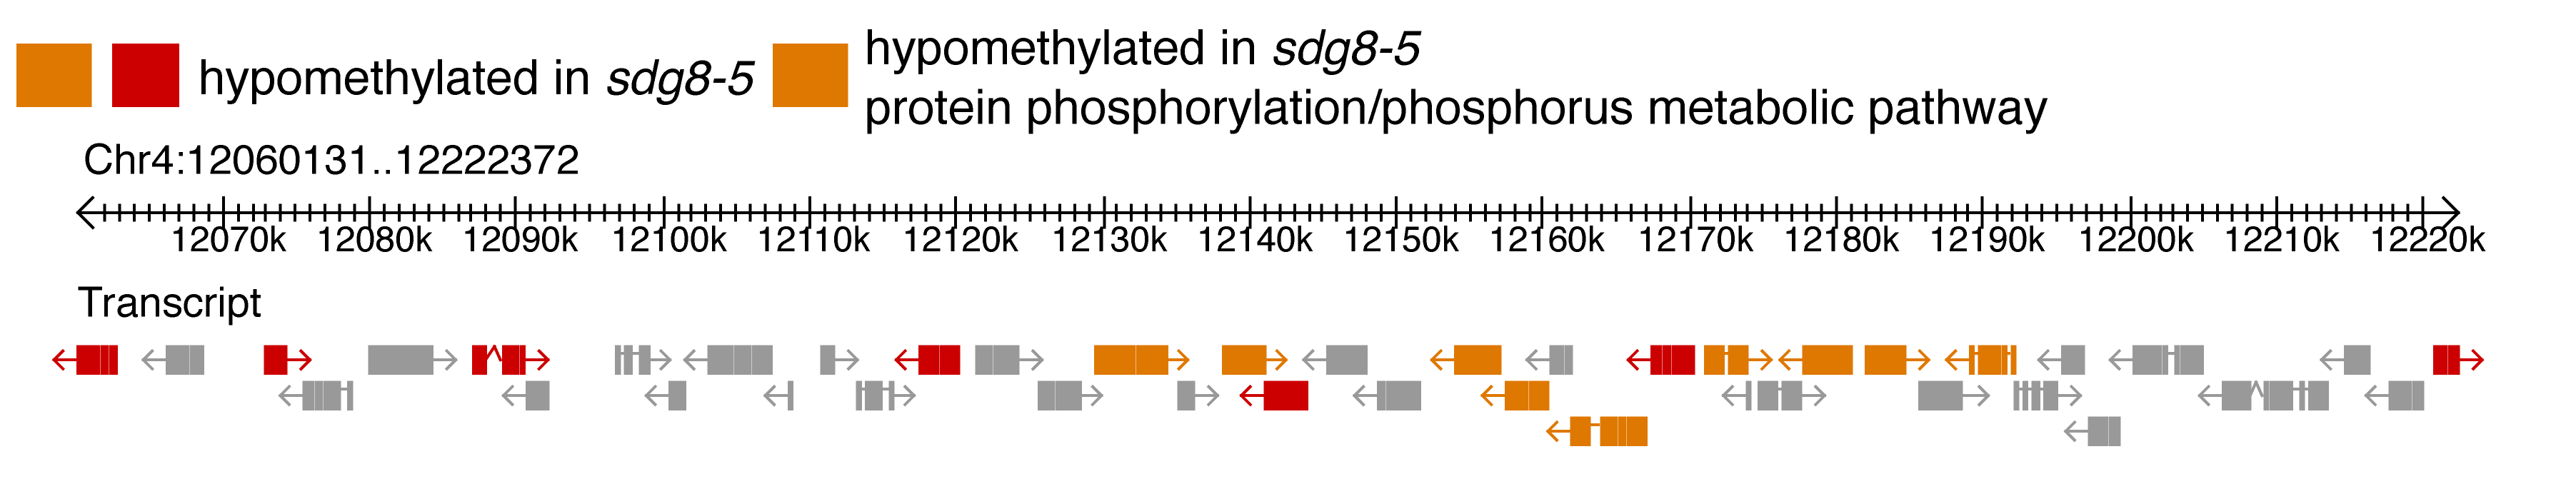
**Fig. S7**. Example of a gene cluster targeted by SDG8 for histone methylation. This gene cluster is significantly enriched (FDR<0.1) with genes in protein phosphorylation pathway.

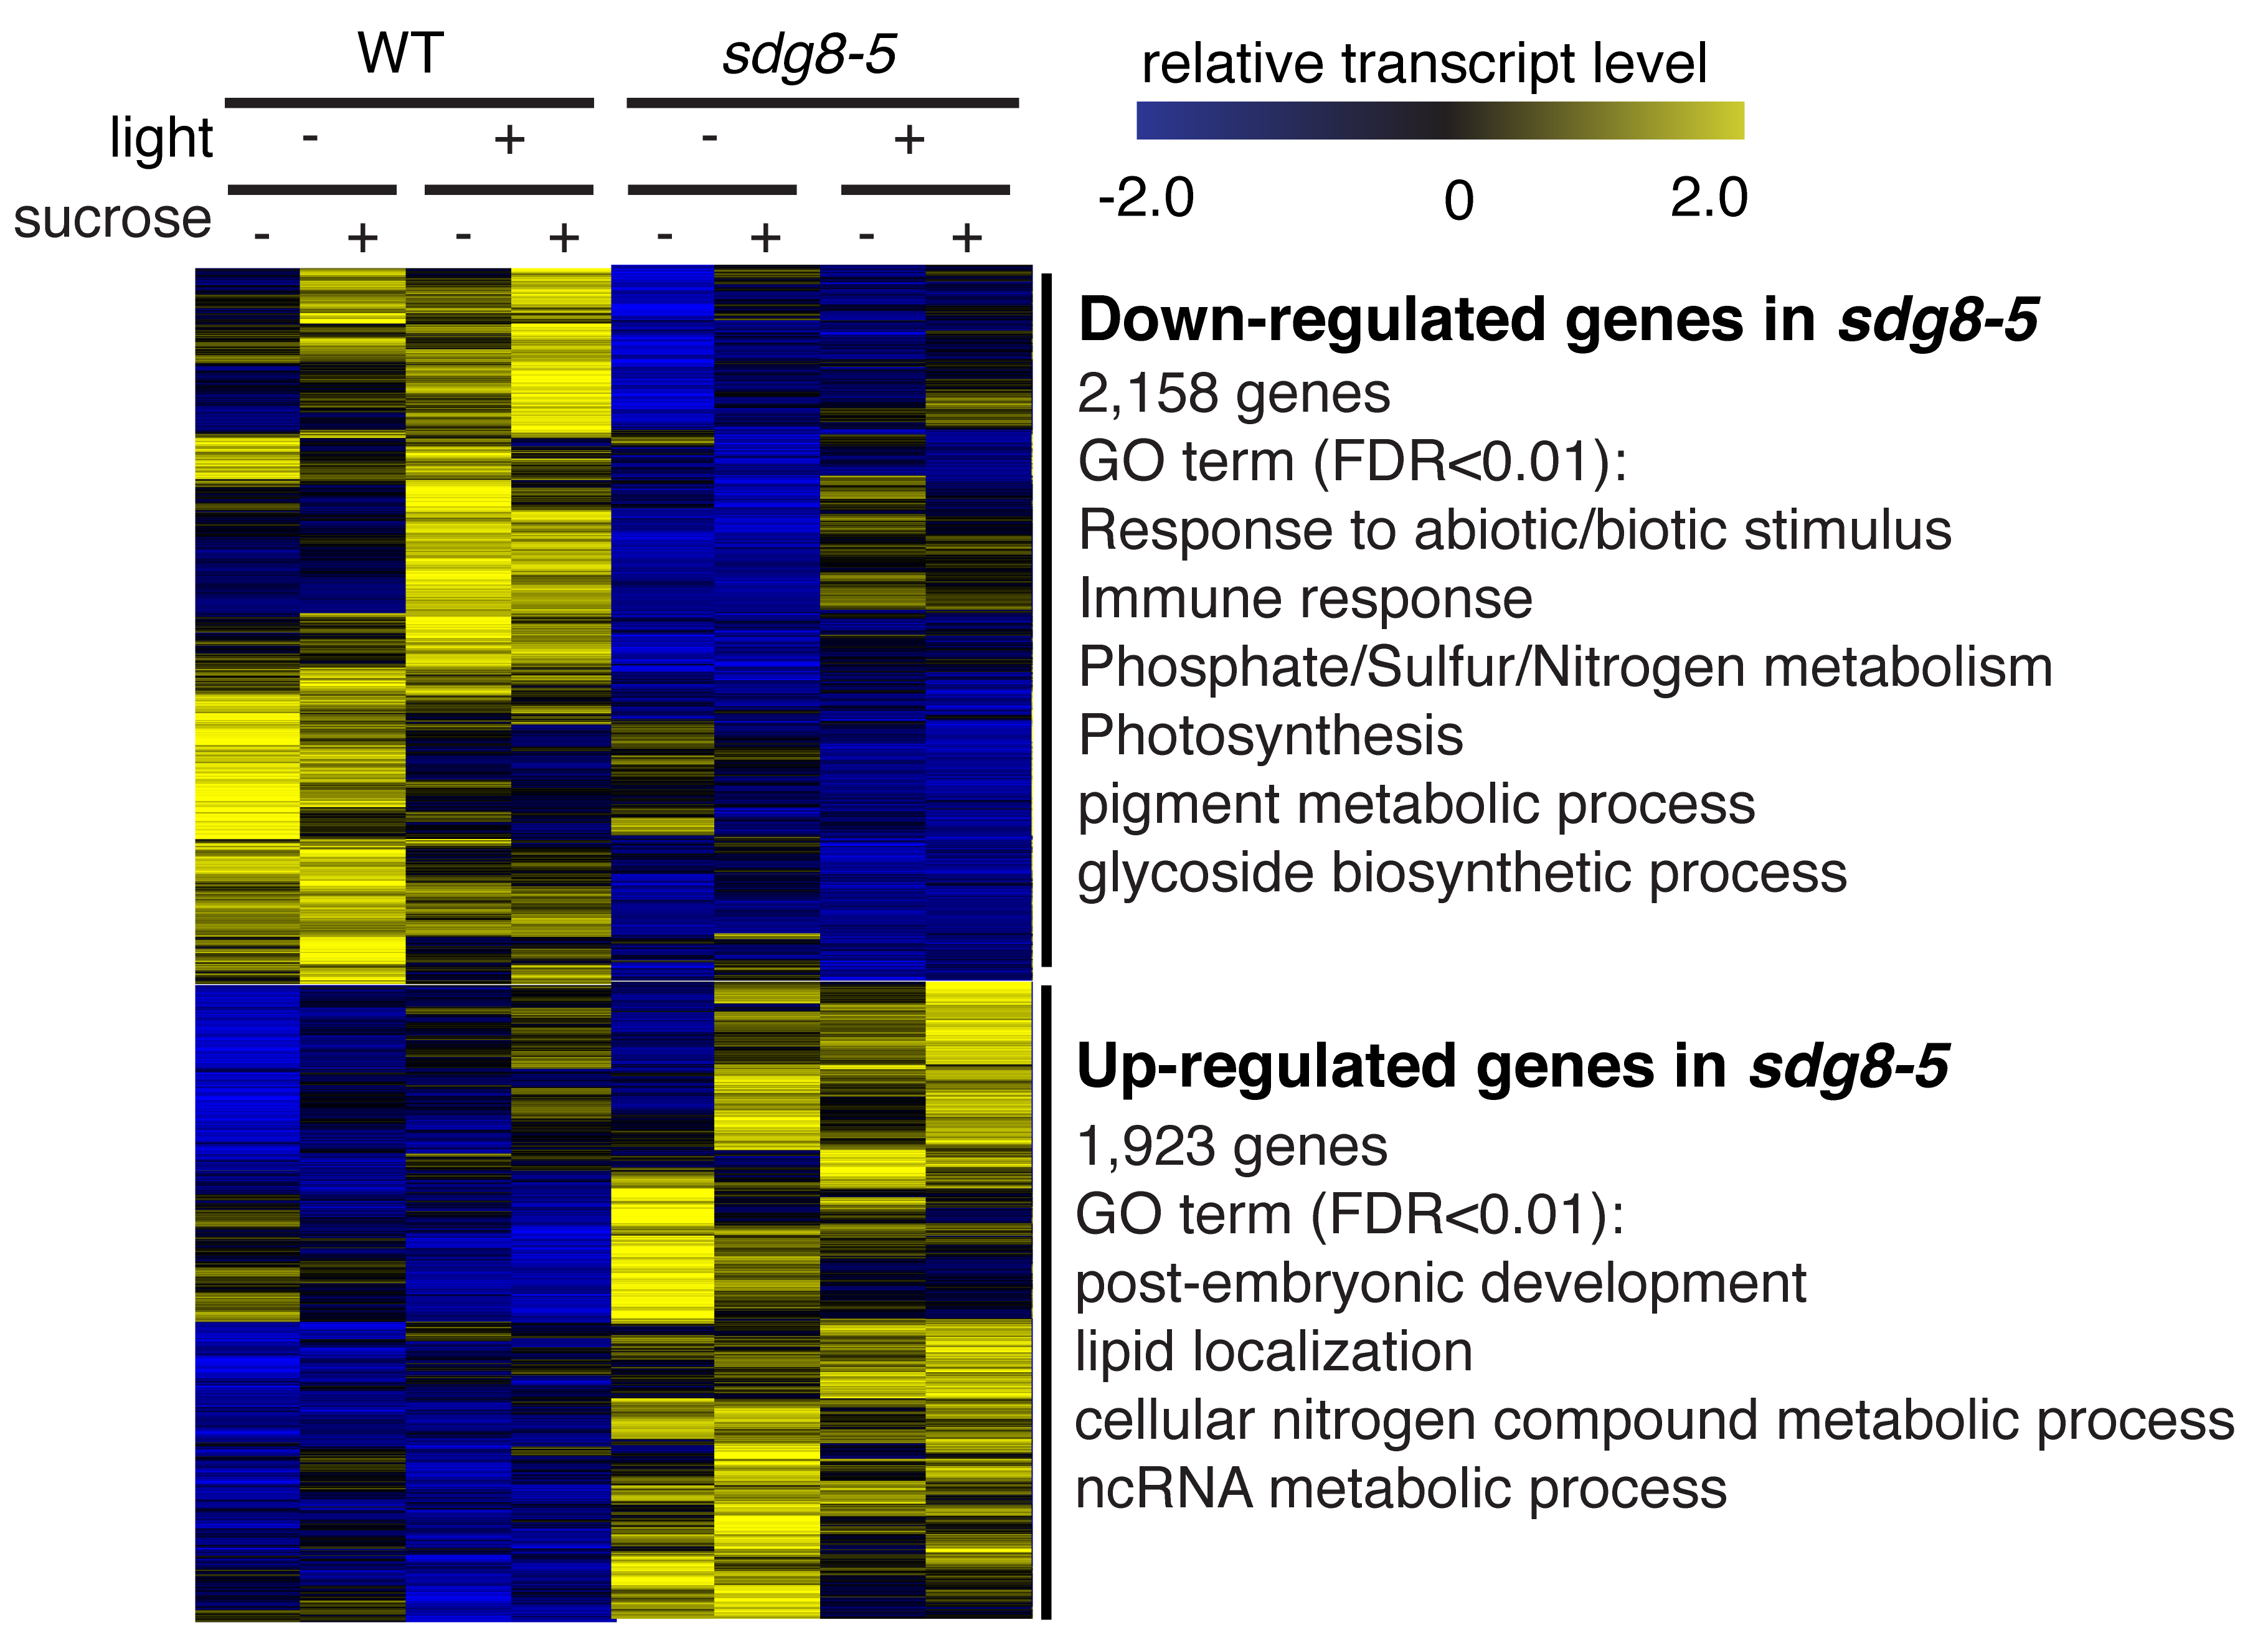

**Fig. S8** Genes misexpressed in *sdg8-5* compared to WT in transcriptomic analysis.

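The genes counted in this figure are those with a genotype effect averaged over the 4 treatments, so a gene can be counted without a difference under each of them. Over all probe sets, 2,260 were lower and 1,988 higher in *sdg8-5* at an FDR under 0.05 from limma. Of these, 1,002 of the lower and 922 of the higher probe sets are not assigned to a single listed gene. Members of gene families named in the annotation were found in both groups. Of 21 cytochrome P450 genes 6 were lower and 1 was higher (camera adjusted p = 0.00129; adjusted p = 0.0382 with an estimated correlation), and of 27 serine carboxypeptidase-like genes 9 were lower and 1 was higher (camera adjusted p = 0.0128; adjusted p = 0.191 with an estimated correlation), 7 lower with quantile normalization. These families were taken from the annotation after the data were seen.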

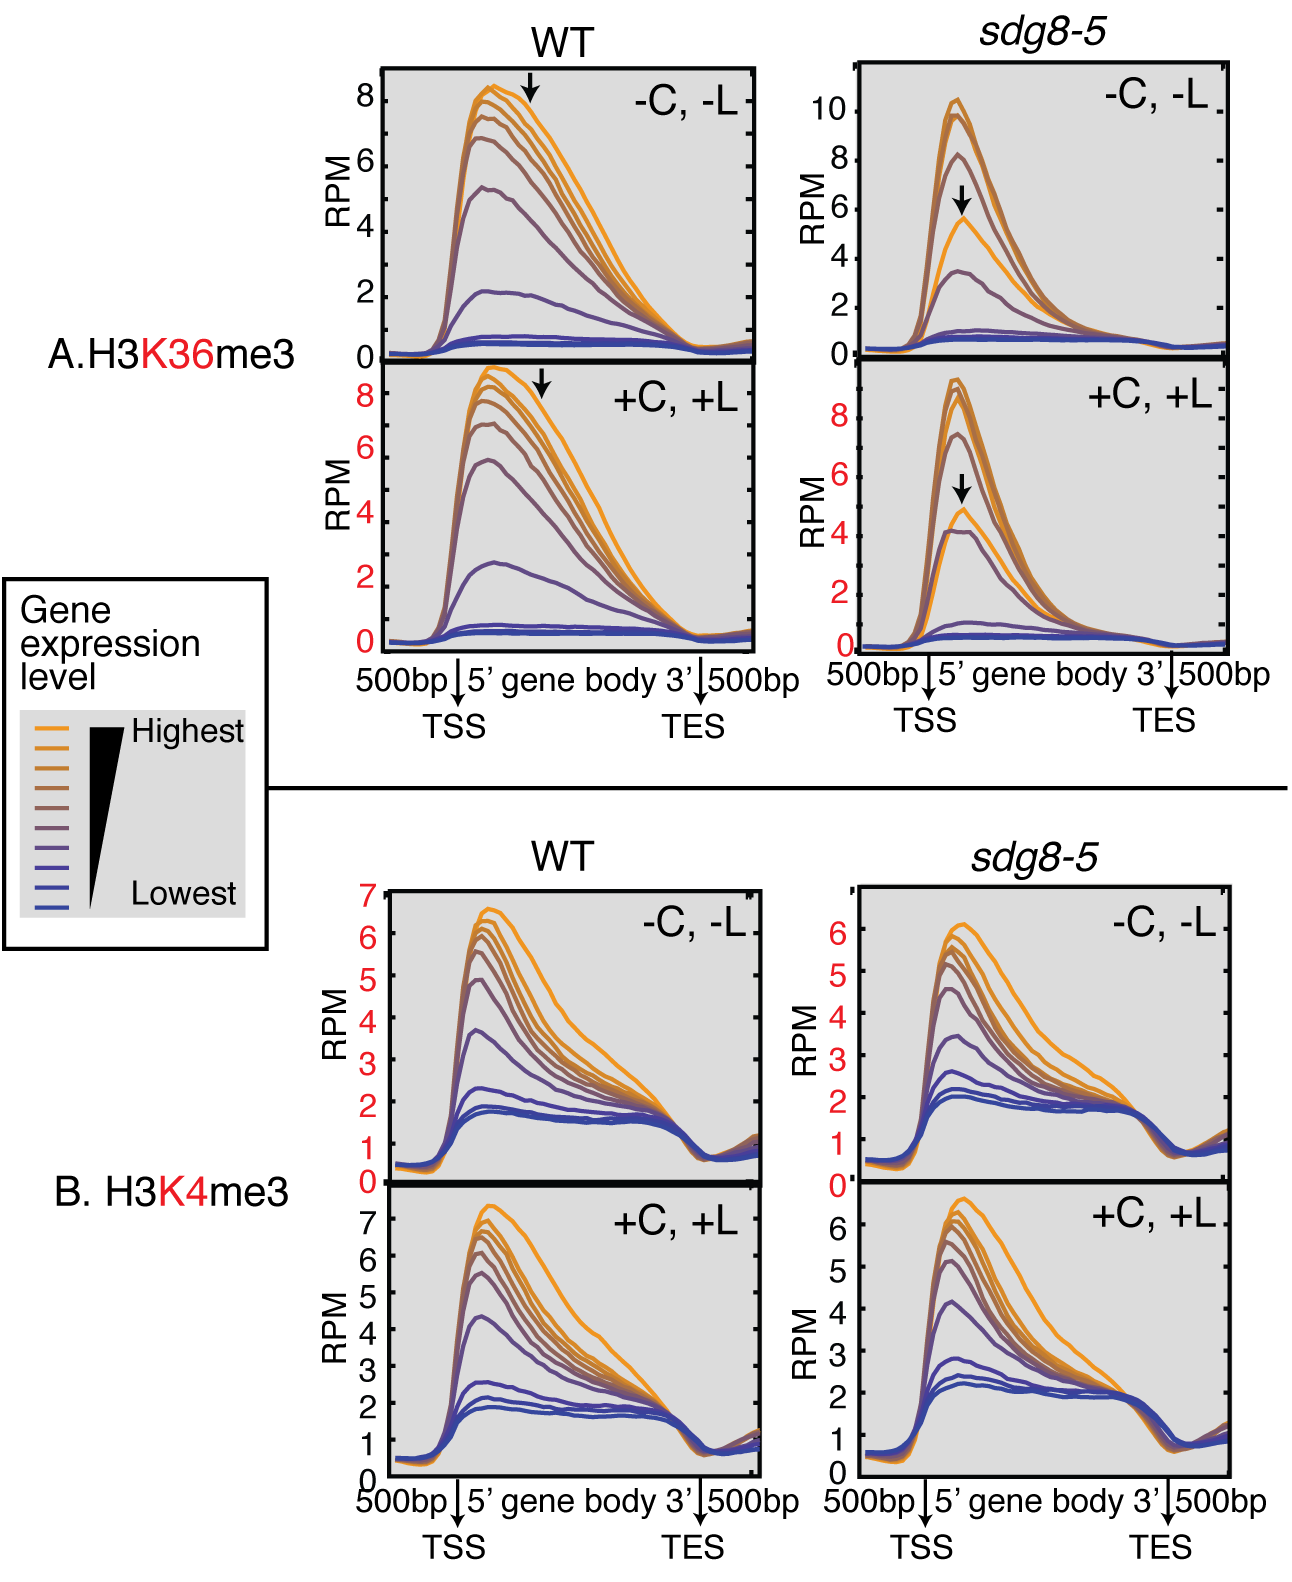

**Fig. S9. Correlation between H3K36me3 (A) or H3K4me3 (B) level and gene expression level**. All genes in the ATH1 array were ranked by their expression level from high to low, and classified into 10 expression tiers. For each tier, the median of H3K4me3 and H3K36me3 level along the gene region (500bp upstream->gene body->500bp downstream) across all genes in the expression tier was plotted. The Y axis indicates the H3K4me3 level or H3K36me3 level, measured by the number of times a region was detected by ChIP sequencing reads, normalized to the library size as reads per million (RPM)). The highest expression tier, represented by the bright orange line (highlighted with an arrow), is noticeably hypomethylated with the H3K36me3 marks in *sdg8-5* plants. TSS and TES represent the start and end of the annotated mRNA.

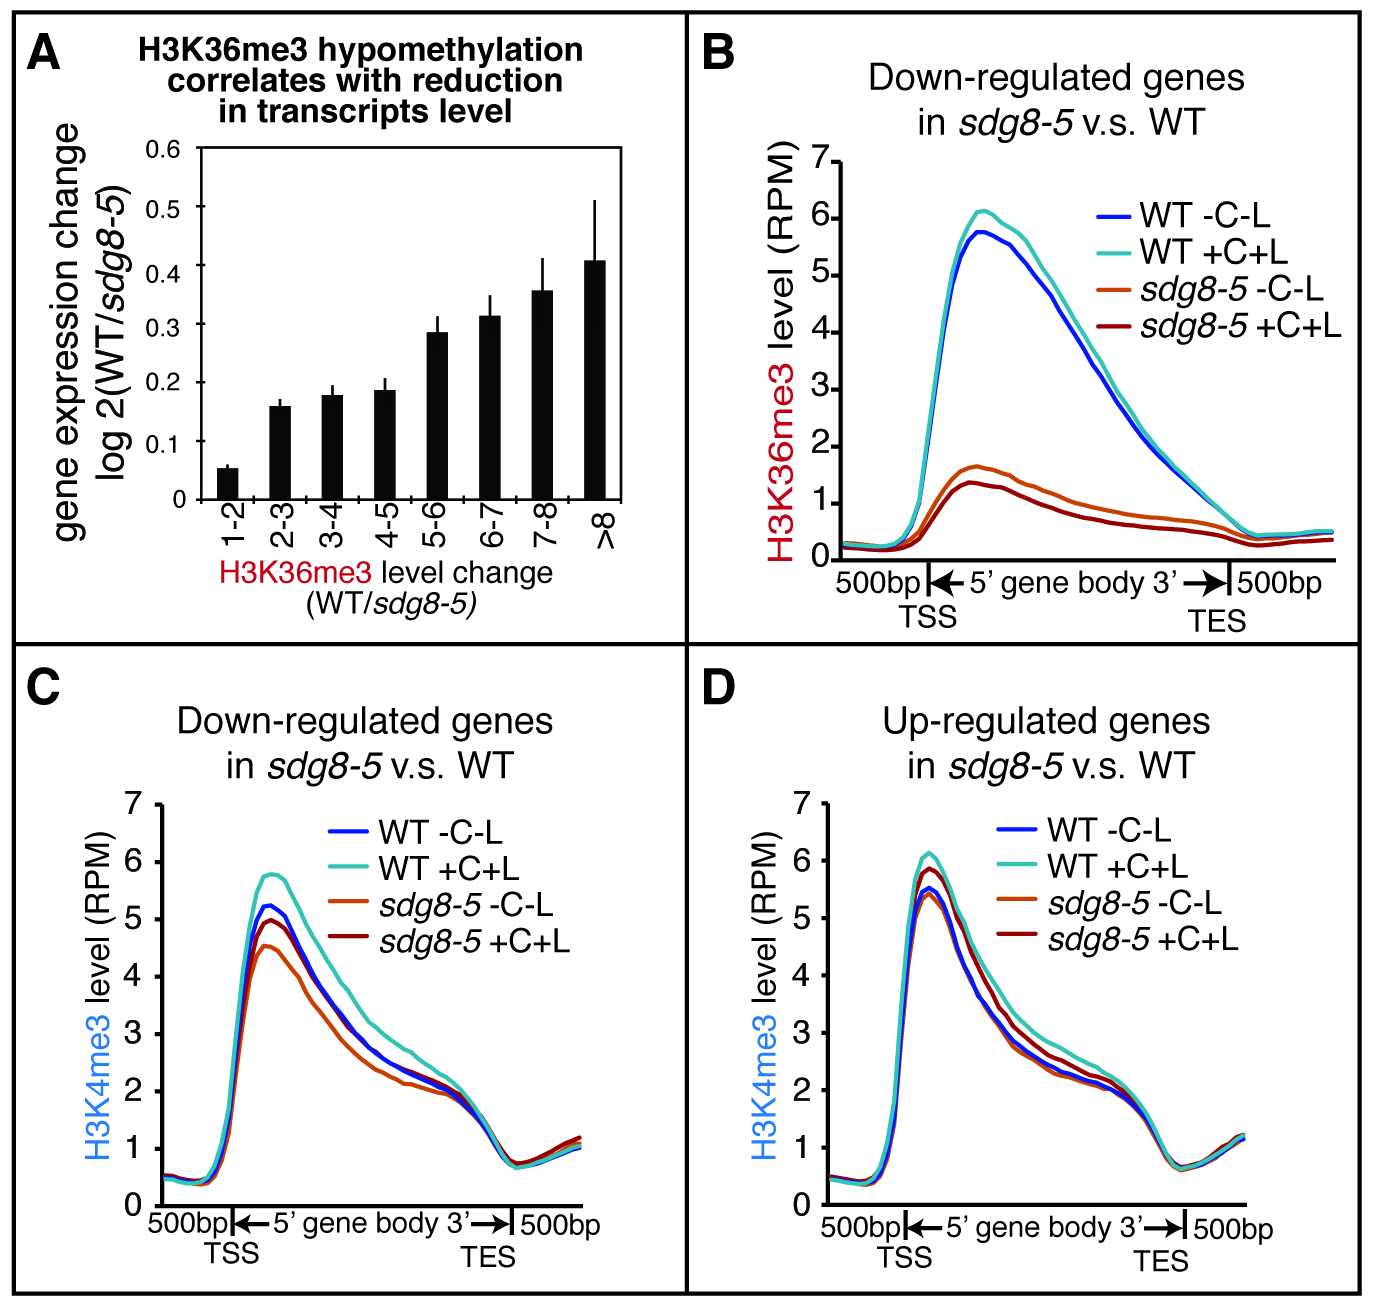

**Fig. S10.** **Integrated analysis of epigenome and transcriptome.** (A) H3K36me3 hypo-methylation in *sdg8-5* compared to WT is positively correlated with the relative reduction of gene expression. (B) Down-regulated genes in *sdg8-5* compared to WT (2158 genes) show a reduction of H3K36me3 level in *sdg8-5* compared to WT. By contrast, H3K4me3 level is comparable between *sdg8-5* and WT for the down-regulated (C) or up-regulated genes (D) in *sdg8-5* vs. WT. TSS and TES represent the start and end of the annotated mRNA.

**
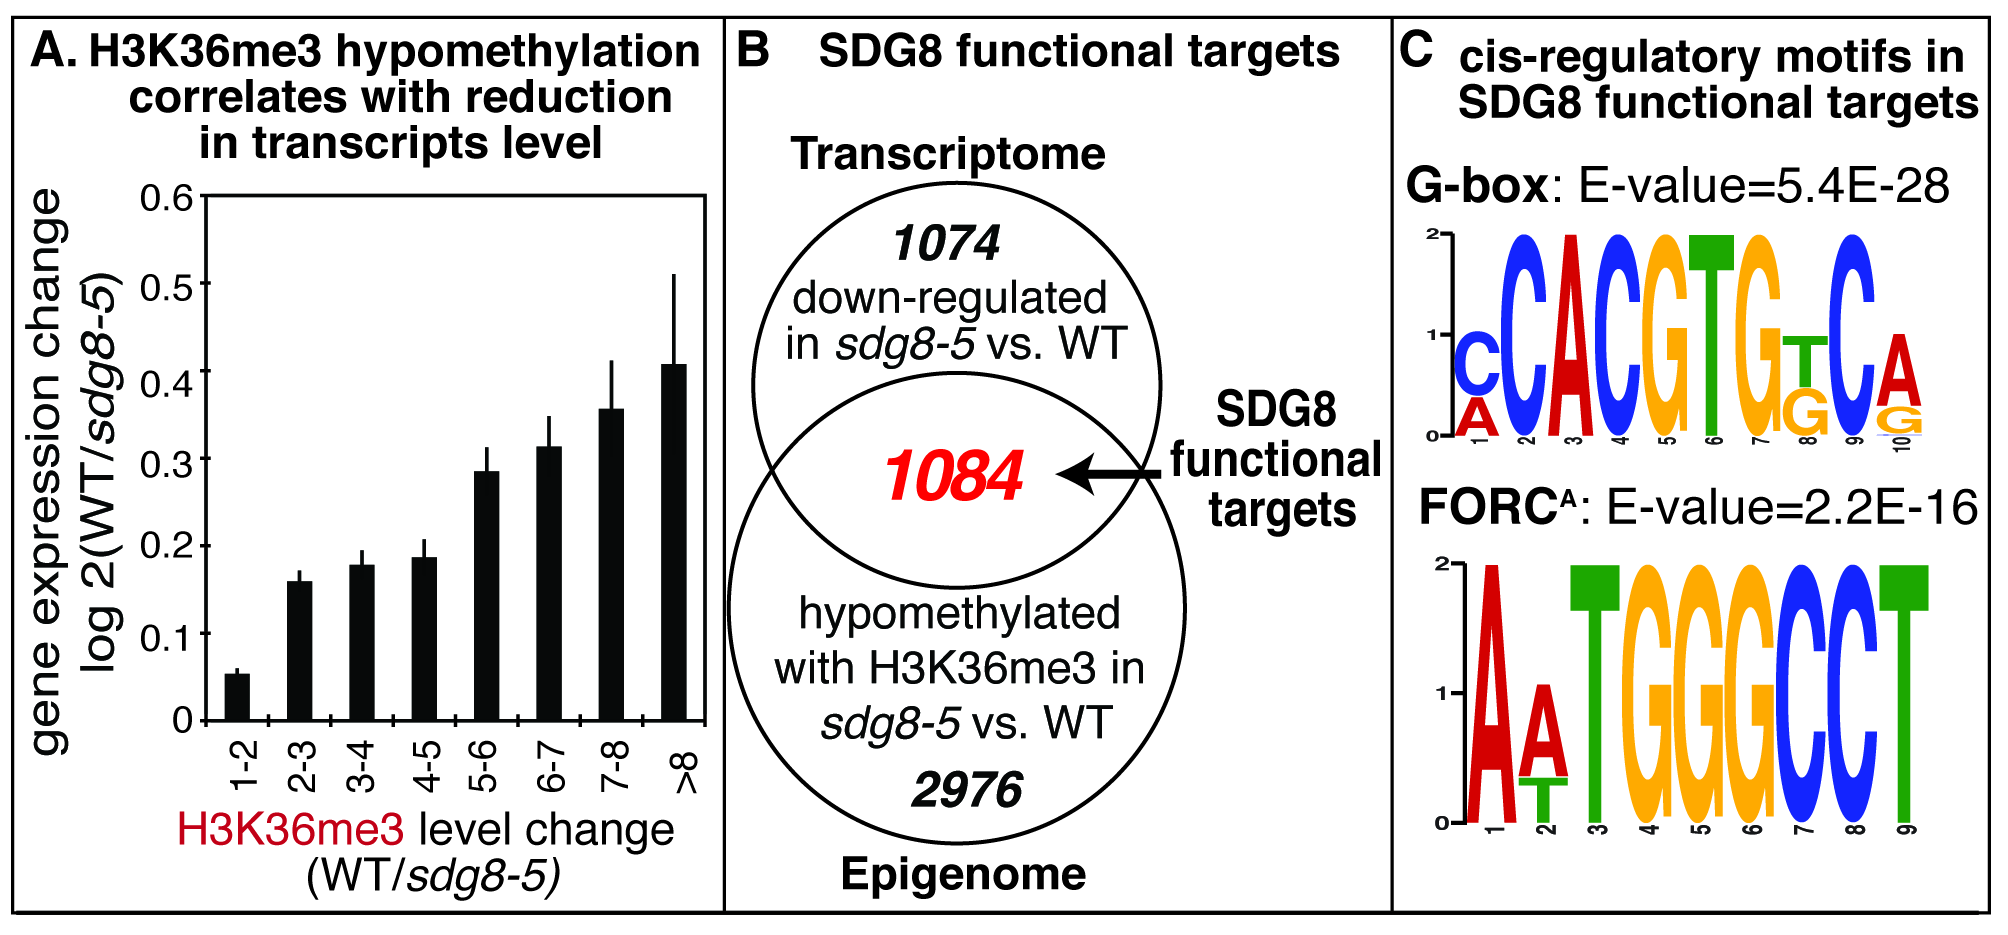
**

**Fig. S11.** Over-represented cis-regulatory motifs in the promoters of the 1084 functional target genes of SDG8. The motif analysis was performed with MEME [4].

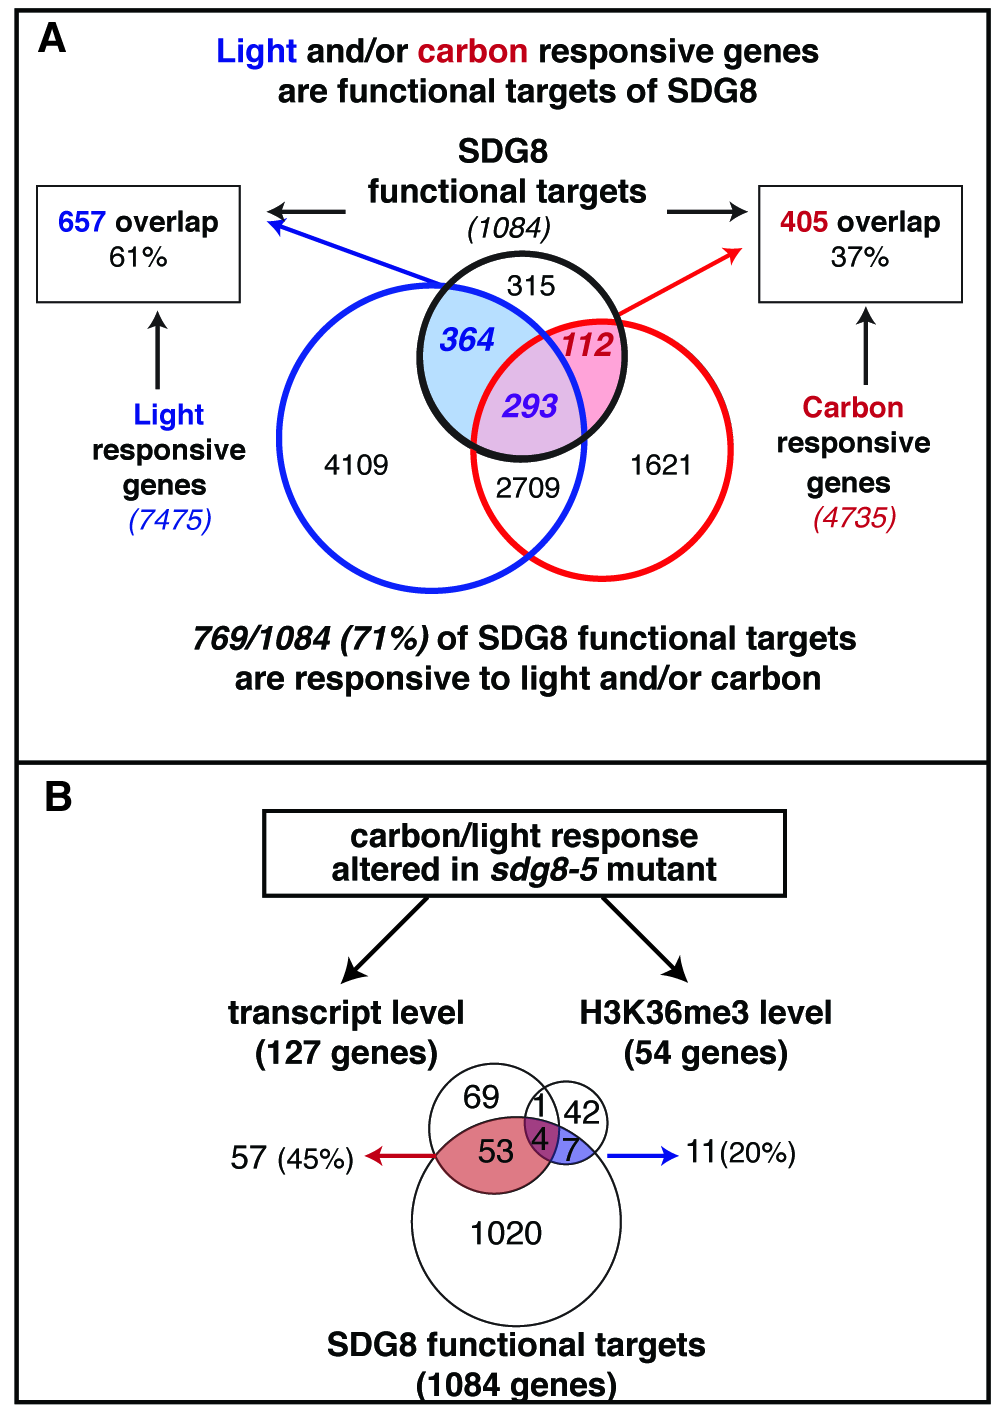

**Fig. S12.** **SDG8 functional targets are enriched in carbon and light responsive genes.** (A) Majority (71%) of the 1,084 functional targets of SDG8 (whose H3K36me3 and expression level are reduced in *sdg8-5* compared to WT) are responsive to carbon, or light, or both. (B) SDG8 functional targets whose transcriptional and/or epigenetic response to light/carbon is disrupted in *sdg8-5* deletion mutant. 1,084 functional targets of SDG8 have a significant overlap with the 127 genes significantly responsive to a genotype (G) x light (L) interaction, and 54 genes whose H3K36me3 levels are induced by carbon (C) and light (L) in WT, but not in *sdg8-5*.

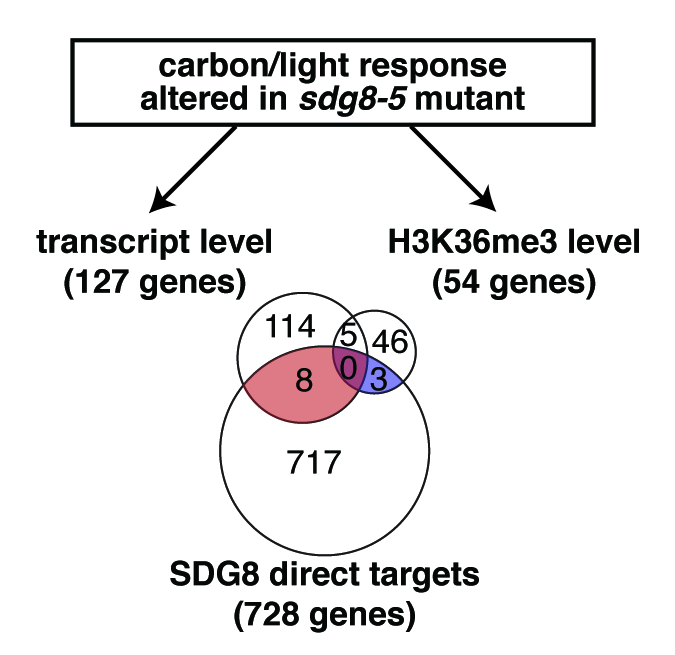

**Fig. S13.** Overlaps between SDG8 direct targets with genes whose transcriptional and/or epigenetic response to light/carbon is disrupted in *sdg8-5* deletion mutant.

**Supplemental Tables**

Table S1. Carbon (C) and light (L) regulation of ASN1 expression in WT, *cli186 (now renamed sdg8-5)* and *cli186* transformed with genomic SDG8 sequence (cli186-gSDG8), measured by qPCR in etiolated seedlings as described in [1]. The fold change compared to untreated plants is listed, while negative numbers indicate gene repression. The asterisks indicate t-test p-value<0.05.

|  | ***WT*** | ***cli186***  ***(sdg8-5)*** | ***cli186-***  ***gSDG8 (5G)*** | ***cli186-***  ***gSDG8 (10A)*** | ***cli186-***  ***gSDG8***  ***(23H)*** |
| --- | --- | --- | --- | --- | --- |
| CL | -94.8* | -2.3* | -70.5* | -115.5* | -39.8* |
| L | -6.4 | -1.6 | -7.9 | -3.5 | -3.8 |
| C | -13.6* | -1.6* | -10.6* | -28.5* | -10.4* |

Table S2. Flowering time and stage of *cli186* (now renamed *sdg8-5*) and a previously reported SDG8 mutant *fn210*. Seeds were sterilized and sown in MS agar plates (0.1% Sucrose, 2 mM KNO3). After about one week of growth in the MS plates in an Intellus environment controller [Percival Scientific, Perry, IA] (50 uEin m-2s-1, 24 hrs white light), seedlings were transferred to soil once the cotyledons emerged out. Plants were monitored everyday after the first week in soil. Number of leaves for individual plants was counted when plants started to bolt and the counting was continued until the last plant showed bolting. 30-40 plants were measured for each genotype. Experiments were done both in long-day (16h Light/8h Dark, 50 uEin m-2s-1) and short-day (8h Light/16h dark, 50 uE in m-2s-1) growth conditions. The asterisks indicate t-test p-value<1E-4.

|  | **Short Days (8hL/16hD)** | | **Long Days (16hL/8hD)** | |
| --- | --- | --- | --- | --- |
| Genotype | No. of Leaves | No. of Days | No. of Leaves | No. of Days |
| WT | 11* (+/- 0.31) | 43* (+/- 0.79) | 6 | 28* (+/- 0.48) |
| *cli186 (sdg8-5)* | 7* (+/- 0.10) | 32* (+/- 0.56) | 6 | 24* (+/- 0.66) |
| Col-0 | 11* (+/- 0.40) | 43* (+/- 0.78) | 6 | 26* (+/- 0.43) |
| *fn210* | 7* (+/- 0.17) | 30* (+/- 0.27) | 6 | 21* (+/- 0.28) |

Table S3. Carbon (C) and light (L) regulation of ASN1 expression in *cli186* *(*now renamed *sdg8-5)* and previously reported SDG8 mutant *fn210*, measured by qPCR in etiolated seedlings as described in [1]. The fold change compared to untreated plants is listed, while negative numbers indicate gene repression.

|  | **WT** | ***cli186***  ***(sdg8-5)*** | **Col-0** | ***fn210*** |
| --- | --- | --- | --- | --- |
| CL | -51.9 | -6.4 | -92.0 | -20.2 |
| L | -2.8 | -1.4 | -2.3 | -1.2 |
| C | -8.9 | -1.8 | -8.8 | -3.9 |

Table S4. Statistics of ChIP-Seq. Chr: Chromosome. pCpL: Carbon and Light treated sample; mCmL: untreated sample.

| **Library** | **Number of Raw read pairs** | **Number of Chr mapped fragments** | **%**  **Fragments mapped to Chr** | **Number of non-redundant Chr mapped fragments** | **median size of Chr mapped fragments**  **(bp)** |
| --- | --- | --- | --- | --- | --- |
| sdg8-5_mCmL_H3K36_rep1 | 40,269,866 | 34,757,412 | 86.31 | 32,444,727 | 205 |
| sdg8-5_mCmL_H3K36_rep2 | 23,321,644 | 19,705,524 | 84.49 | 19,200,718 | 160 |
| sdg8-5_mCmL_H3K4_rep1 | 35,153,794 | 30,160,219 | 85.80 | 28,101,467 | 175 |
| sdg8-5_mCmL_H3K4_rep2 | 20,520,576 | 17,947,197 | 87.46 | 17,531,578 | 161 |
| sdg8-5_mCmL_input_rep1 | 34,188,241 | 22,983,207 | 67.23 | 21,730,013 | 184 |
| sdg8-5_mCmL_input_rep2 | 27,716,455 | 16,544,869 | 59.69 | 16,194,532 | 143 |
| sdg8-5_pCpL_H3K36_rep1 | 30,600,184 | 26,113,431 | 85.34 | 24,199,198 | 184 |
| sdg8-5_pCpL_H3K36_rep2 | 25,066,031 | 21,450,291 | 85.58 | 20,970,706 | 169 |
| sdg8-5_pCpL_H3K4_rep1 | 33,418,365 | 28,211,840 | 84.42 | 24,473,200 | 185 |
| sdg8-5_pCpL_H3K4_rep2 | 21,500,200 | 18,380,131 | 85.49 | 18,061,028 | 165 |
| sdg8-5_pCpL_input_rep1 | 35,595,470 | 24,322,500 | 68.33 | 21,217,525 | 165 |
| sdg8-5_pCpL_input_rep2 | 23,637,412 | 14,158,267 | 59.90 | 13,859,590 | 149 |
| WT_mCmL_H3K36_rep1 | 33,051,288 | 29,324,994 | 88.73 | 27,734,731 | 192 |
| WT_mCmL_H3K36_rep2 | 18,235,638 | 14,631,384 | 80.24 | 14,142,472 | 141 |
| WT_mCmL_H3K4_rep1 | 36,342,207 | 31,726,224 | 87.30 | 28,845,302 | 179 |
| WT_mCmL_H3K4_rep2 | 12,071,111 | 10,790,954 | 89.39 | 10,669,444 | 174 |
| WT_mCmL_input_rep1 | 34,198,102 | 23,298,491 | 68.13 | 21,849,336 | 177 |
| WT_mCmL_input_rep2 | 19,647,905 | 12,158,491 | 61.88 | 11,851,974 | 154 |
| WT_pCpL_H3K36_rep1 | 30,380,168 | 26,857,472 | 88.40 | 23,085,690 | 191 |
| WT_pCpL_H3K36_rep2 | 24,663,493 | 21,463,945 | 87.03 | 21,067,550 | 166 |
| WT_pCpL_H3K4_rep1 | 30,727,793 | 26,775,661 | 87.14 | 23,369,181 | 195 |
| WT_pCpL_H3K4_rep2 | 16,375,496 | 14,034,267 | 85.70 | 13,835,645 | 161 |
| WT_pCpL_input_rep1 | 32,717,060 | 23,951,655 | 73.21 | 20,299,775 | 177 |
| WT_pCpL_input_rep2 | 15,318,089 | 10,387,834 | 67.81 | 10,247,129 | 154 |

Table S5. Significantly over-represented GO terms (FDR adjusted p-value <1E-6) in the 4060 genes hypomethylated with H3K36me3 in *sdg8-5* mutant compared to WT, determined using AgriGO[5].

Table S6. Flowering time of *h*SDG8*, sdg8-5* and WT. For *h*SDG8, T3 transgenic lines from two independent insertion events were assayed. Seeds were sown in soil mix (soil: perlite: vermiculite = 2:1:1) and vernalized at 4C for 4 days before grown in long-day (16h Light/8h Dark, 120 uMol m-2s-1 light). Number of leaves for individual plants was counted when plants started to bolt. 10 plants were measured for each genotype.

| Genotype | No. of Leaves | No. of Days |
| --- | --- | --- |
| WT | 14 (+/-0.7) | 28.9 (+/- 0.9) |
| *sdg8-5* | 8.3 (+/-0.4) | 27.2 (+/- 0.2) |
| *h*SDG8 1-1 | 13.8 (+/-0.6) | 28.3 (+/- 0.3) |
| *h*SDG8 2-1 | 13.1 (+/-0.5) | 28.9 (+/- 0.5) |

Table S7. Significantly over-represented GO terms (FDR adjusted p-value <1E-6) in the 728 direct targets that are hypomethylated with H3K36me3 in *sdg8-5* mutant compared to WT and bound by SDG8, determined using AgriGO[5].

Table S8. Significantly over-represented GO terms (FDR adjusted p-value <0.01) in the genes mis-expressed in *sdg8-5* mutant compared to WT, determined by AgriGO [5].

Table S9. Genes whose expression level is significantly regulated by Genotype X Light interaction (FDR<0.15 of G X L term in ANOVA).

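Most measured genes of this table changed with light when averaged over the genotypes. AOR, an oxidoreductase, rose with light by 2.52 in log2 value in WT and 3.00 in *sdg8-5*, and AT1G44000 by 2.47 in WT. The expansin EXPA8 fell by 2.11 in WT and by 1.11 in *sdg8-5* (difference 1.00, FDR = 0.371). CYP71B36 rose from 38.03 to 277.2 (3.23, FDR = 5.29e-10). Of 79 measured genes, 42 rose and 34 fell with light, and the shift of the whole list in camera had an adjusted p of 0.0571 (adjusted p = 0.189 with an estimated correlation). For the difference in light response, 1 of the 79 passed on log2 values at an FDR under 0.15, ATIM. Adjusted over the list alone, 54 passed, 34 with a positive and 20 with a negative difference (*sdg8-5* minus WT, log2). A positive difference includes genes that fell less with light in *sdg8-5*, such as EXPA8. In size, the log2 light response was smaller in *sdg8-5* for 63 of the 80 genes called on linear values, which include all 79. The study chose the table for this difference on the same arrays, so neither the light responses nor the count over the list alone is independent evidence.

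**Figure D3:**
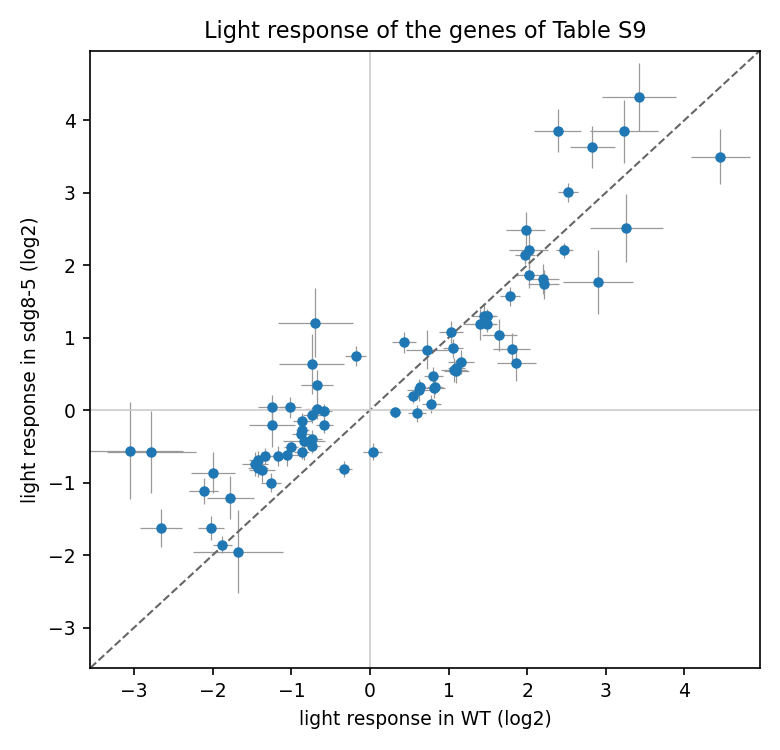
Log2 light response in WT (x axis) and in *sdg8-5* (y axis), averaged over carbon treatments, for the 79 measured genes of Table S9; bars are standard errors and the dashed line marks equal responses. Genes lie in both directions, 42 raised and 34 lowered by light.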

Table S10. Significantly over-represented GO terms (FDR adjusted p-value <1E-6) in the 1084 functional targets of SDG8, determined using AgriGO TAIR10 version [5].

Table S11. Significantly over-represented KEGG pathways (FDR adjusted p-value <0.05) among the 1084 functional targets of SDG8 (while 158/1084 have KEGG annotation), determined using BioMaps function in VirtualPlant platform[6].

| Term | Observed Frequency | Expected Frequency | FDR adjusted  p-value |
| --- | --- | --- | --- |
| Energy Metabolism | 33 out of 158 genes, 20.9% | 313 out of 2905 genes, 10.8% | 0.00641 |
| Environmental Adaptation | 23 out of 158 genes, 14.6% | 172 out of 2905 genes, 5.9% | 0.00403 |
| Organismal Systems | 23 out of 158 genes, 14.6% | 172 out of 2905 genes, 5.9% | 0.00403 |
| Plant-pathogen interaction | 22 out of 158 genes, 13.9% | 143 out of 2905 genes, 4.9% | 0.00258 |
| Selenoamino acid metabolism | 9 out of 158 genes, 5.7% | 36 out of 2905 genes, 1.2% | 0.00655 |
| Sulfur metabolism | 8 out of 158 genes, 5.1% | 27 out of 2905 genes, 0.9% | 0.00641 |

Table S12. KEGG annotation [7] of the 33 “Energy Metabolism” pathway genes among the 1084 functional targets of SDG8.

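The 11 measured genes of this table were all lower in *sdg8-5*. APS4, of sulfur metabolism, fell by the most (log2 change -1.29), followed by AT3G01850, a ribulose-phosphate 3-epimerase family gene, from 482.7 to 248.8 in mean intensity (log2 change -0.93, standard error 0.10, FDR = 2.09e-06), APS3 (-0.91) and AT1G53030, of oxidative phosphorylation, from 541 to 311.9 (-0.78, standard error 0.10, FDR = 2.38e-05). PPDK had the smallest fall (log2 change -0.31, FDR = 0.019). All 11 also passed when adjusted over the list alone (camera adjusted p = 2.78e-11; adjusted p = 2.77e-05 with an estimated correlation). The table holds genes chosen for lower expression on these arrays, so this is not independent evidence. With the spike-in groups as a block 9 of the 11 passed, and PSAN (log2 change -0.38, then -0.33, FDR = 0.0626) and OASA2 (-0.48, then -0.43, FDR = 0.0585) did not.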

| *Gene ID* | *KEGG annotation* | *KEGG pathway ID* |
| --- | --- | --- |
| AT4G01480 | Oxidative phosphorylation | ath00190 |
| AT4G23710 | Oxidative phosphorylation | ath00190 |
| AT1G53030 | Oxidative phosphorylation | ath00190 |
| AT4G05180 | photosynthesis | ath00195 |
| AT1G44575 | photosynthesis | ath00195 |
| AT4G05390 | photosynthesis | ath00195 |
| AT1G30380 | photosynthesis | ath00195 |
| AT2G27510 | photosynthesis | ath00195 |
| AT4G28660 | photosynthesis | ath00195 |
| AT5G64040 | photosynthesis | ath00195 |
| AT1G60950 | photosynthesis | ath00195 |
| AT3G08940 | Photosynthesis - antenna proteins | ath00196 |
| AT2G40100 | Photosynthesis - antenna proteins | ath00196 |
| AT1G45474 | Photosynthesis - antenna proteins | ath00196 |
| AT3G54050 | Carbon fixation in photosynthetic organisms | ath00710 |
| AT3G55800 | Carbon fixation in photosynthetic organisms | ath00710 |
| AT1G12900 | Carbon fixation in photosynthetic organisms | ath00710 |
| AT4G15530 | Carbon fixation in photosynthetic organisms | ath00710 |
| AT3G01850 | Carbon fixation in photosynthetic organisms | ath00710 |
| AT2G21330 | Carbon fixation in photosynthetic organisms | ath00710 |
| AT3G49160 | Carbon fixation in photosynthetic organisms | ath00710 |
| AT5G37600 | Nitrogen metabolism - Arabidopsis thaliana | ath00910 |
| AT1G70410 | Nitrogen metabolism - Arabidopsis thaliana | ath00910 |
| AT2G15620 | Nitrogen metabolism - Arabidopsis thaliana | ath00910 |
| AT5G35630 | Nitrogen metabolism - Arabidopsis thaliana | ath00910 |
| AT4G14680 | Sulfur metabolism | ath00920 |
| AT2G43750 | Sulfur metabolism | ath00920 |
| AT5G43780 | Sulfur metabolism | ath00920 |
| AT3G22890 | Sulfur metabolism | ath00920 |
| AT2G17640 | Sulfur metabolism | ath00920 |
| AT5G28020 | Sulfur metabolism | ath00920 |
| AT2G14750 | Sulfur metabolism | ath00920 |
| AT3G22460 | Sulfur metabolism | ath00920 |

Table S13. 54 genes whose H3K36me3 level increase in response to Carbon/light stimuli in WT but not in *sdg8-5*, and 9 genes whose H3K36me3 level increase in response to Carbon/light stimuli in the *sdg8-5* mutant.

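Expression in *sdg8-5* was lower for some of the genes listed here. Among those whose H3K36me3 rose in WT, AT2G04039 fell from a mean intensity of 663.3 in WT to 275.7 in *sdg8-5* (log2 change -1.86, standard error 0.21, FDR = 6.01e-06), AT2G23840 had a log2 change of -1.61 (FDR = 0.000996), AT1G13470 of -1.08 (FDR = 0.003) and AT4G12830 of -0.98 (standard error 0.33, FDR = 0.0444), which was -1.02 with the spike-in groups as a block (standard error 0.36, FDR = 0.058) and -1.01 with the 25S covariate (standard error 0.55, FDR = 0.321). Of these 22 measured genes, 7 were lower and none was higher, also when adjusted over the list alone. That is 31.8% lower, against 10% of other genes (Fisher's exact test, which treats genes as independent, adjusted p = 0.00906). Light changed 81.8% of the 22, and of all light-regulated genes 16% were lower in *sdg8-5*. The comparison with all other genes therefore cannot separate the H3K36me3 response from the light response. The shift of the list in camera had an adjusted p of 0.0702 (adjusted p = 0.311 with an estimated correlation). Among the 9 genes whose H3K36me3 rose in *sdg8-5*, both measured genes were lower in *sdg8-5*, AT4G39970 (log2 change -0.51, FDR = 0.000564) and the chaperonin Cpn60beta4 (-0.45, FDR = 0.0087). From -C-L to +C+L, AT4G39970 rose by 0.83 in log2 value in WT and 0.59 in *sdg8-5*, and Cpn60beta4 by 1.41 and 1.40.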

Table S14. Significantly over-represented biological processes GO terms (FDR adjusted p-value <0.01) among the 54 genes whose H3K36me3 level increase in response to Carbon/light stimuli in WT but not in *sdg8-5* mutant, determined using BioMaps function in VirtualPlant platform[6].

| **GO terms** | **GO annotation** | **FDR adjusted p-value** |
| --- | --- | --- |
| GO:0009628 | response to abiotic stimulus | 9.70E-06 |
| GO:0009314 | response to radiation | 5.32E-05 |
| **GO:0009416** | **response to light stimulus** | **5.32E-05** |
| GO:0050896 | response to stimulus | 0.000696 |
| GO:0009266 | response to temperature stimulus | 0.000895 |
| GO:0009573 | chloroplast ribulose bisphosphate carboxylase complex | 0.00294 |
| GO:0048492 | ribulose bisphosphate carboxylase complex | 0.00294 |
| GO:0009644 | response to high light intensity | 0.00411 |
| GO:0010218 | response to far red light | 0.00411 |
| **GO:0015977** | **carbon fixation** | **0.00411** |
| GO:0016984 | ribulose-bisphosphate carboxylase activity | 0.00411 |
| GO:0071704 | organic substance metabolic process | 0.00411 |
| GO:0009637 | response to blue light | 0.00502 |
| GO:0009408 | response to heat | 0.00513 |
| GO:0010114 | response to red light | 0.00513 |

Table S15. Gene IDs and primer sequences for ChIP-PCR validation.

| gene name | At Locus ID | ChIP-PCR primer sequence |
| --- | --- | --- |
| AT1G56220 | AT1G56220 | Forward TCAATCGGAAGCTGGAAGTG |
|  |  | Reverse TTGGTAACCCGGTGGTTTAAT |
| COL4 | AT5G24930 | Forward TGGCTGTTACTTCCCAATCC |
|  |  | Reverse CAGTGTTCATCTCCGGACTATC |
| LAZ5 | AT5G44870 | Forward GACCTCAGCTGGAATCACATAC |
|  |  | Reverse GCGATTTCCGATTCCTCTATCC |
| MAF1 | AT1G77080 | Forward CTCATCGACAAAGCTCGACAA |
|  |  | Reverse TCACCGGAGGAAGAGTCATAG |
| PIL5 | AT2G20180 | Forward ACCGAAGCTTCTTCCTTCTATG |
|  |  | Reverse CATCGTCACGGAGAGGATAATG |
| PGRL1B | AT4G11960 | Forward GACTTGTGGACCTCCTTGATTAT |
|  |  | Reverse CACAGTCCGAGAGCAACAA |
| FLC | AT5G10140 | 1) Forward GAACCCAAACCTGAGGATCAA |
|  |  | 1) Reverse GGTGACTTGTCGGCTACTTT |
|  |  | 2) Forward TAGGTCCAGCCTTGGAATTG |
|  |  | 2) Reverse GTAACTAAGGGTTCCACGTTCT |
|  |  | 3) Forward GTGACTAGAGCCAAGAAGGTAAG |
|  |  | 3) Reverse TGAGTTCGGTCTGCAACAA |
|  |  | 4) Forward CCTTAAATCGGCGGTTGAAATC |
|  |  | 4) Reverse TACAAACGCTCGCCCTTATC |
| actin1 | AT2G37620 | Forward CAACAATTGGGATGACATGGAG |
|  |  | Reverse GGTGCCTCGGTAAGTAGAATAG |
| RNA helicase | AT1G58050 | Forward CCAAGGCAAGTGACAACAAC |
|  |  | Reverse CGGAGGTTCCAAAGCCTAAA |

Table S16. Significantly over-represented KEGG pathways (FDR adjusted p-value <0.05) among the 728 SDG8 direct targets (while 172/728 have KEGG annotation), determined using BioMaps function in VirtualPlant platform[6].

| **Term** | **Observed Frequency** | **Expected Frequency** | **FDR adjusted p-value** |
| --- | --- | --- | --- |
| Ribosome | 42 out of 172 genes, 24.4% | 7.2% | 1.32E-09 |
| Translation | 49 out of 172 genes, 28.5% | 14.8% | 0.000294 |
| Energy Metabolism | 38 out of 172 genes, 22.1% | 10.7% | 0.000646 |
| Photosynthesis | 12 out of 172 genes, 7% | 1.5% | 0.000761 |
| Photosynthesis - antenna proteins | 8 out of 172 genes, 4.7% | 0.7% | 0.00223 |

Table S17. KEGG annotation [7] of the 38 “Energy Metabolism” pathway genes among the 728 direct targets of SDG8.

| **Gene ID** | **KEGG annotation** | **KEGG pathway** |
| --- | --- | --- |
| AT1G23310 | Carbon fixation in photosynthetic organisms | ath00710 |
| AT1G32060 | Carbon fixation in photosynthetic organisms | ath00710 |
| AT1G42970 | Carbon fixation in photosynthetic organisms | ath00710 |
| AT1G67090 | Carbon fixation in photosynthetic organisms | ath00710 |
| AT2G36460 | Carbon fixation in photosynthetic organisms | ath00710 |
| AT3G52930 | Carbon fixation in photosynthetic organisms | ath00710 |
| AT3G55800 | Carbon fixation in photosynthetic organisms | ath00710 |
| AT3G60750 | Carbon fixation in photosynthetic organisms | ath00710 |
| AT4G38970 | Carbon fixation in photosynthetic organisms | ath00710 |
| AT1G58180 | nitrogen metabolism | ath00910 |
| AT5G37600 | nitrogen metabolism | ath00910 |
| AT1G15690 | Oxidative phosphorylation | ath00190 |
| AT2G18960 | Oxidative phosphorylation | ath00190 |
| AT3G15352 | Oxidative phosphorylation | ath00190 |
| AT3G52730 | Oxidative phosphorylation | ath00190 |
| AT1G06680 | Photosynthesis | ath00195 |
| AT1G08380 | Photosynthesis | ath00195 |
| AT1G20340 | Photosynthesis | ath00195 |
| AT1G31330 | Photosynthesis | ath00195 |
| AT1G67740 | Photosynthesis | ath00195 |
| AT1G79040 | Photosynthesis | ath00195 |
| AT2G30570 | Photosynthesis | ath00195 |
| AT4G03280 | Photosynthesis | ath00195 |
| AT4G05180 | Photosynthesis | ath00195 |
| AT4G28750 | Photosynthesis | ath00195 |
| AT5G64040 | Photosynthesis | ath00195 |
| AT5G66570 | Photosynthesis | ath00195 |
| AT1G61520 | Photosynthesis - antenna proteins | ath00196 |
| AT2G05070 | Photosynthesis - antenna proteins | ath00196 |
| AT2G05100 | Photosynthesis - antenna proteins | ath00196 |
| AT3G47470 | Photosynthesis - antenna proteins | ath00196 |
| AT3G54890 | Photosynthesis - antenna proteins | ath00196 |
| AT3G61470 | Photosynthesis - antenna proteins | ath00196 |
| AT4G10340 | Photosynthesis - antenna proteins | ath00196 |
| AT5G54270 | Photosynthesis - antenna proteins | ath00196 |
| AT3G22890 | sulfur metabolism | ath00920 |
| AT3G61440 | sulfur metabolism | ath00920 |
| AT3G53260 | NA | NA |

How the deposited data were processed for this re-analysis (not part of the article)

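The expression data cover shoots of WT and *sdg8-5* plants under each combination of 2 h with or without 1% sucrose and with or without light of 70 µE, after 24 h of starvation in darkness. There are 8 conditions with 3 arrays each, from 3 sets of biological replicates. The authors extracted RNA, labeled it with a one-cycle kit, hybridized it to ATH1 arrays and computed intensities with MAS5 in R. The deposited values are MAS5 intensities on a linear scale for 22,810 probe sets. The trimmed mean was checked and is 500 on every array, so the values are already scaled between arrays. No other normalization was applied for the values given at the claims. The highest value per array was 28490 to 39660, the lowest 0.0681 to 0.19, and the median 180.5 to 223.3 (210 over all arrays). Arrays of the same condition had correlations of log2 values of 0.914 to 0.942.

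Probe sets with a value of at least 40 on at least 1 array were kept (21,552 kept, 1,258 left out), the number that the paper's methods give. Log2 values were fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3 (data.table 1.17.8 for reading), with 8 condition means, 16 residual and 1.813 prior degrees of freedom. Genotype, carbon, light, their interactions and effects within conditions were contrasts of these means. P-values were adjusted by the Benjamini-Hochberg method over all kept probe sets for each contrast. The FDR thresholds were those of the paper, 0.05 for main effects and 0.15 for the genotype by light interaction; 0.15 was also used for genotype by carbon, and 0.05 for carbon by light and for the difference between genotypes in the combined response. Figures were drawn with Python 3.11.15. The probe annotation lists 13,513 probe sets with 1 gene and 503 with several, and lists no gene for 8,794. Of the kept probe sets, 12,568 have 1 gene, which gives 12,431 genes, 126 of them with more than 1 probe set; the one with the highest mean log2 value was taken. Gene names came from an annotation of the TAIR10.1 assembly. The 62 control probe sets among those kept are not counted as genes or in the probe set counts. SDG8 has no listed probe set, so its transcript was not used to check the genotypes, and genes of nitrogen assimilation, the circadian clock and histone methylation that had been listed were not measured under a name.

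Lists of pathway and marker genes, the tests, the rule for named genes and most alternatives were set before the data were examined. The rule takes the 10 largest changes in each direction among genes past the threshold that change the same way in every treatment, the 10 lowest p-values for the genotype by light interaction, every gene that the paper names singly, and up to 4 members past the threshold from each list. Values in the paper's tables had been seen. Lists with at least 5 measured genes were tested with camera, with a preset correlation of 0.01 and with an estimated one; this minimum, 23 gene families from the annotation and a list of 51 low-oxygen genes were chosen after the data were seen. Overlaps of study lists with responsive genes were tested with two-sided Fisher's exact tests, adjusted over all such tests. Differences of single values between groups were tested with exact permutation of the labels within conditions.

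Alternatives set in advance were no filter, a filter on condition means, a filter of at least 100 on at least 3 arrays, log2 of the value plus 16, quantile normalization, centring on the array median, the three-way ANOVA of the paper's methods on log2 and on linear values (the scale is not stated in the paper's text), trend and robust estimation, Storey q-values, other choices of probe set, a replicate block, and leaving out each replicate set and each array. Chosen after seeing the control probe sets were a block for 2 groups of arrays by bioC signal, fits within each group, the mean of 9 spike-in probe sets as a covariate, and the 25S rRNA signal as a covariate. A first grouping on all 9 spike-in probe sets could not be fitted with every condition and was replaced by that on the 2 bioC probe sets. The procedure was tested on simulated data with independent noise, in which 100 probe sets were changed at each size. Changes of 1 on the log2 scale were recovered in 70% to 71% of cases for the main effects and in 48% for the genotype by light interaction. Changes of 0.5 were recovered in 32% to 40% and in 8%. The real data have far more changed probe sets and a structure of the arrays, so these rates need not hold for them. Chance was examined with 100 regroupings of the arrays per comparison, or with all 10 splits where 3 arrays are compared with 3, and for the genotype by light and carbon by light interactions with 100 arrangements of the residuals of a model without the interaction, chosen after the results were seen. The ChIP-seq data of the study were not analysed here.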

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

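The tests on the bioC groups, on the 25S signal, on arranged residuals and on carbon in darkness were chosen after the results were seen.

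AT4G11900 and ATIM were singled out because their light response differed between the genotypes, by 2.81 and 1.29 on the log2 scale, and a model on linear values called 80 genes for this difference where log2 values gave 2. On linear values a gene that is lower in *sdg8-5* by a constant factor also responds less to light in absolute units: the interaction had the sign of this product in 93.7% (74 of 79) of the genes called on linear values alone, and the product gave a median of 50.4% of its size, which leaves its part open. Whether the product alone gives the calls stays open: of 100 data sets made without genotype by light terms from arranged residuals, 12 reached 80 genes (highest 181) and 5 the share of called genes with an unadjusted log2 p under 0.05 (57.5%; highest 64.3%), and of 100 simulated with independent noise, which lacks the structure of the arrays, 0 reached 80 genes (highest 57) and 2 that share (highest 60.9%). Chance could not be excluded for the count of 2, since 7 of 100 arrangements of the residuals of a log2 model without this interaction gave as many (highest other 690, which points to a structure of the samples); regroupings of the arrays, of which 9 of 100 gave at least 2 genes on log2 values (highest other 856) and 6 at least 80 on linear values (highest other 844), carry the genotype effect into the light response and do not tell. A light response that differs in *sdg8-5* beyond the product stays open too.

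The bioC hybridization controls divided the arrays into 12 of lower and 12 of higher signal, unevenly between genotypes (8 WT and 4 *sdg8-5* arrays in the lower group): all arrays of replicate 1 and the WT arrays of replicate 2 were in the lower group. As the source of the genotype calls this difference is argued against only for the calls that the following tests cover. Of the genes called within the lower group 94.3% (267 of 283) went the same way in the higher group, and of those called within the higher group 94.8% (313 of 330) did so in the lower group. With the group as a block, 81.3% of the 2,308 genotype calls (1,876) passed, and for the other calls the difference stays open. In replicate 2 the groups coincide with genotype. Without that set 523 genes were lower and 309 higher in *sdg8-5*. Without set 1 these counts were 998 and 658, and without set 3 they were 761 and 518. The loss of SDG8 stays as a biological explanation that these tests do not address.

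The 25S rRNA control probe set, which the paper does not report on, was higher in *sdg8-5* by 1.56 on the log2 scale and lower in light by 2.99, with 6309 ± 3023 in WT and 13744 ± 1529 in *sdg8-5* under -C-L (SD, n = 3), and 1 array of *sdg8-5* under -C+L at 8044 with a condition mean of 3391. Array brightness is argued against, since the signal differed between the bioC groups by 0.09 of its difference between genotypes, and so is RNA degradation in darkness, since the GAPDH and actin 3'/5' ratios were lower there (-2.39 and -1.95 standard errors), while RNA degradation in *sdg8-5* stays open, with the actin ratio higher (2.06 standard errors) and the GAPDH ratio not (-0.71). The within-condition slope on the 25S signal gave a median of -1.6% of the genotype change and 0.4% of the light change of the called genes. This cannot decide whether the signal is the source of those calls. The slope leans on 1 condition, *sdg8-5* under -C+L, where the log2 signal had an SD of 1.69, against 0.09 to 0.84 in the other conditions. With the signal as a covariate fewer genes passed: standard errors grew, from 0.10 to 0.17 for APS4 (genotype change -1.29, then -1.30), from 0.11 to 0.18 for GSA1 (-0.42, then -0.35, FDR = 0.289) and from 0.16 to 0.41 for MCCB (light change -1.43, then -0.90, FDR = 0.234), since the covariate follows the conditions, and the calls it ended stay open. A difference in rRNA between the genotypes and light conditions, or in its removal or labeling, was not tested and stays open.

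The carbon response differed between light and darkness for 30 genes at an FDR under 0.05 (9 positive, 21 negative differences). The count was 72 without replicate 1 of *sdg8-5* under +C-L. It was 15 to 19 without WT replicate 1 under -C-L or -C+L, WT replicate 2 under +C-L, -C+L or +C+L, WT replicate 3 under -C+L, *sdg8-5* replicate 2 under +C-L or +C+L, or *sdg8-5* replicate 3 under +C-L or -C+L. Without replicate sets 1, 2 and 3, which leaves 2 arrays per condition, it was 2, 1 and 0. Of 100 arrangements of the residuals of a model without this interaction, 1, the real one, gave as many as 30 (highest other 5), which argues against chance for the full set of arrays. In regroupings of the arrays, which carry the light effect into this difference and so do not tell, 1 of 100 gave as many (highest other 2). A separate comparison used 475 genes chosen on the light arrays alone, with responses counted in the direction seen in light. Their mean log2 carbon response in darkness was larger in *sdg8-5* than in WT by 0.4 (exact permutation test, p = 0.03). It was 0.86 against 0.72 on the arrays of lower bioC signal and 1.21 against 0.64 on those of higher signal. In each group 1 of the genotypes has 1 array per condition, so that a part of these groups stays open.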

How the results depend on the processing

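The settings with the bioC groups, the spike-in covariate and the 25S covariate were chosen after the control probe sets were seen. The main-effect gene and probe set counts stayed within 1.5 times their value under all settings of filter, offset, normalization, test, probe set choice and replicate block, and in all fits that left out 1 array. Of 173 values of single genes, 162 kept direction and side of the threshold with quantile normalization, 163 with median centring, 167 with the bioC block and 116 with the 25S covariate. The causes were not tested, except that fits within a bioC group or without a replicate set use fewer arrays. Values near the background of 40 limit fold changes. The arrays share only a replicate number: after removing condition means, 6 of the 84 pairs of arrays with the same number had a correlation over 0.1 (median 0.025, against -0.014 for different numbers), and 16 of 24 arrays correlated best with their own number, a hint from the data and not from the design. The bioC groups follow these numbers in part, with replicate 1 in the lower and replicate 3 in the higher group.

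For the genotype by light interaction, the gene count of 2 became 1 with no filter, 4 with a filter on condition means, 10 with at least 100 on at least 3 arrays, 1 with log2(value + 16), 4 with quantile normalization, 1 with median centring, 80 with the methods' ANOVA on linear values, 16 with trend and robust estimation, 4 with a replicate block, 6 with the bioC block and 4 with the spike-in covariate. The probe set count of 8 became 25 with at least 100 on at least 3 arrays, 5 with median centring, 130 with the ANOVA on linear values, 37 with trend and robust estimation, 14 with a replicate block and 16 with both the bioC block and the spike-in covariate. The genotype by carbon count of 0 became 1 with at least 100 on at least 3 arrays and 1 with the 25S covariate. The carbon by light count of 30 became 187 with the ANOVA on linear values, 66 with trend and robust estimation, 53 with the spike-in covariate and 20 with the 25S covariate.

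Within the 12 arrays of lower bioC signal, 240 genes were lower and 43 higher in *sdg8-5* (probe sets 372 and 79), 159 changed with carbon (317 probe sets) and 1,833 with light (3,455). Carbon by light gave 0 genes there, and genotype by light 3 genes and 4 probe sets. Each *sdg8-5* condition has 1 array and each WT condition 2 in this group, so that the light effects there (1,404 genes in WT, 180 in *sdg8-5*), the combined effects (1,183 and 193), the carbon effects in darkness (0 in both) and the genotype effects under single treatments (19 under -C-L, 12 under +C-L, 3 under -C+L and 0 under +C+L) cannot be compared between genotypes and say nothing about stability. Within the 12 arrays of higher signal, 185 genes were lower and 145 higher (probe sets 325 and 257), 393 changed with carbon (712 probe sets) and 2,002 with light (3,827). Both interactions gave 0 there. Here each WT condition has 1 array and each *sdg8-5* condition 2, and the same limit holds for the light effects (494 in WT, 1,041 in *sdg8-5*), the combined effects (329 and 1,368), the carbon effects in darkness (0 and 527) and the genotype effects (0 under each treatment). With the 25S covariate, 469 genes were lower and 279 higher (probe sets 837 and 529), 1,360 changed with carbon (2,625 probe sets) and 845 with light (1,699). Light effects were then 789 in WT and 627 in *sdg8-5*, combined effects 689 and 519, genotype effects 272 under +C-L and 70 under -C+L, and carbon effects in darkness 73 in WT.

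In camera, the adjusted p with an estimated correlation was 0.0938 for Table S17 and carbon, 0.0806 for Table S9 and carbon, 0.187 for chlorophyll and carbon, 0.311 for starvation and genotype and 0.1 for photosystems and light. With the preset correlation, which the other settings used, it was with quantile normalization 0.049 for Table S13A (the genes that gain H3K36me3 in WT) and genotype, 0.082 for Table S17 and carbon, 0.0269 for Table S9 and light and 0.082 for chlorophyll and carbon. With log2(value + 16) it was 0.0433 for Table S13A and genotype and 0.04 for Table S9 and light, and with no filter 0.0428 for Table S9 and light. Without 1 replicate set it ranged from 0.0226 to 0.347 for Table S13A and genotype, 0.0444 to 0.0623 for chlorophyll and carbon, 0.047 to 0.244 for chlorophyll and genotype, 0.415 to 0.918 for chlorophyll and light (in the reverse direction without sets 2 and 3, 0.918 and 0.86), 0.00244 to 0.0543 for starvation and genotype and 0.00593 to 0.061 for photosystems and light. The carbon change of PGRL1B reversed to -0.018 with the 25S covariate and to -0.026 with median centring, and was -0.026 (without replicate set 2) to 0.159 with arrays or replicate sets left out, none past the threshold.

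Leaving out replicate sets or single arrays gave 309 to 1,055 genes higher and 523 to 1,306 lower in *sdg8-5* (probe sets 585 to 1,995 and 940 to 2,326), 1,065 to 2,648 changed by carbon (2,005 to 5,014), 0 to 19 with genotype by light (0 to 41), 0 to 6 with genotype by carbon and 0 to 72 with carbon by light. Genotype effects ranged from 79 to 513 under -C-L, 44 to 594 under +C-L, 36 to 272 under -C+L and 44 to 295 under +C+L, light effects from 1,843 to 3,157 in WT and 1,281 to 2,660 in *sdg8-5*, combined effects from 1,760 to 3,107 and 1,428 to 2,993, and carbon effects in darkness from 13 to 576 and 240 to 1,672. The lowest counts were without a whole replicate set, which leaves 2 arrays per condition.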

Differences from the paper's values

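The paper reports 127 genes with a genotype by light interaction at an FDR under 0.15; here 8 probe sets, 2 of them with a named gene, passed at the same threshold on log2 values with limma. The paper counts genes and the values here are probe sets. Of the 40 alternatives set before the data were examined, 1 brings the count within the paper's value: the three-way ANOVA of the paper's methods on linear values, with 130 probe sets. The other 39 differ: 7 without a filter, 12 with a filter on condition means, 25 with at least 100 on at least 3 arrays, 7 with log2 of the value plus 16, 11 with quantile normalization, 5 after median centring, 9 with the ANOVA on log2 values, 37 with trend and robust estimation, 9 with Storey q-values, 8 with either other choice of probe set, 14 with a replicate block, and 0 to 41 when replicate sets or arrays were left out. With the ANOVA on linear values, all 79 genes of Table S9 that were measured passed, against 1 on log2 values.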

Other observations

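The gene families, the low-oxygen list and its tests, and the test of carbon in darkness were chosen after the results were seen, while the tests on neighbouring genes and the regroupings were set beforehand.

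Genes known for induction by low oxygen fell in light. Of 51 such genes, listed from background knowledge after the largest falls had been seen, 27 were measured, and light lowered 19 and raised 2 (20 lowered with quantile normalization and 20 with median centring; median log2 change -2.38). The list holds 9 of the 10 largest falls in light, among them HRA1 (AT3G10040), AT1G33055, AT4G10270 and AT5G66985. Carbon raised 4 and lowered 2 of the 27 (3 and 4 with median centring), and 5 were higher and none lower in *sdg8-5*, AT2G15880, AT1G19530 (log2 change 1.84) and AT4G39675 (1.44) by the most (camera p = 0.000155; p = 0.235 with an estimated correlation). A fall of such genes as a group in light is a hypothesis found on the same data, for which camera gave p = 2.36e-12 and p = 0.0359 with an estimated correlation. Carbon in darkness did not lower the same genes as a group: their median log2 change was 0.86, which is -36.3% of their change with light. Whether light lowers them by relieving carbon starvation stays open, since sucrose given in darkness differs from carbon fixed in light. Oxygen released by photosynthesis in light may contribute, which was not tested.

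All 11 measured autophagy genes were lower in light (median log2 change -0.60, also 11 with quantile normalization and with median centring; camera adjusted p = 1.22e-06, and adjusted p = 0.242 with an estimated correlation), and 6 of them were lower with carbon (camera adjusted p = 4.68e-05; adjusted p = 0.544 with an estimated correlation). Of 12 genes of the nitrate transporter family, 6 rose with light and none fell (camera adjusted p = 0.0226; adjusted p = 0.242 with an estimated correlation). Among the genes whose carbon response differed between light and darkness, AT5G62280 rose by 1.27 with carbon in darkness and fell by 2.14 in light (difference -3.41, standard error 0.47, FDR = 0.00667), UGT76B1 rose by 1.22 and had a change of -0.43, WAG2 changed by 1.81 and 0.66, AT3G15450 by -1.50 and -3.95 (FDR = 7.34e-05), and AT1G50040 by -2.09 and -0.55.

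Genes lower in *sdg8-5* lie next to each other more often than in random order. Of 4,597 pairs of neighbouring measured genes, 77 were both lower, against a median of 47 and a highest of 69 in 1000 random orders, and 56 were both higher (median 33, highest 52). Probes shared by near-identical neighbours are argued against for the lower genes, since 77 pairs also remained among the 4,502 pairs without probe sets that may match several transcripts (highest of random orders 74). Light-lowered genes also neighboured each other (190 pairs, median 122, highest 162), while light-raised genes did not exceed random orders (142 pairs, highest 183). Examples are CYP71B34, CYP71B35 and CYP71B36 (log2 changes -1.41, -0.98 and -2.26) and AT4G13150 and AT4G13160 (-1.25 and -2.97). A shared loss or gain of expression of neighbours in *sdg8-5* is a candidate explanation, and related gene copies with like regulation stay open.

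Carbon in darkness changed 1,571 genes in *sdg8-5* and 510 in WT, and in light 173 and 149. For 475 genes chosen on the light arrays alone, the mean log2 response in the direction seen in light was 1.09 in *sdg8-5* and 0.69 in WT in darkness, a difference of 0.4 (two-sided exact permutation test over 400 relabellings, p = 0.03), and 0.92 in both in light. The response was larger in *sdg8-5* for 397 of the 475 genes. It was 0.86 in *sdg8-5* and 0.72 in WT on the arrays of lower bioC signal and 1.21 and 0.64 on those of higher signal, but in each group 1 of the genotypes has 1 array per condition, so that a part of these groups in the difference stays open. For single genes, 3 differed in darkness at an FDR under 0.15 and 770 had an unadjusted p under 0.05. A larger carbon response of *sdg8-5* in darkness is a hypothesis. The counts in darkness rest on single arrays: that in WT was 137 without replicate 1 under -C-L and 224, 281 and 263 without replicates 1, 2 and 3 under +C-L, and that in *sdg8-5* was 989 and 952 without replicates 2 and 3 under +C-L.

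Chance can be excluded for the main effects, where 1 of 100 regroupings of the arrays, the real one, gave a count as large: 1,252 lower (highest other 433) and 1,056 higher genes in *sdg8-5* (189), 2,551 changed by carbon (620), 4,188 by light (1), 3,118 by light in WT (1) and 2,649 by light in *sdg8-5* (1). For genotype by carbon, where limma called 0 genes at an FDR under 0.15 (589 at an unadjusted p under 0.05; 0 with the ANOVA of the paper's methods on log2 or linear values), 100 of 100 regroupings gave at least as many (highest 2,263), which follows from a count of 0 and does not tell whether chance gives it. With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. There the real counts were 3,039 for the combined response in WT (highest other 1) and 2,971 in *sdg8-5* (0), 510 for carbon in darkness in WT (1) and 1,571 in *sdg8-5* (4), and for genotype 519 under -C-L (4), 558 under +C-L (1), 254 under -C+L (2) and 271 under +C+L (2). The genotype counts rest on single arrays. Under -C-L the count was 327 without WT replicate 2 and 320 without *sdg8-5* replicate 2. Under +C-L it was 366 and 328 without WT replicates 1 and 2, and 282 and 360 without *sdg8-5* replicates 2 and 3. Under -C+L it was 115 without WT replicate 1, and 156 and 162 without *sdg8-5* replicates 2 and 3. Under +C+L it was 175 and 149 without WT replicates 1 and 2, and 156 and 139 without *sdg8-5* replicates 2 and 3.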
